# GSDMD deficiency ameliorates hyperoxia-induced BPD and ROP in neonatal mice

**DOI:** 10.1038/s41598-022-27201-y

**Published:** 2023-01-04

**Authors:** Sarah Sonny, Huijun Yuan, Shaoyi Chen, Matthew R. Duncan, Pingping Chen, Merline Benny, Karen Young, Kevin K. Park, Augusto F. Schmidt, Shu Wu

**Keywords:** Molecular biology, Diseases, Pathogenesis

## Abstract

Bronchopulmonary dysplasia (BPD) and retinopathy of prematurity (ROP) are among the most common morbidities affecting extremely premature infants who receive oxygen therapy. Many clinical studies indicate that BPD is associated with advanced ROP. However, the mechanistic link between hyperoxia, BPD, and ROP remains to be explored. Gasdermin D (GSDMD) is a key executor of inflammasome-induced pyroptosis and inflammation. Inhibition of GSDMD has been shown to attenuate hyperoxia-induced BPD and brain injury in neonatal mice. The objective of this study was to further define the mechanistic roles of GSDMD in the pathogenesis of hyperoxia-induced BPD and ROP in mouse models. Here we show that global GSDMD knockout (GSDMD-KO) protects against hyperoxia-induced BPD by reducing macrophage infiltration, improving alveolarization and vascular development, and decreasing cell death. In addition, GSDMD deficiency prevented hyperoxia-induced ROP by reducing vasoobliteration and neovascularization, improving thinning of multiple retinal tissue layers, and decreasing microglial activation. RNA sequencing analyses of lungs and retinas showed that similar genes, including those from inflammatory, cell death, tissue remodeling, and tissue and vascular developmental signaling pathways, were induced by hyperoxia and impacted by GSDMD-KO in both models. These data highlight the importance of GSDMD in the pathogenesis of BPD and ROP and suggest that targeting GSDMD may be beneficial in preventing and treating BPD and ROP in premature infants.

## Introduction

Each year more than 15 million infants are born preterm worldwide^1^. Extremely premature infants born at less than 28 weeks of gestational age are at great risk of having multi-organ injury and developmental abnormalities that predominantly involve the lung, brain, and eye^2–4^. Born with immature lungs, these premature infants suffer respiratory failure soon after birth and require oxygen (O_2_) therapy to survive. However, life-sustaining high concentration O_2_ therapy (hyperoxia) can cause lung inflammation that ultimately leads to bronchopulmonary dysplasia (BPD), characterized by disrupted alveolar and vascular development and reduced lung function^2^. These premature infants also have immature retinas with underdeveloped retinal vasculature. Exposure to hyperoxia can cause initial obliteration of retinal vasculature which leads to retinal hypoxia and over-production of vascular endothelial growth factor (VEGF) in the retinas that subsequently stimulates neovascularization and progression to retinopathy of prematurity (ROP)^5,6^. ROP is a leading cause of severe vision impairment in children worldwide, and effective treatments are lacking. Although hyperoxia is known to play a critical role in the development and progression of both BPD and ROP, the clinical practice of lowering oxygen saturation by avoiding excessive use of oxygen is associated with increased mortality^7^. While intraocular VEGF antagonists have been recently used to treat severe ROP, they were observed to have possible systemic anti-angiogenic effects that are detrimental to the development of other organs, such as the lung and brain, and they do not correct retinal neuronal injury^8^. Many clinical studies indicate that BPD is associated with advanced ROP^6,9^. However, it is currently unknown if the induction of BPD and ROP by hyperoxia is mechanistically linked, although a common mechanism would be an attractive target for developing therapies for both diseases.

Activation of the inflammasome cascade has been linked to BPD and ROP. Inflammasomes are large macromolecular signaling complexes that control the proteolytic activation of two highly proinflammatory IL-1 family cytokines, IL-1β and IL-18^10^. Previous studies have demonstrated that activation of the NLRP3 (NACHT, LRR, and PYD domains-containing protein 3) inflammasome and increased IL-1β:IL1ra ratio are predictive of the development of BPD^11^. Increased IL-1β and IL-18 were associated with ROP in preterm infants^12^. There is increasing interest in gasdermin D (GSDMD), a 53-kilodalton (kDa) cytosolic protein, which is also a substrate for the inflammasome cascade and was recently found to be a key executor of pyroptosis, a form of programmed inflammatory cell death^13,14^. Activation of the inflammasome pathway by pathogens or host-derived danger signals leads to the activation of inflammatory caspases. Cleavage of GSDMD by these caspases releases a 30-kDa N-terminal domain (p30) that oligomerizes in the cell membrane to form pores, which cause localized cellular swelling, membrane rupture, and cell death, known as pyroptosis. In addition, the pores formed by GSDMD-p30 oligomerization also allow rapid release of active IL-1β and IL-18, resulting in secondary inflammation. Many studies have demonstrated a critical role for GSDMD in regulating pyroptosis and inflammation in various adult diseases. However, there are no reports on the role of GSDMD in neonatal lung and retinal injury in preterm infants, but recent studies from our laboratory have highlighted a critical role for GSDMD in hyperoxia-indued and mechanical ventilation-associated neonatal lung and brain injury in rodent models^15,16^. We showed that GSDMD is activated by hyperoxia in the lungs and brains of neonatal mice and that treatment with a pharmacological inhibitor of GSDMD attenuated hyperoxia-induced BPD-like pathology and brain injury^15^.

In this study, we utilized global GSDMD knockout (GSDMD-KO) mice^13^ and their wildtype (WT) littermates to test the hypothesis that GSDMD acts as a novel mediator of hyperoxia-induced BPD and ROP by inducing cell death and inflammation. We found that hyperoxia-exposed WT mice developed the pathological hallmarks of BPD and ROP. In contrast, these BPD and ROP phenotypes were significantly reduced in hyperoxia-exposed GSDMD-KO mice. We also performed RNA sequencing (RNA-seq) analyses of the lungs and the retinas and found that GSDMD-KO attenuated the effects of hyperoxia on inflammatory, cell death, tissue remodeling, and tissue and vascular developmental signaling pathways. Taken together, our results show that GSDMD deficiency ameliorates hyperoxia-induced BPD and ROP in mouse models and reveal novel GSDMD-regulated gene pathways that are critical in the development and progression of BPD and ROP. Our findings not only fill a gap in understanding the critical role of GSDMD in the pathogenesis of BPD and ROP but also identify potential novel targets for preventing and treating BPD and ROP in premature infants.

## Results

### GSDMD deficiency reduces lung inflammation in hyperoxia-exposed lungs

We first showed that GSDMD is extensively expressed in the alveolar septa of both RA and hyperoxia-exposed WT lungs but undetectable in both RA and hyperoxia-exposed GSDMD-KO lungs (Fig. 1A). GSDMD was also highly expressed in the infiltrating cells in the alveolar airspaces of hyperoxia-exposed WT lungs (Fig. 1A). Quantitative RT-PCR (qRT-PCR) confirmed that GSDMD gene expression was increased by hyperoxia in the WT lungs and that GSDMD gene expression was barely detectable in RA or hyperoxia-exposed GSDMD-KO lungs (Fig. 1B). We next examined lung sections for macrophage and neutrophil infiltration by immunostaining to assess whether GSDMD-KO affects hyperoxia-induced lung inflammation. Histologically, there were many infiltrated macrophages in the WT hyperoxia-exposed lungs compared to the other three groups (Fig. 1C). Quantitative analysis showed macrophage count was 4-fold higher than the other three groups (Fig. 1D). Similarly, there were many infiltrated neutrophils in hyperoxic WT lungs (Fig. 1E), and their count was 8-fold higher than the other three groups (Fig. 1F). Thus, GSDMD deficiency ameliorated hyperoxia-induced lung inflammation.

**Figure 1:**
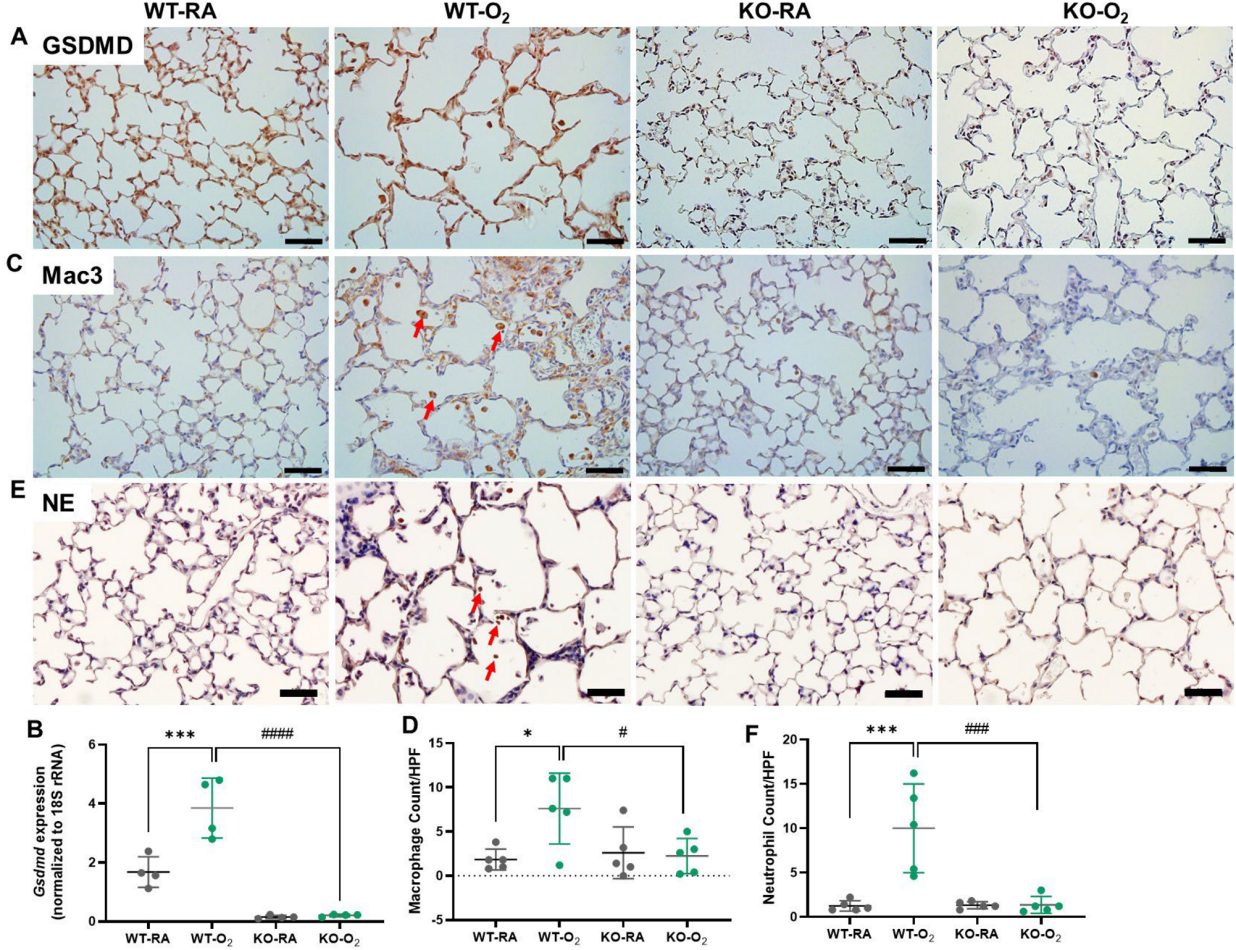
GSDMD-KO reduces lung inflammation in hyperoxia-exposed lungs. (**A**) GSDMD expression was detected by immunostaining (brown signals) on lung sections. GSDMD was expressed in alveolar septa in RA-exposed WT (WT-RA) and hyperoxia-exposed WT (WT-O_2_) lungs. GSDMD was also detected in the infiltrating cells in the alveolar airspaces of WT-O_2_ lungs. GSDMD was undetectable in RA-exposed knockout (KO-RA) and hyperoxia-exposed KO (KO-O_2_) lungs. (**B**) qRT-PCR showed hyperoxia-upregulated GSDMD gene expression in the WT lungs, but it was barely detectable in the GSDMD-KO lungs. n = 4/group. (**C**) Immunostaining for Mac-3 (a macrophage marker, brown signals, red arrows). (**D**) There was a significant increase of macrophage infiltration into the alveolar airspaces in the WT-O_2_ group compared to the WT-RA group, but KO-O_2_ had reduced macrophage infiltration compared to the WT-O_2_ group. (**E**) Immunostaining for neutrophil elastase (NE, a marker for neutrophils, brown signals, red arrows). (**F**) Neutrophil count was increased by hyperoxia in the WT lungs, while hyperoxia-exposed GSDMD-KO lungs had reduced neutrophil infiltration compared to hyperoxia-exposed WT lungs. n = 5/group. *P < 0.05, ***P < 0.001, WT-RA vs WT-O_2_. ^#^*P* < 0.05, ^###^*P* < 0.001, WT-O_2_ vs KO-O_2_. 20 × magnification. Scale bars: 50 mm.

### GSDMD deficiency improves alveolarization in hyperoxia-exposed lungs

Impaired alveolarization is one of the pathological hallmarks of BPD. When examined histologically, the hyperoxia-exposed WT animals showed marked simplification of the alveoli evidenced by larger alveoli, while the GSDMD-KO hyperoxia-exposed group appeared more normal (Fig. 2A). Morphometrical analysis showed a 69% increase in mean linear intercept (MLI) (Fig. 2B) and a 2-fold decreased radial alveolar count (RAC) (Fig. 2C) in the WT hyperoxic group compared to the WT RA-exposed group. In contrast, the MLI was lower (Fig. 2B), and RAC was higher (Fig. 2C) in the GSDMD-KO hyperoxia-exposed group compared to the WT hyperoxia-exposed group. These results confirm improved alveolarization in GSDMD-KO hyperoxia-exposed lungs.

**Figure 2:**
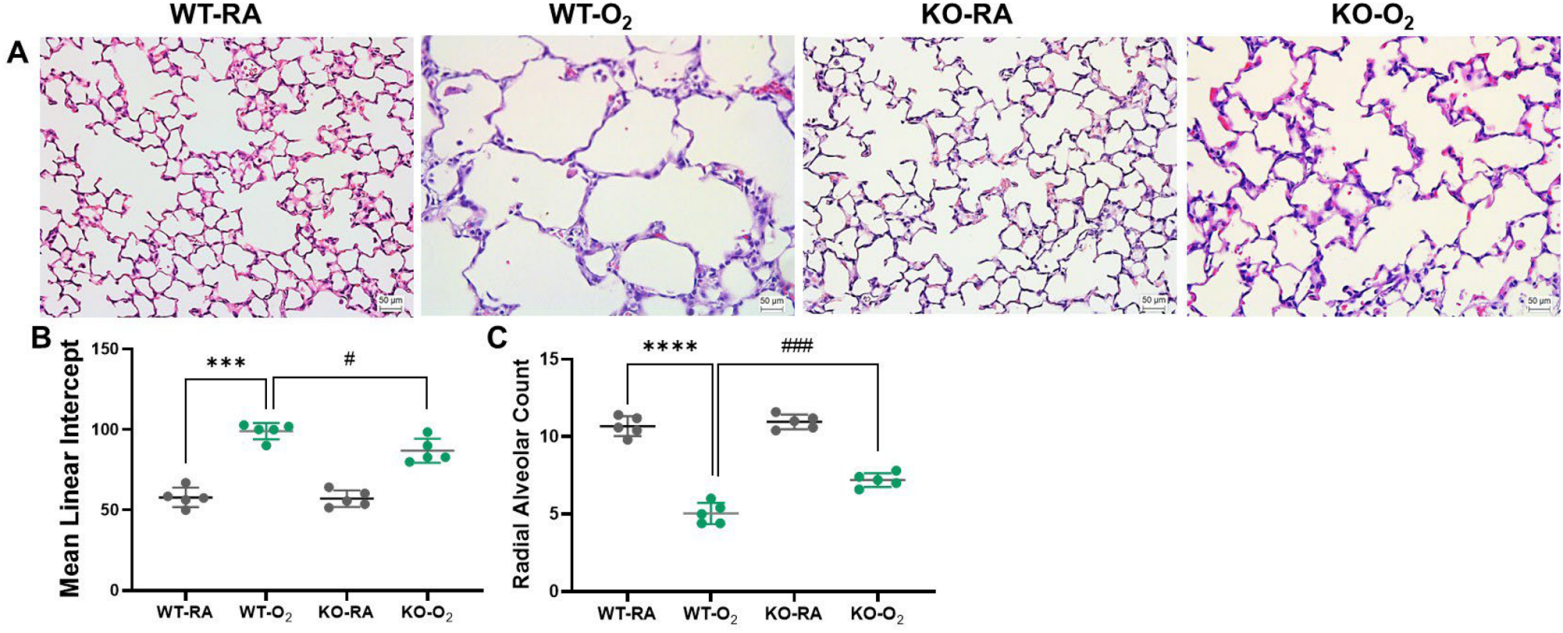
(**A**) Representative H&E stained lung tissue sections from WT-RA, WT-O_2_, KO-RA, and KO-O_2_ mice. Larger and simplified alveolar structures were observed in the lungs of the WT-O_2_ group. (**B**) Alveolarization was assessed by counting MLI, which showed an increased MLI in the WT-O_2_ group, while the GSDMD-KO group exposed to hyperoxia had a decreased MLI. (**C**) RAC was decreased in the hyperoxia-exposed WT lungs but increased in the hyperoxia-exposed GSDMD-KO lungs compared to hyperoxic WT lungs. n = 5/group. ***P < 0.001, ****P < 0.0001, WT-RA vs WT-O_2_. ^#^*P* < 0.05, ^###^*P* < 0.001, WT-O_2_ vs KO-O_2_. 20 × magnification. Scale bars: 50 mm.

### GSDMD deficiency improves vascularization and reduces vascular remodeling in hyperoxia-exposed lungs

Impaired vascularization and pulmonary vascular remodeling are important features of hyperoxia-induced lung injury that are associated with the development of pulmonary hypertension. As illustrated in Fig. 3A,B, the hyperoxia-exposed WT group showed a 62% decrease in vascular density compared to the RA-exposed WT group. However, hyperoxia-exposed GSDMD-KO mice had a 30% increase in vascular density compared to hyperoxic WT mice. The hyperoxia-exposed WT group showed an eight-fold increase in muscularized vessels compared to the RA-exposed WT group (Fig. 3A,C). GSDMD-KO was found to decrease vessel muscularization by more than two-fold (Fig. 3A,C). These results demonstrate that GSDMD-KO improves vascular growth and attenuates vascular remodeling in hyperoxic condition.

**Figure 3:**
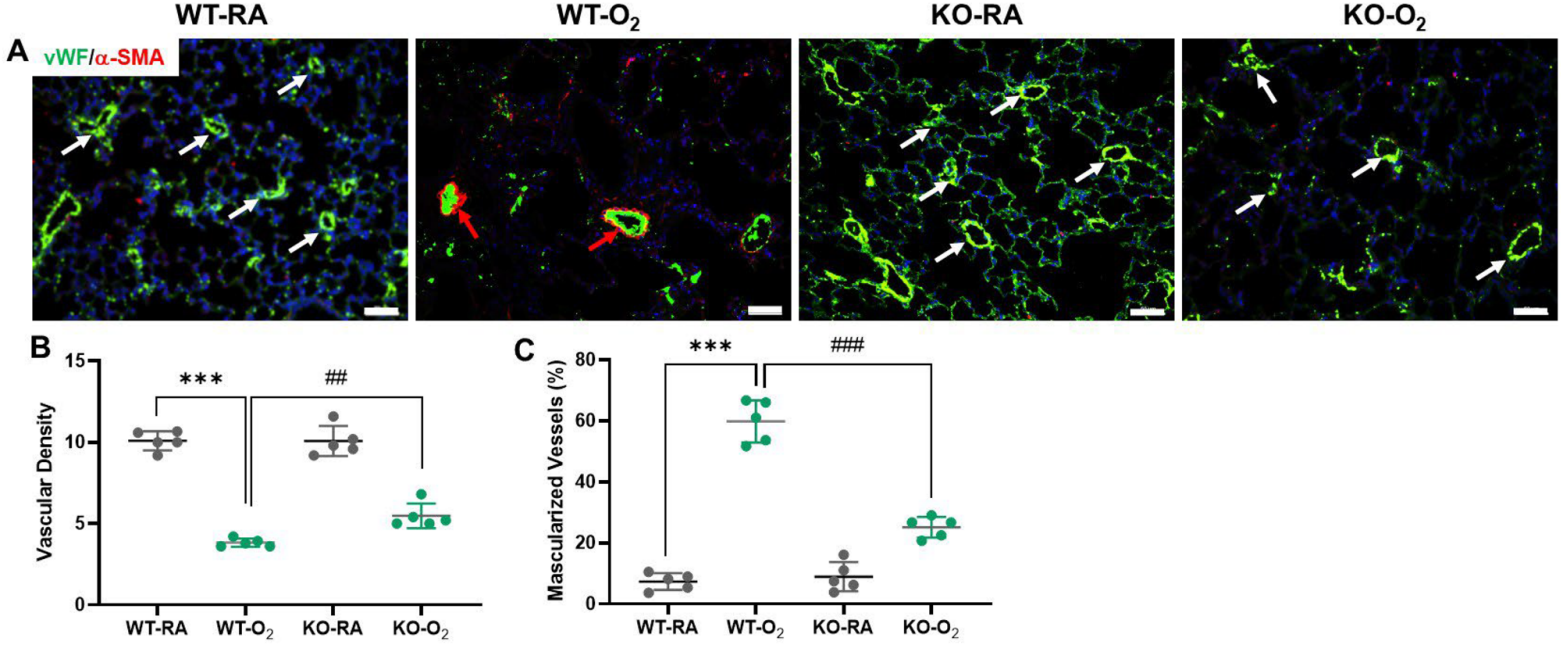
GSDMD-KO improves vascularization and reduces vascular remodeling in hyperoxia-exposed lungs. (**A**) Lung vascularization and vascular remodeling were assessed by double Immunofluorescence for vWF (an endothelial marker, green stain, white arrows), α-SMA (a smooth muscle marker, red stain, red arrows), and DAPI nuclear staining (blue stain). (**B**) Vascular densities (vessels < 50 μm) were decreased in WT-O_2_ lungs but increased in KO-O_2_ lungs compared to the WT-O_2_ group. (**C**) Muscularized vessels (> 50% circumference staining for α-SMA) were increased in WT-O_2_ lungs but less in KO-O_2_ lungs. n = 5/groups. ***P < 0.001, WT-RA vs WT-O_2_. ^##^*P* < 0.01, ^###^*P* < 0.001, WT-O_2_ vs KO-O_2._ 20 × magnification. Scale bars: 50 mm.

### GSDMD deficiency improves cell survival and decreases cell death in hyperoxia-exposed lungs

GSDMD is a key executor of inflammasome-induced pyroptosis and hyperoxia is known to reduce cell survival and cause cell death in BPD models. We found that our hyperoxia-exposed WT group showed a 60% decrease in cell proliferation compared to the RA-exposed WT group (Fig. 4A,C). However, the GSDMD-KO hyperoxic group was found to have a 77% increased cell proliferation compared to the WT hyperoxia-exposed group (Fig. 4A,C). And when we assessed cell death our data showed that the hyperoxia-exposed WT group had a nearly two-fold increase in cell death compared to the RA-exposed WT group (Fig. 4B,D), while the GSDMD-KO hyperoxia-exposed group was found to have more than two-fold less cell death than the WT hyperoxia-exposed group (Fig. 4B,D).

**Figure 4:**
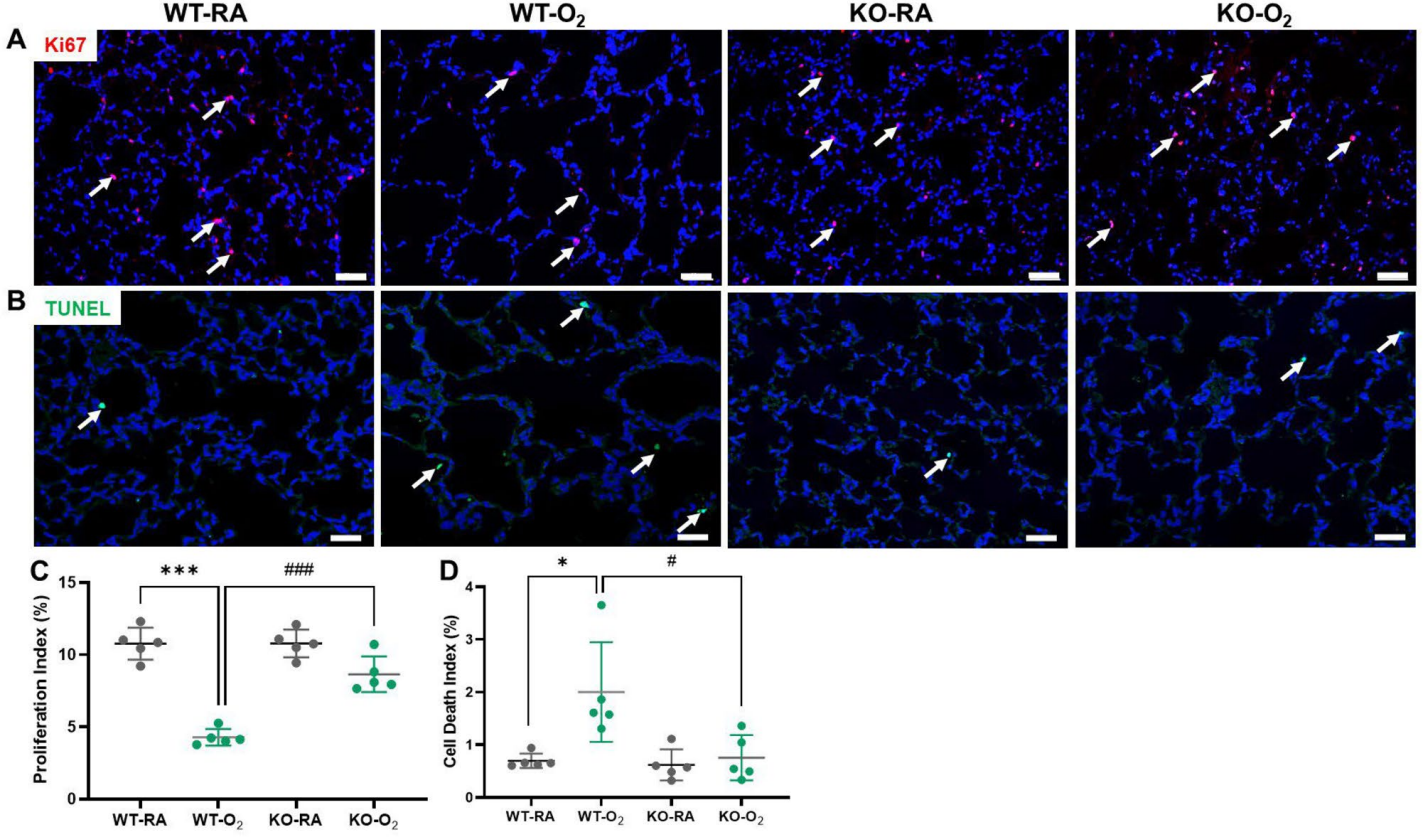
GSDMD-KO improves cell survival in hyperoxia-exposed lungs. (**A**) Immunofluorescent staining for Ki67 (pink signals, white arrows) and DAPI staining (blue signals) were performed to assess cell proliferation. (**C**) Quantification of the cell proliferation index (percentage of Ki67 positive nuclei divided by total nuclei) revealed that hyperoxia decreased cell proliferation in WT lungs but GSDMD-KO improved cell proliferation in hyperoxia-exposed lungs. (**B**) TUNEL Assay (green signals, white arrows) and DAPI nuclear stain (blue signals) were used to identify dead cells. (**D**) Quantification of cell death (percentage of apoptotic nuclei divided by total nuclei) revealed that WT lungs had increased cell death when exposed to hyperoxia. In contrast, hyperoxia-exposed KO lungs had significantly less cell death. n = 5/group. *P < 0.05, ***P < 0.001, WT-RA vs WT-O_2._^#^*P* < 0.05, ^###^*P* < 0.001, WT-O_2_ vs KO-O_2._ 20 × magnification. Scale bars: 50 μm.

### GSDMD deficiency ameliorates hyperoxia modulation of inflammatory, tissue remodeling, and developmental gene pathways in neonatal lungs

To understand how GSDMD-KO affects the lung response to hyperoxia at the transcriptome level, RNA-seq was performed on whole lung RNA extracts from the four experimental groups. 

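RNA from whole lungs of 3 mice in each of 4 groups was sequenced: WT and GSDMD-KO mice kept in room air (WT-RA and KO-RA) or exposed to hyperoxia (WT-O2 and KO-O2). BGI sequenced the libraries, and the authors assigned the reads to mouse transcripts with kallisto and summed them per gene with tximport. The authors deposited these expected counts with a column for each mouse, not divided by library size. The depth given here is the sum of the counts assigned to genes. It ran from 28763661 to 29210924 in WT-RA (median 29098576), from 29242134 to 29489506 in WT-O2 (median 29403777), from 28800760 to 29034998 in KO-RA (median 28823628) and from 29290209 to 29604254 in KO-O2 (median 29297989). The authors compared groups with DESeq2 and reported genes with a fold change of at least 2 in either direction, a p under 0.05 and a q under 0.1. Here the counts were rounded, and the 16819 genes that passed edgeR's filter on low counts were fitted in a quasi-likelihood model of all 12 lungs with TMM normalization and a term for each group. A gene was called at an adjusted p under 0.1 after Benjamini-Hochberg adjustment, an unadjusted p under 0.05 and a fold change of at least 2. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. Expression is given in edgeR's CPM, counts scaled to a common library total after TMM normalization, as the mean ± SD of the 3 mice of a group. Gsdmd (ENSMUSG00000022575), the targeted gene, was counted at 41.6 ± 1.48 CPM of the library total in WT-RA, 34.4 ± 2.11 in WT-O2, 24.3 ± 1.0 in KO-RA and 13.5 ± 2.77 in KO-O2 (SD, n = 3 mice per group). Its log2 fold change was -1.33 (standard error 0.11, adjusted p = 8.3e-05) in KO-O2 relative to WT-O2 and -0.79 (standard error 0.11, adjusted p = 0.014) in KO-RA relative to WT-RA, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Y-linked transcripts were expressed in 0 of 3 WT-RA, 1 of 3 WT-O2, 2 of 3 KO-RA and 3 of 3 KO-O2 lungs, so sex and genotype overlapped in the lung libraries.

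**Figure D1:**
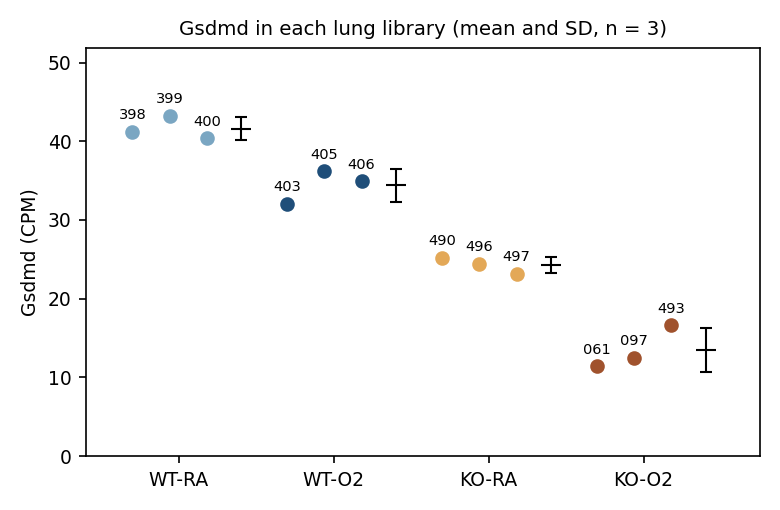
Gsdmd in CPM of the library total (vertical axis) in the 4 lung groups, with a point for each mouse, a horizontal line for the mean and an error bar for the SD of 3 mice. The 6 GSDMD-KO lungs, at most 25.2, lie below the 6 WT lungs, at least 32.1.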

Principal component analysis of the lung transcriptomes showed clear separation for the RA and hyperoxia-exposed animals along principal component (PC) 1, which was responsible for 77% of the variance, and separation of WT and GSDMD-KO along PC2 (Fig. 5A). 

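Principal components were computed from the 500 genes with the largest variance after DESeq2's variance-stabilizing transformation, made without knowledge of the groups and without scaling of the genes. PC1 held 78.3% of the variance of these genes and PC2 held 8.10%. The difference between room air and hyperoxia accounted for 99.7% of the spread of the 12 lungs along PC1, and genotype for 0.00085% of it. Along PC2, genotype accounted for 89.0% of the spread. The list of erythroid genes had 8 members among the 500 genes, and these 8 were all among the 50 genes with the largest loadings on PC2. The mean of the erythroid list alone accounted for 36.7% of the spread along PC2, and Y-linked expression for 39.5%. The share of PC1 moved most, to 60.4%, when log2 CPM replaced the transformed counts.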

In order to identify the similarities and divergencies in genes and biological processes modulated by hyperoxia in WT compared to GSDMD-KO animals we first performed differential expression analysis comparing RA-exposed WT vs hyperoxia-exposed WT lungs and RA-exposed GSDMD-KO vs hyperoxia-exposed GSDMD-KO lungs and compared results at the gene and pathway levels (Fig. 5B). In WT animals, hyperoxia differentially regulated 3926 genes, and in GSDMD-KO animals hyperoxia differentially regulated 3567 genes. 

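Between WT-O2 and WT-RA lungs 1952 genes were called, 847 higher and 1105 lower in hyperoxia, and between KO-O2 and KO-RA lungs 1783 genes, 768 higher and 1015 lower. At an unadjusted p under 0.05 there were 8294 and 7971 of the 16819 genes. The groups of 3 mice did not overlap for 49.8% and 52.4% of the tested genes, where chance gives 10%. The threshold on the fold change moved these counts most: with DESeq2 and a fold change of at least 1.5, an alternative chosen after seeing the data, 3949 genes were called in WT and 3589 in GSDMD-KO lungs. Mmp10 (ENSMUSG00000047562) rose from at most 3 counts in every room air lung to 25.4 ± 2.81 CPM in WT-O2 (SD, n = 3), at least 239-fold higher, and to 20.3 ± 8.00 CPM in KO-O2, at least 191-fold higher. Nppb (ENSMUSG00000029019) was at 3.72 ± 1.08 CPM in WT-O2, at least 35.0-fold above WT-RA, where no lung had more than 3 counts. Ano3 (ENSMUSG00000074968) rose from 0.104 ± 0.0930 to 23.8 ± 2.99 CPM in WT lungs and from 0.0908 ± 0.0703 to 22.5 ± 3.84 CPM in GSDMD-KO lungs. Its log2 fold change was 7.80 (standard error 0.32, adjusted p = 7.1e-10) in WT and 7.88 (standard error 0.32, adjusted p = 7.7e-10) in GSDMD-KO lungs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ahsg (ENSMUSG00000022868) was also among the largest rises in GSDMD-KO lungs, with 16.2 ± 27.0 CPM in KO-O2, and its counts came from the KO-O2 mouse GSD061, whose library also held other liver transcripts. Of the genes that fell, Crabp1 (ENSMUSG00000032291) went from 52.6 ± 23.1 to 0.514 ± 0.380 CPM in WT and from 45.6 ± 12.7 to 0.625 ± 0.136 CPM in GSDMD-KO lungs, log2 fold changes of -6.67 (standard error 0.52) and -6.18 (standard error 0.51). Glb1l3 (ENSMUSG00000031966) went from 5.07 ± 1.03 to 0.171 ± 0.103 CPM in WT lungs, a log2 fold change of -4.86 (standard error 0.34). Zbtb16 (ENSMUSG00000066687) went from 142 ± 38.1 to 2.90 ± 0.701 CPM in GSDMD-KO lungs, a log2 fold change of -5.61 (standard error 0.91). Wfdc8 (ENSMUSG00000070533) went from 2.92 ± 2.33 CPM in WT-RA and 2.31 ± 0.384 CPM in KO-RA to at most 3 counts in every hyperoxia lung, at least 27.5-fold and 21.8-fold lower.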

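Of the genes called between hyperoxia and room air lungs, 1318 were called in the same direction in WT and in GSDMD-KO mice, 599 higher and 719 lower in hyperoxia, where independent responses would share 105. A pair of genes, 2 in all, was called in opposite directions. The remaining 632 of the WT calls (247 higher, 385 lower) were not called in GSDMD-KO lungs, and 463 of the GSDMD-KO calls (168 higher, 295 lower) were not called in WT lungs. Of the 632, 568 (89.9%) had a fold change of the same sign in GSDMD-KO lungs, and of the 463, 428 (92.4%) had the same sign in WT lungs. None of either set had an interaction of genotype and hyperoxia at an adjusted p under 0.1, and 175 of the 632 and 106 of the 463 had one at an unadjusted p under 0.05. Across genes, which are not independent replicates, the log2 fold changes in WT and in GSDMD-KO lungs had a Pearson correlation of 0.817.

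**Figure D2:**
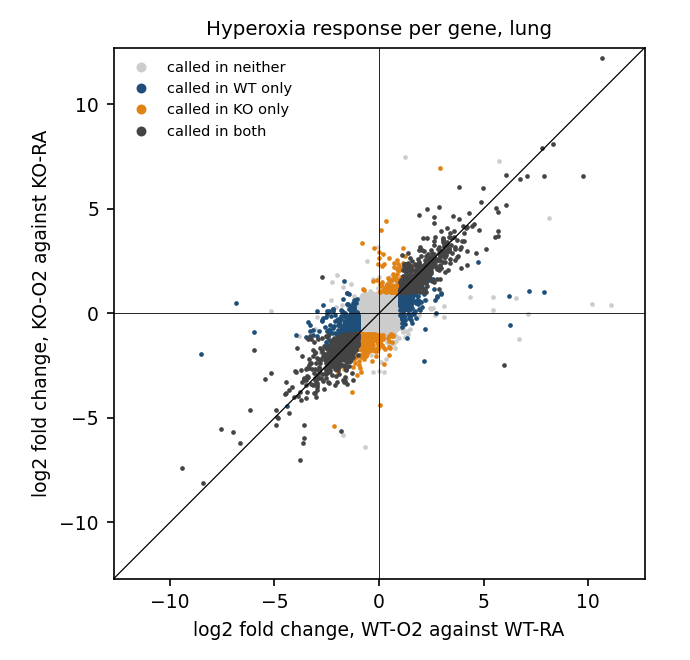
Log2 fold change of each tested gene in hyperoxia relative to room air, in WT lungs (horizontal axis) and GSDMD-KO lungs (vertical axis), 3 mice per group. The 1318 genes called in the same direction in both genotypes are marked apart from genes called in a single genotype.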

There were 2528 genes commonly induced or suppressed by hyperoxia in both WT and GSDMD-KO lungs and 1392 genes uniquely regulated in WT lungs, and 1033 genes uniquely regulated in GSDMD-KO lungs (Fig. 5C). We performed an overrepresentation analysis on Toppcluster to identify biological processes and pathways commonly and uniquely associated with hyperoxia-regulated genes in WT and GSDMD-KO animals. As illustrated in Fig. 5D, in GSDMD-KO animals genes induced by hyperoxia were more strongly associated with neutrophil chemotaxis, TNF signaling, cellular extravasation, and cellular response to interferon. 

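Gene lists written from public knowledge of the named processes were tested in the same 12 lungs with limma's camera at an inter-gene correlation of 0.01, for 19 lists and 5 contrasts with Benjamini-Hochberg adjustment over all of them. Of these 95 tests, 56 had an adjusted p under 0.1, 27 of them also did under limma's fry, and 0 did with a correlation estimated for each list, where 19 had an unadjusted p under 0.05. The 23 tested genes of the neutrophil chemotaxis list rose by a mean log2 fold change of 1.16 in GSDMD-KO lungs (17 genes higher, adjusted p = 0.0044) and 0.68 in WT lungs (15 genes higher, adjusted p = 0.052), from limma's camera with Benjamini-Hochberg adjustment. The difference between the genotypes, the interaction, was 0.49 (16 of 23 genes above 0, adjusted p = 0.00081, from limma's camera with Benjamini-Hochberg adjustment). No gene of the list passed an adjusted p of 0.1 for the interaction over all genes, 6 had an unadjusted p under 0.05, and 1, Cxcl2 (ENSMUSG00000058427), passed when adjusted over the list alone. Ccl2 (ENSMUSG00000035385) had a log2 fold change of 4.82 (standard error 0.25) in GSDMD-KO lungs and 4.29 (standard error 0.23) in WT lungs. The 36 genes of the TNF and NF-kB signaling list, 4 of them also in the neutrophil chemotaxis list, rose by a mean of 1.19 in GSDMD-KO and 0.90 in WT lungs (adjusted p = 7.0e-05 and 0.00038, from limma's camera with Benjamini-Hochberg adjustment). The 24 genes of the interferon-gamma response list had a mean log2 fold change of 0.21 in GSDMD-KO lungs and -0.14 in WT lungs (adjusted p = 0.50 and 0.38, from limma's camera with Benjamini-Hochberg adjustment). Their interaction was 0.36, with 19 of 24 genes above 0 (adjusted p = 9.6e-06, from limma's camera with Benjamini-Hochberg adjustment), and 13 genes had an adjusted p under 0.1 when adjusted over the list alone against 0 over all genes and 13 at an unadjusted p under 0.05. Iigp1 (ENSMUSG00000054072) had the smallest p among them, with an interaction of 0.64 (standard error 0.14) on the log2 scale. In room air, all 24 genes of this list were lower in KO-RA than in WT-RA lungs, with a mean log2 fold change of -0.42.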

In WT animals genes induced by hyperoxia were more strongly associated with lung morphogenesis and genes suppressed by hyperoxia were more associated with the regulation of vascular permeability and calcium ion transport into the cytosol.

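The 25 tested genes of the lung morphogenesis list had a mean log2 fold change of -0.02 in WT lungs, with 11 genes higher, and 0.01 in GSDMD-KO lungs (adjusted p = 0.92 and 0.81, from limma's camera with Benjamini-Hochberg adjustment). Single genes of the list changed in both directions: 15 of them had an adjusted p under 0.1 in WT lungs over all genes, and 19 when adjusted over the list alone. Sox9 (ENSMUSG00000000567) had a log2 fold change of 2.00 (standard error 0.18), Npnt (ENSMUSG00000040998) one of -1.30 (standard error 0.091) and Hoxa5 (ENSMUSG00000038253) one of -1.83 (standard error 0.13) in WT lungs. The 17 genes of the vascular permeability list had a mean log2 fold change of -0.43 in WT and -0.26 in GSDMD-KO lungs (adjusted p = 0.24 and 0.54, from limma's camera with Benjamini-Hochberg adjustment). In WT lungs, Tek (ENSMUSG00000006386) went from 324 ± 52.3 to 58.6 ± 3.93 CPM (SD, n = 3), a log2 fold change of -2.47 (standard error 0.12), while Angpt2 (ENSMUSG00000031465) rose by 1.77 (standard error 0.11) and Ramp2 (ENSMUSG00000001240) changed by -1.55 (standard error 0.12). The interaction over the vascular permeability list was 0.17 (adjusted p = 0.040), and without the WT-RA mouse GSD398 its adjusted p was 0.23, from limma's camera with Benjamini-Hochberg adjustment. For the lung morphogenesis list the interaction was 0.03, with an adjusted p of 0.34 from the same test with Benjamini-Hochberg adjustment (camera).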

**Figure 5:**
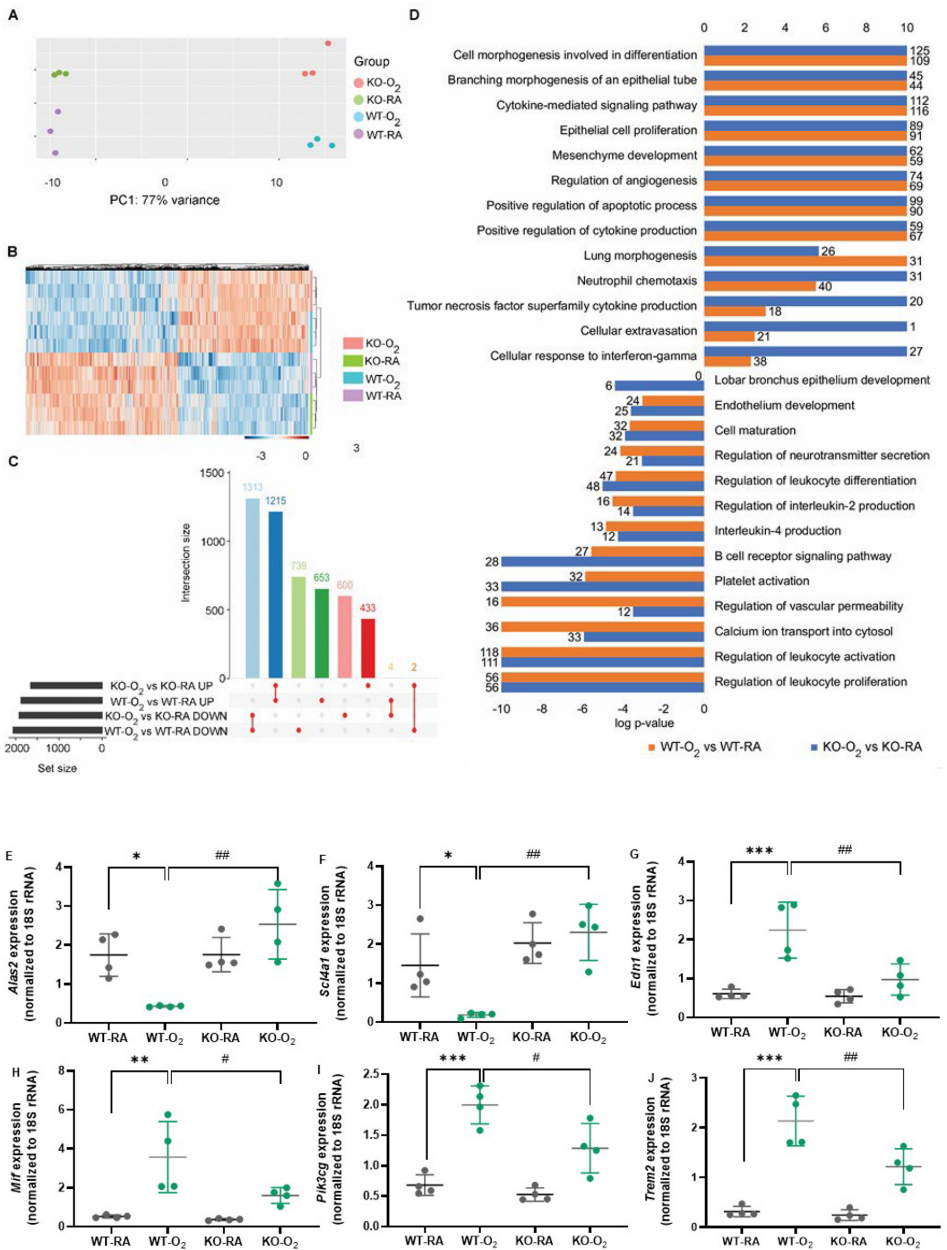
GSDMD-KO reduces hyperoxia modulation of inflammatory, tissue remodeling, and developmental pathways in the neonatal lung. (**A**) Principal component analysis (PCA) plot showing separation of WT and GSDMD-KO mice by PC1 and RA and O_2_ animals by PC2. (**B**) Heatmap of differentially expressed genes in WT-O_2_ vs WT-RA and KO-O_2_ vs KO RA. (**C**) UpSet plot showing overlap of genes differentially regulated by hyperoxia in WT and GSDMD-KO lungs. Hyperoxia modulated the expression of 3926 genes in WT and 3567 genes in GSDMD-KO lungs. (**D**) Overrepresentation analysis using Toppcluster to identify similarities and dissimilarities of Gene Ontology terms and pathways modulated by hyperoxia in WT and GSDMD-KO lungs. Bars represent the log P-value, and the number of genes associated with each term is displayed at the end of the bar. In GSDMD-KO lungs, genes induced by hyperoxia were more strongly associated with TNF superfamily cytokine production, cellular extravasation, and cellular response to IFN-γ, while suppressed genes in GSDMD-KO were uniquely associated with lobar bronchus epithelium development and cell receptor signaling pathways. n = 3 animals/group. qRT-PCR validation of differentially expressed genes between hyperoxia-exposed WT and hyperoxia-exposed GSDMD-KO lungs included *Alas2* (**E**), *Scl4a1* (**F**), *Edn1* (**G**), *Mif* (**H**), *Pik3cg* (**I**), and *Trem 2* (**J**). n = 4/group. *P < 0.05, **P < 0.01, ***P < 0.001, WT-O_2_ vs WT-RA. ^#^*P* < 0.05, ^##^*P* < 0.01, WT-O_2_ vs KO-O_2_.

We performed qRT-PCR to validate some of the genes that were differentially up or downregulated by hyperoxia in WT and GSDMD-KO lungs. Mitochondrial erythroid-specific 5-aminolevulinate synthase 2 (*Alas2*) (Fig. 5E) and solute carrier family 4 member 1 (*Slc4a1*) (Fig. 5F) were downregulated by hyperoxia in the WT lungs, but they were upregulated in hyperoxia-exposed GSDMD-KO lungs compared to hyperoxia-exposed WT lungs. Endothelin 1 (*Edn1*) (Fig. 5G), macrophage migration inhibitory factor (*Mif*) (Fig. 5H), phosphatidylinositol 3-kinase, catalytic subunit gamma (*Pik3cg*) (Fig. 5I) and triggering receptor expressed on myeloid cells 2 (*Trem2*) (Fig. 5J) were upregulated by hyperoxia in the WT lungs. However, they were downregulated in hyperoxia-exposed GSDMD-KO lungs compared to hyperoxia-exposed WT lungs.

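The DNA replication origin list, 16 tested genes, rose by a mean log2 fold change of 0.39 in WT lungs, where 13 genes were higher, and 0.22 in GSDMD-KO lungs (adjusted p = 0.022 and 0.089, from limma's camera with Benjamini-Hochberg adjustment). In WT lungs 12 of these genes had an adjusted p under 0.1, both over all genes and adjusted over the list alone. Mcm2 (ENSMUSG00000002870) rose from 24.8 ± 5.31 to 42.9 ± 1.40 CPM in WT (SD, n = 3) and from 32.6 ± 4.80 to 42.0 ± 2.07 CPM in GSDMD-KO lungs, log2 fold changes of 0.79 (standard error 0.13) and 0.37 (standard error 0.13). Cdc6 (ENSMUSG00000017499) rose by 0.95 (standard error 0.20) and Mcm10 (ENSMUSG00000026669) by 0.87 (standard error 0.21) on the log2 scale in WT lungs. The interaction over the list was -0.17, with an adjusted p of 0.096 that rose to as much as 0.46 when single mice were left out (limma's camera, Benjamini-Hochberg).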

Cluster comparison of analysis using ClusterProfiler showed that genes induced by hyperoxia in WT animals but not in GSDMD-KO animals were associated with tubulin binding, DNA replication origin binding, epidermal growth factor receptor (EGFR) binding, cysteine-endopeptidase regulator activity involved in apoptotic process, and beta-catenin (β-catenin) binding (Supplemental Fig. 1). Genes induced by hyperoxia in GSDMD-KO lungs but not in WT lungs were associated with nucleotide receptor activity, amino acid binding, retinal dehydrogenase activity, MAP kinase phosphatase activity, and LRR domain binding. 

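Genes of oxygen transport and heme synthesis were read through the erythroid list of 23 tested genes. All 23 fell in WT lungs with hyperoxia, with a mean log2 fold change of -1.83, and 3 of them rose in GSDMD-KO lungs, where the mean was -0.73 (adjusted p = 2.7e-06 and 0.012, from limma's camera with Benjamini-Hochberg adjustment). The interaction was 1.11 with 21 genes above 0 (adjusted p = 9.6e-10, from limma's camera with Benjamini-Hochberg adjustment). With single mice left out it ran from 0.82 to 1.47. Erythroid genes held 2.60% and 2.89% of all counts in the KO-O2 mice GSD061 and GSD097, 0.634% in the KO-O2 mouse GSD493, and 0.313% to 0.432% in WT-O2 lungs. Under fry the adjusted p of the interaction was 0.15, with Benjamini-Hochberg adjustment over the tests in limma.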

Genes downregulated by hyperoxia in WT lungs but not in GSDMD-KO lungs were associated with oxygen carrier activity, ligand-gated ion channel activity, MHC protein binding, and fibroblast growth factor (FGF) binding. Genes downregulated by hyperoxia in GSDMD-KO lungs but not in WT lungs were associated with protein phosphorylated amino acid binding, endonuclease activity, monooxygenase activity, and Toll-like receptor (TLR) binding (Supplemental Fig. 1). 

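Between KO-O2 and WT-O2 lungs 4 genes were called, 0 higher and 4 lower in KO-O2, and 1045 genes had an unadjusted p under 0.05. The 3 mice of each group did not overlap for these 4 genes, and they did not overlap for 12.2% of all tested genes, where chance gives 10%. mt-Nd3 (ENSMUSG00000064360) was at 28.3 ± 8.63 CPM in KO-O2 and 407 ± 58.7 CPM in WT-O2. Its log2 fold change was -3.85 (standard error 0.42, adjusted p = 0.037) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gm28438 is a near-identical copy of it, and the summed CPM of both genes in KO-O2 was 1.17 times that in WT-O2. Lrmda (ENSMUSG00000063458) and Vmn1r88 (ENSMUSG00000117853) had log2 fold changes of -2.33 (standard error 0.35, adjusted p = 0.037) and -1.40 (standard error 0.19, adjusted p = 0.028), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the remaining called gene was Gsdmd itself. With DESeq2 in place of edgeR, 32 genes were called, 16 higher and 16 lower in KO-O2. With the erythroid list's mean as a covariate no gene was called, and 962 had an unadjusted p under 0.05.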

Direct comparison of the lung transcriptomes of hyperoxia-exposed GSDMD-KO mice to hyperoxia-exposed WT mice revealed 53 differentially regulated genes with 27 genes induced and 26 genes suppressed in GSDMD-KO mice (Supplemental Fig. 2A). Genes preferentially induced by hyperoxia in GSDMD-KO lungs relative to WT lungs were associated with homeostasis of the number of cells, reactive oxygen species metabolic process, response to oxidative stress, gas transport, and regulation of leukocyte proliferation (Supplemental Fig. 2B). 

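The 24 tested genes of the oxidative stress list had a mean log2 fold change of -0.14 in KO-O2 relative to WT-O2 lungs, with 5 genes higher (adjusted p = 0.00076, from limma's camera with Benjamini-Hochberg adjustment). No gene of it had an adjusted p under 0.1, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Slc7a11 (ENSMUSG00000027737) had the smallest p, with a log2 fold change of -0.82 (standard error 0.35). For gas transport, all 23 genes of the erythroid list were higher in KO-O2 lungs, by a mean log2 fold change of 1.54 (adjusted p = 2.7e-26, from limma's camera with Benjamini-Hochberg adjustment). Under fry the adjusted p of this difference was 0.018 with Benjamini-Hochberg adjustment in limma. In edgeR with all 12 lungs no erythroid gene passed an adjusted p of 0.1 over all genes, 18 had an unadjusted p under 0.05, and 20 passed when adjusted over the list alone.

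**Figure D3:**
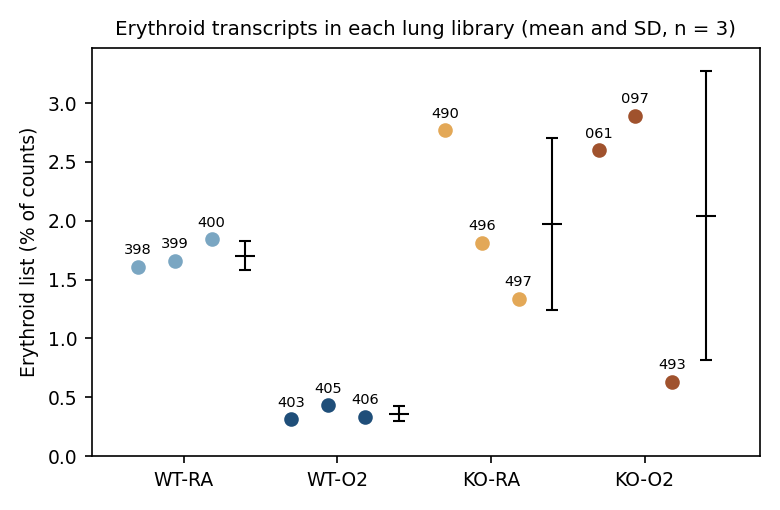
Percent of all counts held by the genes of the erythroid list (vertical axis) in the 4 lung groups, with a point for each mouse, a horizontal line for the mean and an error bar for the SD of 3 mice. WT-O2 lungs lie between 0.313% and 0.432%, and KO-O2 lungs between 0.634% and 2.89%.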

Genes preferentially suppressed by hyperoxia in GSDMD-KO were associated with metallopeptidase activity, stress-induced cell death, retinol binding, and wide-pore channel activity (Supplemental Fig. 2C).

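The 29 tested genes of the metallopeptidase list had a mean log2 fold change of -0.14 in KO-O2 relative to WT-O2 lungs, with 14 genes higher (adjusted p = 0.012, from limma's camera with Benjamini-Hochberg adjustment). Without the WT-O2 mouse GSD403 the adjusted p was 0.115 by limma's camera after Benjamini-Hochberg adjustment. No gene of the list passed an adjusted p of 0.1 over all genes, 7 had an unadjusted p under 0.05 and 5 passed when adjusted over the list alone. Among them was Mmp3 (ENSMUSG00000043613) with 17.8 ± 0.797 CPM in KO-O2 and 34.2 ± 6.99 CPM in WT-O2 (SD, n = 3), a log2 fold change of -0.94 (standard error 0.23). Mmp19 (ENSMUSG00000025355) and Adam8 (ENSMUSG00000025473) had log2 fold changes of -0.49 (standard error 0.13) and -0.51 (standard error 0.15).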

To further identify genes that were modulated by GSDMD-KO in the setting of hyperoxia we performed interaction analysis using the likelihood ratio test on DESeq2, which revealed 1108 genes using a significance threshold of FDR < 0.1 and fold change > 1. 

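The interaction, the difference between the hyperoxia response of GSDMD-KO and of WT lungs, was tested for each gene in the model of all 12 lungs, without a threshold on its size. It had an adjusted p under 0.1 for 1 gene, and 1130 genes had an unadjusted p under 0.05. That gene, Fbp1 (ENSMUSG00000069805), was at 3.83 ± 1.07 CPM in WT-RA, 0.579 ± 0.176 in WT-O2, 0.364 ± 0.171 in KO-RA and 1.22 ± 0.609 in KO-O2 (SD, n = 3). It had an interaction of 4.45 (standard error 0.60, adjusted p = 0.043) on the log2 scale from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's likelihood ratio test that dropped the interaction term alone gave 112 genes. A likelihood ratio test in DESeq2 that dropped both genotype terms, so that a difference in room air also counted, gave 474 genes and was chosen after seeing the data. Without the WT-RA mouse GSD400 there were 45 genes, and Fbp1 was no longer among the genes when GSD405, GSD496, GSD497 or GSD061 was left out. In simulated counts of the same size, the same test found 96 of 100 genes with a 4-fold difference between the responses and 78 of 100 with a 2-fold difference. These differences were simulated only in genes above a minimum mean count.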

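For macrophage activation and inflammation, the 18 genes of the macrophage list rose on average in both genotypes with hyperoxia. Their mean log2 fold change was 0.25 in WT (14 genes higher) and 0.44 in GSDMD-KO lungs (13 genes higher). Their interaction was 0.19 (adjusted p = 0.24, from limma's camera with Benjamini-Hochberg adjustment). In KO-O2 relative to WT-O2 lungs all 18 were lower, with a mean of -0.27, and in KO-RA relative to WT-RA the mean was -0.46 (adjusted p = 1.9e-06 and 2.2e-07, from limma's camera with Benjamini-Hochberg adjustment). C1qb (ENSMUSG00000036905) had a log2 fold change of -0.40 (standard error 0.12) between KO-O2 and WT-O2 lungs. The 13 genes of the endothelium list fell on average in both genotypes, with 3 genes higher in each. The means were -0.51 in WT and -0.36 in GSDMD-KO lungs, with an interaction of 0.15 (adjusted p = 0.021, from limma's camera with Benjamini-Hochberg adjustment). With single mice left out this adjusted p rose to as much as 0.21 (limma's camera, Benjamini-Hochberg).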

Overrepresentation analyses for Gene Ontology term showed that genes regulated by GSDMD-KO in the setting of hyperoxia were associated with homeostasis of number of cells, epithelial tube morphogenesis, organ growth, epithelial cell proliferation, regulation of inflammatory response, regulation of macrophage activation, and regulation of endothelial cell proliferation, etc. (Supplemental Fig. 3A). 

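Among the signaling lists, the TNF and NF-kB list had an interaction of 0.29 on the log2 scale in the lung, with 23 of 36 genes above 0, which is a larger rise in GSDMD-KO than in WT lungs (adjusted p = 0.089, from limma's camera with Benjamini-Hochberg adjustment). When single mice were left out its adjusted p reached 0.25, and it was above 0.1 in 7 of the 12 fits (limma's camera, Benjamini-Hochberg). The 26 tested genes of the IL-17 list, 12 of which the TNF list also holds, rose by 1.5 in WT and 1.85 in GSDMD-KO lungs, with an interaction of 0.35 (adjusted p = 0.00014, 7.0e-05 and 0.16, from limma's camera with Benjamini-Hochberg adjustment). The Wnt list had an interaction of 0.11 over 39 genes and the PI3K-Akt list of -0.05 over 47 genes (adjusted p = 0.047 and 0.63, from limma's camera with Benjamini-Hochberg adjustment). With the erythroid mean as a covariate the Wnt value was -0.02, the opposite direction, and without the WT-RA mouse GSD400 its adjusted p was 0.44 (limma's camera, Benjamini-Hochberg). None of the genes of these lists had an interaction with an adjusted p under 0.1 over all genes, and 5, 6, 4 and 6 genes of the TNF, IL-17, Wnt and PI3K-Akt lists had an unadjusted p under 0.05. Adjusted over the list alone, 1 gene of each of the TNF, IL-17 and Wnt lists and 2 of the PI3K-Akt list passed. Rspo2 (ENSMUSG00000051920) had an interaction of 1.92 (standard error 0.48) and Foxo3 (ENSMUSG00000048756) one of -1.10 (standard error 0.24) on the log2 scale.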

Overrepresentation analysis for KEGG pathways showed that GSDMD-KO modulated cytokine-cytokine receptor interaction, PI3K-Akt signaling pathway, IL-17 signaling pathway, TNF signaling pathway, NF-kappaB (NF-κB) signaling pathway, cAMP signaling, and Wnt signaling pathway, etc. (Supplemental Fig. 3B). Network plot of the top 5 biological processes enriched for among genes regulated by GSDMD-KO in hyperoxia were illustrated in Supplemental Fig. 3C. Overall, the findings from the transcriptome analyses suggest that GSDMD-KO animals were relatively resistant to hyperoxic lung damage compared to WT animals because they were able to better regulate the inflammatory response through regulation of cytokine-cytokine receptor interaction, cAMP, TNF, IL-17 and NF-κB signaling; oxidative stress-induced cell death; and the tissue remodeling response through regulation of cell adhesion molecules. Moreover, GSDMD-KO also modulated Wnt and PI3K/Akt signaling pathways that are important in lung development and repair.

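In hyperoxia itself, with KO-O2 set against WT-O2 lungs, the TNF and NF-kB list had a mean log2 fold change of -0.06 (12 of 36 genes higher) and the IL-17 list of -0.18 (10 of 26 higher), with adjusted p = 0.050 and 0.015 from limma's camera with Benjamini-Hochberg adjustment. Without the KO-O2 mouse GSD493 these adjusted p were 0.65 and 0.28 (limma's camera, Benjamini-Hochberg). The mean of the TNF and NF-kB list ran from -0.15 without the KO-O2 mouse GSD061 to -0.0017 without GSD493. That of the IL-17 list ran from -0.27 to -0.10 without the same mice. The same lists were already lower in room air, with means of -0.35 and -0.53 in KO-RA relative to WT-RA lungs (adjusted p = 0.0011 and 0.0026, from limma's camera with Benjamini-Hochberg adjustment). No gene of either list had an adjusted p under 0.1 over all genes between KO-O2 and WT-O2, 2 and 4 had an unadjusted p under 0.05, and adjusted over the list alone 1 gene of the TNF list and 2 of the IL-17 list passed. Cebpb (ENSMUSG00000056501) had a log2 fold change of -0.28 (standard error 0.13) and Tnfrsf1b (ENSMUSG00000028599) one of -0.19 (standard error 0.083). Summed over the 500 genes with the largest mean response to hyperoxia, the response of GSDMD-KO lungs was 95.8% of that of WT lungs, and 303 of the 500 genes responded less in GSDMD-KO. An exact permutation test over the 400 regroupings that exchange genotypes within each exposure gave p = 0.23 (two-sided, where 0.005 is the smallest p it allows). From its transcriptome analyses of the lung, the paper proposes that GSDMD-KO mice resist hyperoxic lung injury by regulating cytokine, TNF, IL-17 and NF-κB signaling, cell death under oxidative stress and tissue remodeling.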

### GSDMD expression in retinas

We examined GSDMD protein expression and colocalized it with a retinal ganglion cell (RGC) marker, the RNA binding protein with multiple splicing (RBPMS)^17^ in retina cross-sections. In hyperoxia-exposed WT retinas, GSDMD expression was increased in the outer plexiform layer, and what remains of the inner nuclear layer, and the RGC layer (white arrows) which was visibly thinner and disorganized and positioned next to the outer plexiform layer due to the thinning of the inner plexiform layer and inner nuclear layer. GSDMD expression was undetectable in RA-exposed GSDMD-KO and hyperoxia-exposed GSDMD-KO retinas (Fig. 6A). GSDMD gene expression was assessed by qRT-PCR, which showed that it was upregulated by hyperoxia in the WT retinas (Fig. 6B), but it was barely detectable in the GSDMD-KO retinas (Fig. 6B).

**Figure 6:**
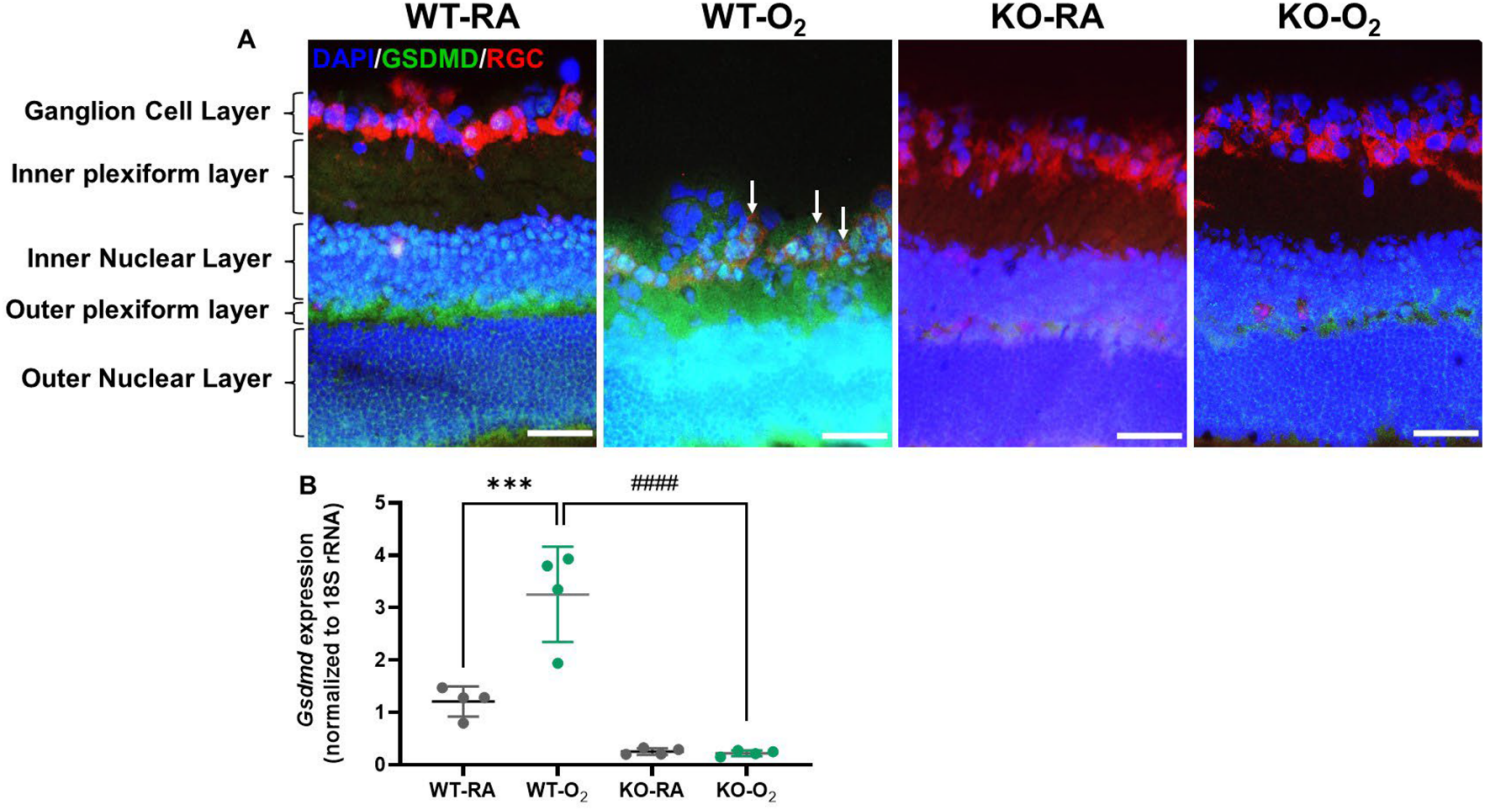
GSDMD expression in the retina. (**A**) Double immunofluorescence staining for GSDMD (green signals) and RBPMS (an RGC marker, red signals) and DAPI nuclear stain (blue signals) were performed to assess GSDMD expression and colocalize it with RGC. GSDMD was detected in the outer plexiform layer in the WT-RA retinas. GSDMD expression was increased in the outer plexiform layer and ganglion cell layer with some colocalized in the RGC (white arrows, orange signals) in the WT-O_2_ retinas. There was decreased GSDMD expression in the outer plexiform layers in KO-RA and KO-O_2_ retinas. (**B**) qRT-PCR showed hyperoxia-upregulated GSDMD gene expression in the WT retinas, but it was barely detectable in the GSDMD-KO retinas. n = 4/group. 20 × magnification. Scale bars: 50 μm.

### GSDMD deficiency prevents hyperoxia-induced retinal vasoobliteration and neovascularization

Hyperoxia-induced rodent models of ROP replicate the biphasic pathological characteristics of vasoobliteration and neovascularization of human ROP. Oxygen exposure from P7 to P12 results in vasoobliteration of the central retinal vasculature^18,19^. Then during the RA recovery from P12-P17, neovessels form at the junction between the vascularized and non-vascularized retinas^18,19^. When we investigated whether GSDMD-KO attenuates these two hyperoxia-induced pathological changes we found that the hyperoxia-exposed WT mice had a more than a 16-fold increase in avascular area compared to RA-exposed WT retinas (Fig. 7A,C). In stark contrast, the hyperoxia-exposed GSDMD-KO mice had a marked decrease (77%) in vasoobliterated area compared to the hyperoxic WT group (Fig. 7C). When we investigated if GSDMD-KO influences retinal neovascularization we found that the hyperoxia-exposed WT mice had increased retinal neovascularization compared to WT RA-exposed mice as shown in Fig. 7B. In vivid contrast, the GSDMD-KO mice were largely resistant to hyperoxia as the area of neovascularization induced by hyperoxia was nearly eight-fold less than that induced in WT mice (Fig. 7D). Thus, knockout of GSDMD prevents hyperoxia-induced ROP-like pathology.

**Figure 7:**
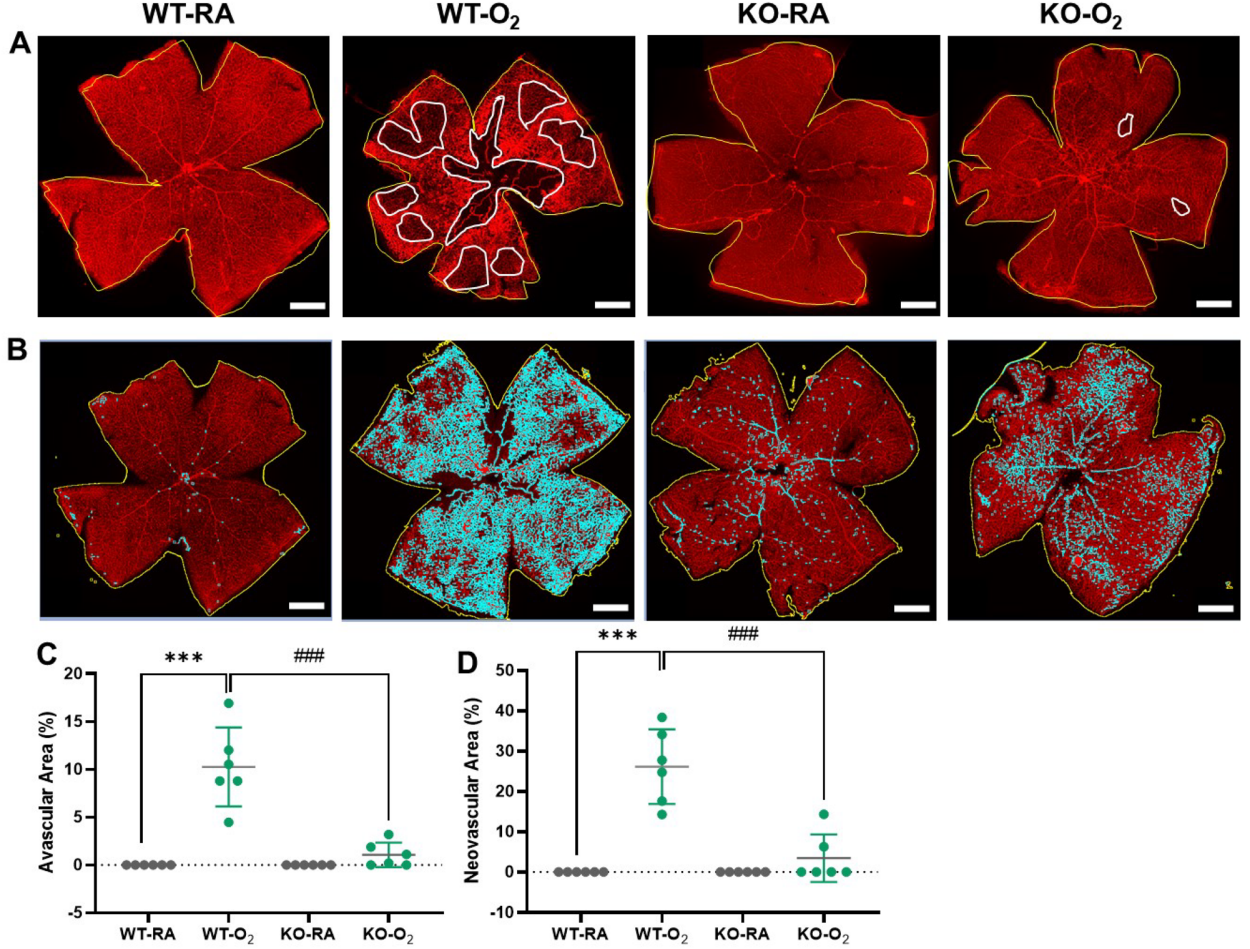
GSDMD deficiency prevents hyperoxia-induced retinal vasoobliteration and neovascularization. Immunofluorescent staining for isolectin (red signals) was used to identify retinal vessels. (**A**) The total retina area and total avascular area were outlined in yellow and white, respectively. (**B**) The total retinal area was outlined in yellow and total neovascular area was measured via isolectin intensity (cyan signals). (**C**) Quantification of the percentage of the avascular area (avascular area divided by total retinal area) showed that retinas from hyperoxia-exposed WT mice had markedly increased vasoobliteration. In contrast, GSDMD-KO mouse retinas had minimal vasoobliteration after hyperoxia exposure. (**D**) Quantification of the percentage of the neovascular area (neovascular area divided by total retinal area) demonstrated that retinas from hyperoxia-exposed WT mice had greatly increased neovascularization, but GSDMD-KO mouse retinas had comparatively little neovascularization when exposed to hyperoxia. n = 6/group. ***P < 0.001, WT-RA vs WT-O_2._^###^*P* < 0.001, WT-O_2_ vs KO-O_2._ 5 × magnification. Scale bars: 50 μm.

### GSDMD deficiency prevents hyperoxia-induced retinal thinning

The vertebrate retina is a layered structure with a large diversity of component cells that form morphologically and functionally distinct circuits that work in parallel, and in combination, to produce a complex visual output^20^. We performed measurements of the thickness of each specified layer. Overall retinal thinning in the WT hyperoxia group compared to the WT-RA group can be appreciated in the shown histology (Fig. 8A). We found that the GSDMD-KO group had overall decreased retinal thinning compared to the WT hyperoxia group, particularly seen in the outer plexiform (Fig. 8B), inner plexiform (Fig. 8C) and inner nuclear layers (Fig. 8D). There is also significant ablation of the ganglion cell layer in the WT-O_2_ group as seen in Fig. 8A (data not quantitated).

**Figure 8:**
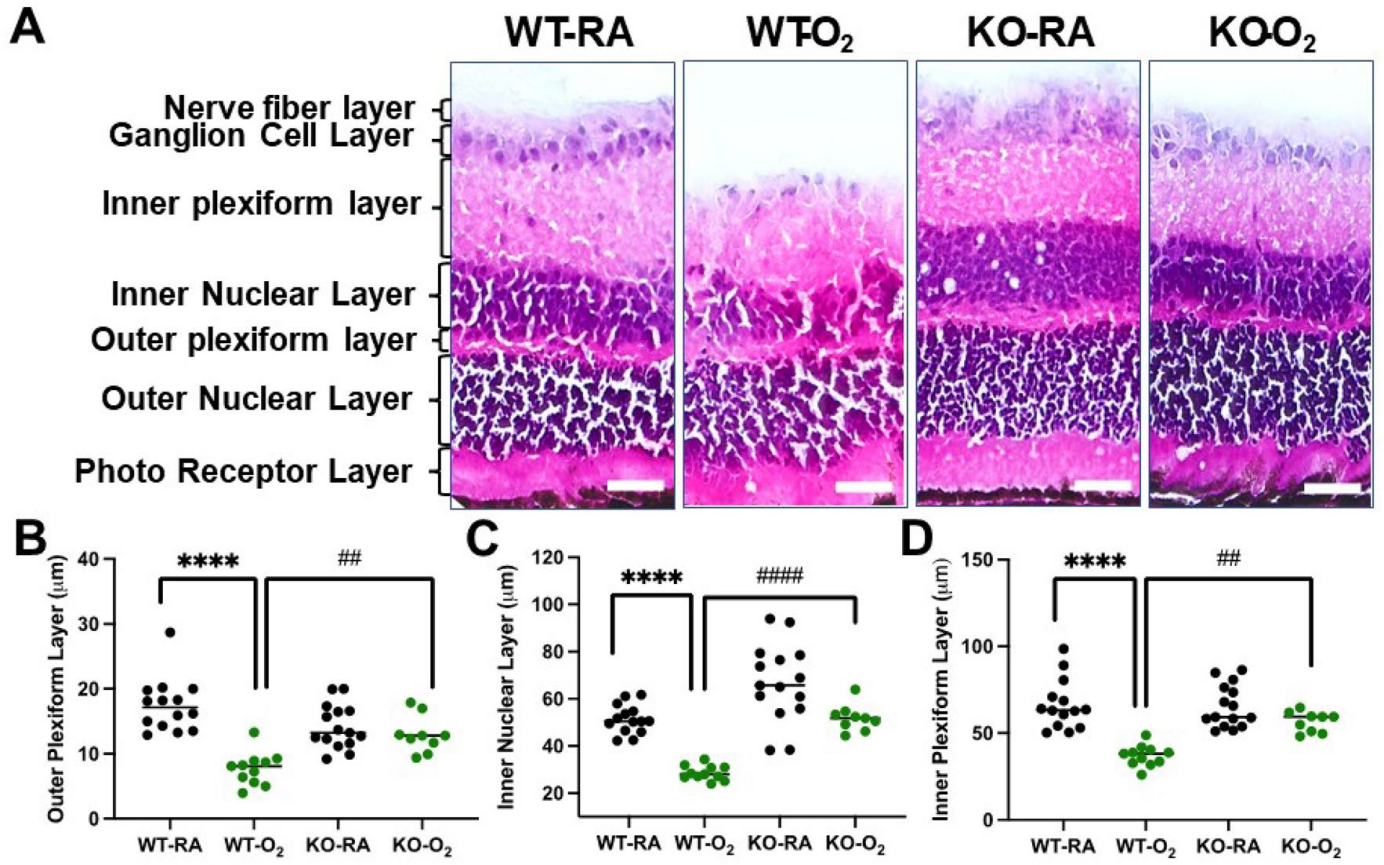
GSDMD-KO prevents hyperoxia-induced retinal thinning. (**A**) The thickness of the individual retinal layer was assessed on H&E stained eye sections. Hyperoxia exposure reduced the thicknesses of the outer plexiform layer, inner plexiform layer, and inner nuclear layer in WT mice. However, GSDMD-KO mice had overall decreased retinal thinning in these three layers compared to the WT hyperoxic group. (**B**) Outer plexiform layer: ****P < 0.0001, WT-RA vs WT-O_2_, ^##^*P* < 0.01, WT-O_2_ vs KO-O_2._ **C.** Inner plexiform layer: ****P < 0.0001, WT-RA vs WT-O_2_, ^####^*P* < 0.01, WT-O_2_ vs KO-O_2_. (**D**) Inner nuclear layer: ****P < 0.0001, WT-RA vs WT-O_2_. ^##^*P* < 0.01, WT-O_2_ vs KO-O_2._ n = 9–15/group. 20 × magnification. Scale bars: 50 μm.

### Knockout of GSDMD reduces hyperoxia-induced retinal inflammation

We next examined the retinas for inflammation by immunofluorescent staining for allograft inflammatory factor-1 (AIF), a marker of microglia activation^21^. In hyperoxia-exposed WT retinas, there were increased numbers of activated microglia cells that had a reduction in the territory, enlargement of the cell body, and a more irregular cell shape as well as a self-association for each other (Fig. 9A,B). In contrast, the retinas from the other three groups had fewer microglia cells which had small cell bodies, and few dendrites and were evenly disbursed throughout the retinas. Furthermore, when AIF1 stained sections were dual stained with isolectin, we found abundant activated microglia cells in areas of vasoobliteration and neovascularization (Fig. 9C,D). These results highlight that GSDMD-KO prevents hyperoxia-induced retinal inflammation.

**Figure 9:**
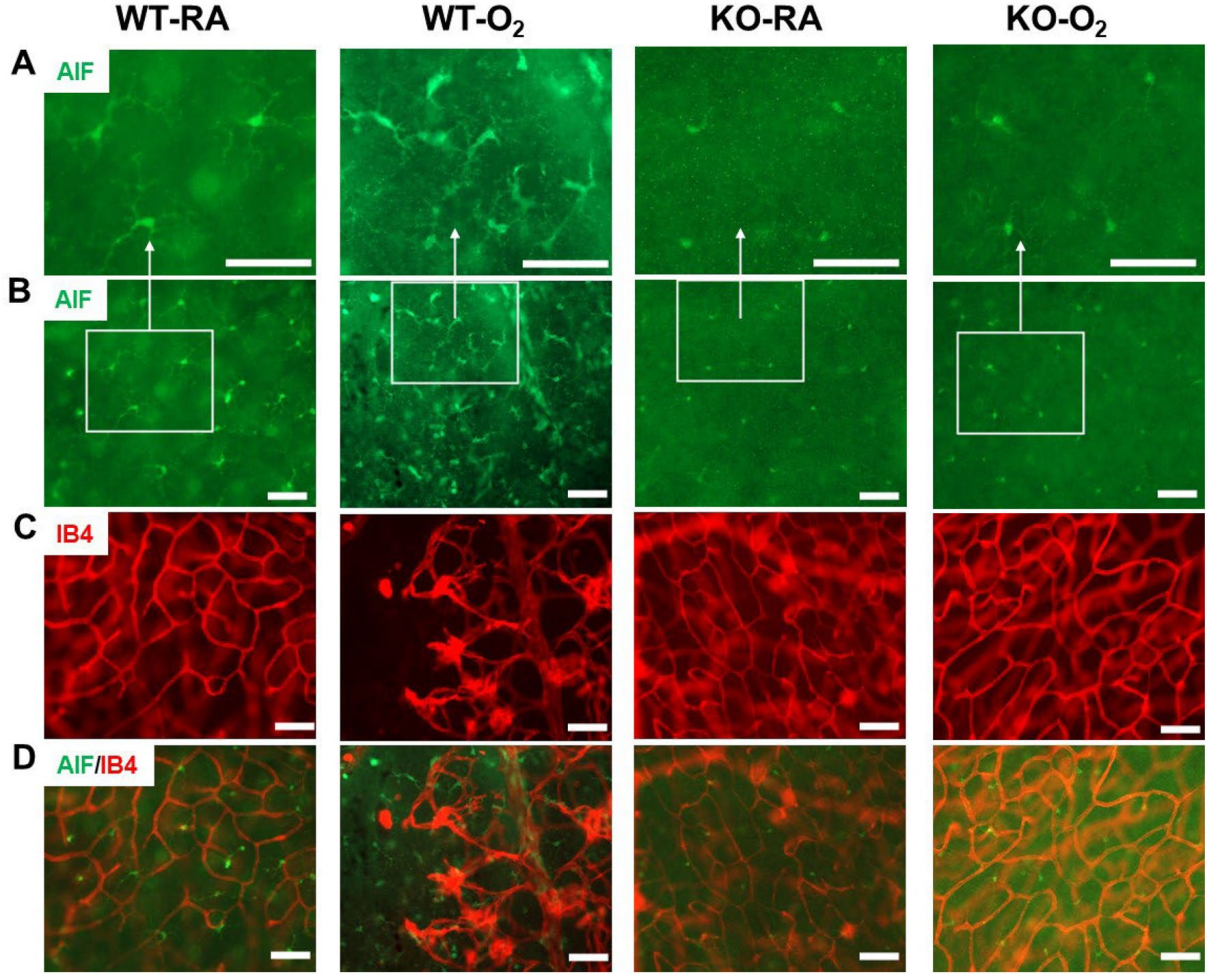
GSDMD-KO prevents hyperoxia activation of microglia in the retina. Double Immunofluorescent staining for allograft inflammatory factor 1 (AIF1), a microglial marker (green signals), and IB4, a vascular marker (red signals), was performed to assess microglial expression and activation in retinas. (**A**,**B**) The microglia cells in the WT-O_2_ retinas were disorganized and had enlarged bodies and dendrites compared to retinas from WT-RA, KO-RA, and KO-O_2_ mice. (**A**) Representative focal enlarged areas of (**B**) in the white boxes. (**C**) The vessels in the WT-O_2_ retinas were less, blunt, and disorganized compared to the other three groups. (**D**) Merging of (**B**) and (**C**) showed that activated microglia were in abundance in the avascular area of the retinas from WT-O_2_ mice. 20 × magnification. Scale bar: 50 μm.

### GSDMD deficiency reduces hyperoxia modulation of inflammatory, cell death, and vascular and visual developmental gene pathways in the neonatal retinas

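Retinal RNA was sequenced from 3 mice in each of the groups WT-RA, WT-O2, KO-RA and KO-O2, and the authors deposited expected counts per gene made as for the lung. The O2 mice had 75% oxygen from postnatal day 7 to 12 and then room air until collection on day 18. A change with hyperoxia in the retina is therefore read after recovery in room air, unlike in the lung. The counts assigned to genes summed to between 27063665 and 28032338 in WT-RA (median 27837175), 24863257 and 29093035 in WT-O2 (median 28636307), 27501705 and 28742551 in KO-RA (median 27527655), and 27718650 and 28343479 in KO-O2 (median 27818583). Of the nonzero values in the retina table 4.19% were near a whole number, against 57.8% in the lung table, and the paper's text does not name the tximport settings. The table lists 36595 genes, and 19173 of them were tested in the same way as in the lung, with all 12 retinas in a single model. Gsdmd (ENSMUSG00000022575) was counted far less than in the lung, with 10.5 to 147.8 counts per retina. In CPM of the library total it was at 3.66, 0.375 and 2.34 in the WT-RA mice GSD379, GSD382 and GSD383, at 3.20 to 5.95 in WT-O2, at 0.593 to 1.0 in KO-RA, and at 1.14, 1.52 and 3.07 in KO-O2. The lowest value belonged to a retina labelled WT-RA (GSD382), and a retina labelled KO-O2 (GSD310) was above 2 retinas labelled WT-RA. Its log2 fold change was -1.17 (standard error 0.63, adjusted p = 0.48) in KO-O2 relative to WT-O2 and -1.58 (standard error 0.65, adjusted p = 0.35) in KO-RA relative to WT-RA, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper describes the knockout allele as a small deletion in an exon. Counts summed over the gene do not tell its transcripts from WT ones. Retinal genotype comparisons are therefore given for the libraries as labelled. Y-linked transcripts were expressed in 3 of 3 WT-RA, 3 of 3 KO-RA, 1 of 3 WT-O2 and 1 of 3 KO-O2 retinas, so sex overlapped with exposure.

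**Figure D4:**
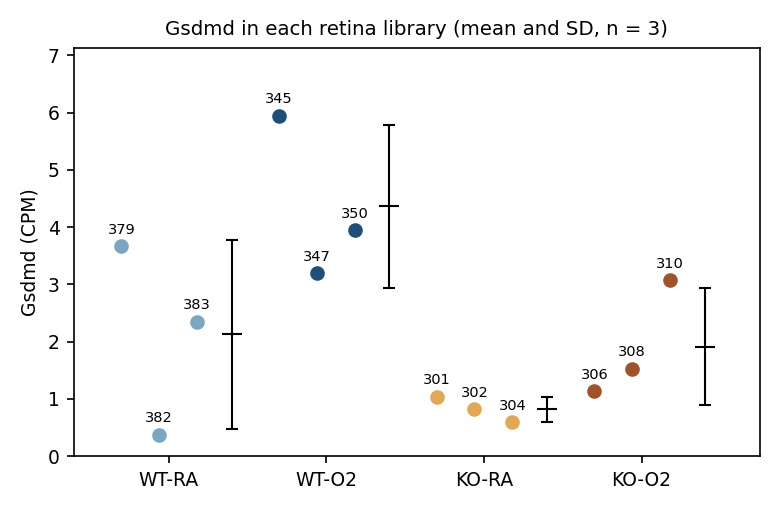
Gsdmd in CPM of the library total (vertical axis) in the 4 retina groups, with a point for each mouse, a horizontal line for the mean and an error bar for the SD of 3 mice. GSD382, labelled WT-RA, is at 0.375, and GSD310, labelled KO-O2, is at 3.07.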

To better characterize the effects of GSDMD-KO and identify genes modulated by GSDMD-KO on hyperoxia-induced retinal injury, we performed RNA-seq of whole retinas. Principal component analysis of the retina transcriptome showed clustering of hyperoxia-exposed GSDMD-KO and WT animals (Fig. 10A). 

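In the retina PC1 held 63.3% of the variance of the 500 most variable genes and PC2 held 13.3%. Along PC1 the mean of a list of lens genes accounted for 98.1% of the spread of the 12 retinas, exposure for 40.4% and genotype for 2.05%, and 26 of the 50 genes with the largest loadings were lens genes. Lens genes held 12.8% and 4.78% of all counts in the WT-RA mice GSD383 and GSD382 and 8.13% in the KO-RA mouse GSD304, against at most 0.0729% in the other 9 retinas. Along PC2 exposure accounted for 50.0% of the spread and genotype for 11.1%. Among the first 4 components genotype had its largest share, 36.6%, along PC4, which held 3.99% of the variance. The share of PC1 moved most, to 24.94%, with log2 CPM, and it was 34.0% without the lens genes.

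**Figure D5:**
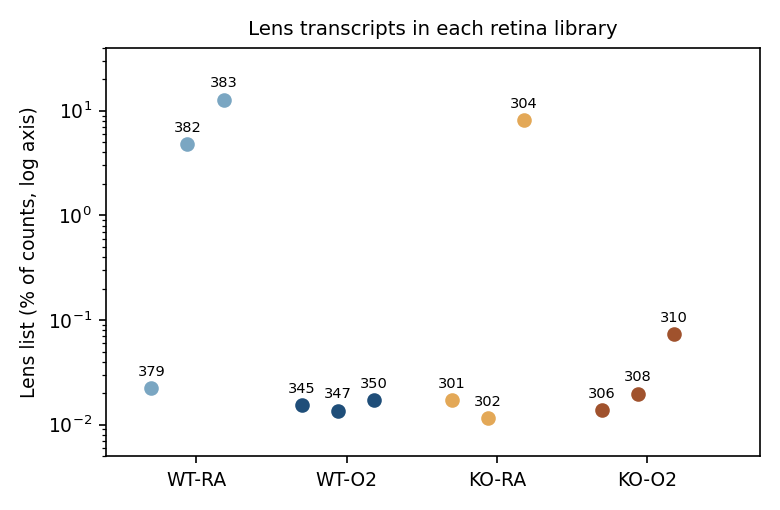
Percent of all counts held by the genes of the lens list (vertical axis, log scale) in the 4 retina groups, with a point for each mouse. The room air mice GSD383 (12.8%), GSD304 (8.13%) and GSD382 (4.78%) stand above the other 9 retinas, which are at 0.0729% or less.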

To identify similarities and divergencies in genes differentially regulated by hyperoxia in the WT and GSDMD-KO animals, differential expression analysis was performed comparing RA-exposed WT vs hyperoxia-exposed WT retinas and RA-exposed GSDMD-KO vs hyperoxia-exposed GSDMD-KO retinas, and the results were analyzed at the gene expression and pathway levels (Fig. 10B). In WT retinas hyperoxia differentially regulated 1224 genes, and in GSDMD-KO retinas, hyperoxia differentially regulated 1360 genes. 

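In the retina 391 genes were called between WT-O2 and WT-RA, 340 higher and 51 lower in hyperoxia, and 420 between KO-O2 and KO-RA, 314 higher and 106 lower. At an unadjusted p under 0.05 there were 3332 and 3890 of the 19173 genes. The 3 mice of each group did not overlap for 24.0% and 26.2% of the tested genes, where chance gives 10%. With the lens mean as a covariate 204 genes were called in WT and 395 in GSDMD-KO retinas. With DESeq2 and a fold change of at least 1.5, chosen after seeing the data, the counts moved most, to 1076 and 1244 genes. Single mice also set the counts: 196 genes were called in WT without GSD382 and 151 in GSDMD-KO retinas without GSD308. Esm1 (ENSMUSG00000042379) rose from 0.222 ± 0.184 to 5.79 ± 1.03 CPM in WT retinas (SD, n = 3), a log2 fold change of 4.70 (standard error 0.73), and in GSDMD-KO retinas from at most 3 counts to 2.66 ± 1.40 CPM, at least 20.7-fold higher. Lad1 (ENSMUSG00000041782) rose from 0.816 ± 0.743 to 15.2 ± 4.88 CPM in WT and Gpihbp1 (ENSMUSG00000022579) from 0.163 ± 0.189 to 5.72 ± 0.650 CPM in GSDMD-KO retinas. The log2 fold changes were 4.23 (standard error 0.71, adjusted p = 0.014) and 5.08 (standard error 1.12, adjusted p = 0.037) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among called genes with a mean of at least 1 CPM and no overlap between the groups, 3 fell most in WT retinas. These were Shisal2b (ENSMUSG00000042655), Gkn3 (ENSMUSG00000030048) and Capn3 (ENSMUSG00000079110), with log2 fold changes of -2.77 (standard error 0.63), -2.62 (standard error 0.41) and -2.26 (standard error 0.58). In GSDMD-KO retinas Gkn3 had a log2 fold change of -3.32 (standard error 0.42), Pon1 (ENSMUSG00000002588) of -3.08 (standard error 0.88) and P2rx2 (ENSMUSG00000029503) of -2.76 (standard error 0.21), the last from 8.49 ± 0.599 to 1.25 ± 0.216 CPM. The values of Capn3 and Pon1 were nearer to 0, -1.12 and -1.93, with the lens mean as a covariate, and that of Pon1 was -1.53 without GSD304.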

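In the retina 155 genes were called in the same direction by hyperoxia in WT and in GSDMD-KO mice, 142 higher and 13 lower, where independent responses would share 5.85, and 1 gene was called in opposite directions. There were 235 further genes called in WT retinas (198 higher, 37 lower) and 264 in GSDMD-KO retinas (171 higher, 93 lower). Of the 235, 209 (88.9%) changed in the same direction in GSDMD-KO retinas, and of the 264, 208 (78.8%) changed in the same direction in WT retinas. The genes called in WT alone were 99 without GSD382, 117 without GSD347, 120 without GSD379 and 130 without GSD345, and those called in GSDMD-KO alone 67 without GSD308, 123 without GSD301 and 155 without GSD304. With Y-linked expression as a covariate, chosen after seeing the data, there were 131 in WT alone, and with the lens mean as a covariate 112. The genes called in both in the same direction were 83 without GSD308 and 97 without GSD382. An interaction of genotype and hyperoxia at an adjusted p under 0.1 was found for none of the 235 and for 1 of the 264 genes, and at an unadjusted p under 0.05 for 97 and 118 of them. Across genes, which are not independent replicates, the Pearson correlation between the log2 fold changes of both genotypes was 0.20.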

There were 480 genes commonly induced or suppressed by hyperoxia in both WT and GSDMD-KO retinas, 738 genes uniquely regulated in WT retinas, and 873 genes uniquely regulated in GSDMD-KO retinas (Fig. 10C). 

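For the retina 27 gene lists were tested in 5 contrasts with camera, and 52 of the 135 tests had an adjusted p under 0.1, 25 of which also did under fry and 0 with an estimated correlation, where 14 had an unadjusted p under 0.05. The 29 genes of the mitotic cell cycle list rose by a mean log2 fold change of 1.29 in WT and 0.61 in GSDMD-KO retinas with hyperoxia (27 and 25 genes higher, adjusted p = 2.0e-10 and 0.0015, from limma's camera with Benjamini-Hochberg adjustment). Their interaction was -0.68 (adjusted p = 0.0050, and 0.139 without the WT-RA mouse GSD379, from limma's camera with Benjamini-Hochberg adjustment). In WT retinas 8 genes of this list had an adjusted p under 0.1 over all genes, and 19 adjusted over the list alone, among them Mki67 (ENSMUSG00000031004) with 0.154 ± 0.165 CPM in WT-RA and 2.20 ± 0.744 CPM in WT-O2 (SD, n = 3). The 19 genes of the vasoconstriction list had mean log2 fold changes of 0.43 and 0.52 in WT and GSDMD-KO retinas (adjusted p = 0.57 and 0.22), and the 8 C-C chemokine receptors of 0.61 and 0.06 (adjusted p = 0.12 and 0.99), from limma's camera with Benjamini-Hochberg adjustment. The interaction was 0.09 for the first list and -0.55 for the second, with adjusted p of 0.57 and 0.13 from limma's camera with Benjamini-Hochberg adjustment. Ednra (ENSMUSG00000031616) rose by 1.52 (standard error 0.27) and Ackr2 (ENSMUSG00000044534) by 2.5 (standard error 0.49) on the log2 scale in WT retinas. The 10 genes of the VEGF network list rose by means of 0.48 and 0.14 (adjusted p = 0.0011 and 0.36, from limma's camera with Benjamini-Hochberg adjustment). Pgf (ENSMUSG00000004791) rose by 2.08 (standard error 0.36) and Nrp1 (ENSMUSG00000025810) by 0.95 (standard error 0.14) on the log2 scale in WT retinas.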

Overrepresentation analysis of genes differentially regulated by hyperoxia in WT and GSDMD-KO retinas showed that in WT retinas, genes induced by hyperoxia were strongly associated with mitotic cell cycle, cellular division, blood vessel diameter maintenance, positive regulation of NF-κB transcription, fibroblast proliferation, vasoconstriction, C–C chemokine receptor activity, and VEGF and VEGFR signaling network (Fig. 10D). In GSDMD-KO retinas, hyperoxia suppressed genes were more uniquely associated with retinol binding, neurofilament bundle assembly, diseases associated with visual transduction and neuroactive ligand-receptor interaction (Fig. 10D).

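The 19 genes of the visual cycle and retinol binding list changed by mean log2 fold changes of -0.76 in GSDMD-KO and -0.65 in WT retinas with hyperoxia (adjusted p = 0.0032 and 0.0087, from limma's camera with Benjamini-Hochberg adjustment). With the lens mean as a covariate the value in WT was 0.08, the opposite direction (adjusted p = 0.66, limma's camera with Benjamini-Hochberg adjustment). In GSDMD-KO it was -0.54 with that covariate and -0.45 without GSD304. In this list 7 genes are also in the list of the retinal pigment epithelium, whose 14 genes had means of -1.59 and -1.22. Rdh11 (ENSMUSG00000066441) had a log2 fold change of -0.80 (standard error 0.10) and Rlbp1 (ENSMUSG00000039194) one of -0.69 (standard error 0.18) in GSDMD-KO retinas. Of the 5 genes of the neurofilament list 5 were lower in GSDMD-KO and 4 in WT retinas, with means of -0.54 and -0.36 (adjusted p = 0.00022 and 0.0024, from limma's camera with Benjamini-Hochberg adjustment). Nefh (ENSMUSG00000020396) went from 83.4 ± 6.42 to 47.7 ± 3.77 CPM in GSDMD-KO retinas (SD, n = 3), a log2 fold change of -0.81 (standard error 0.11), against -0.54 (standard error 0.11) in WT retinas. The interactions were -0.11 for the visual cycle list and -0.18 for the neurofilament list (adjusted p = 0.60 and 0.26, from limma's camera with Benjamini-Hochberg adjustment).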

**Figure 10:**
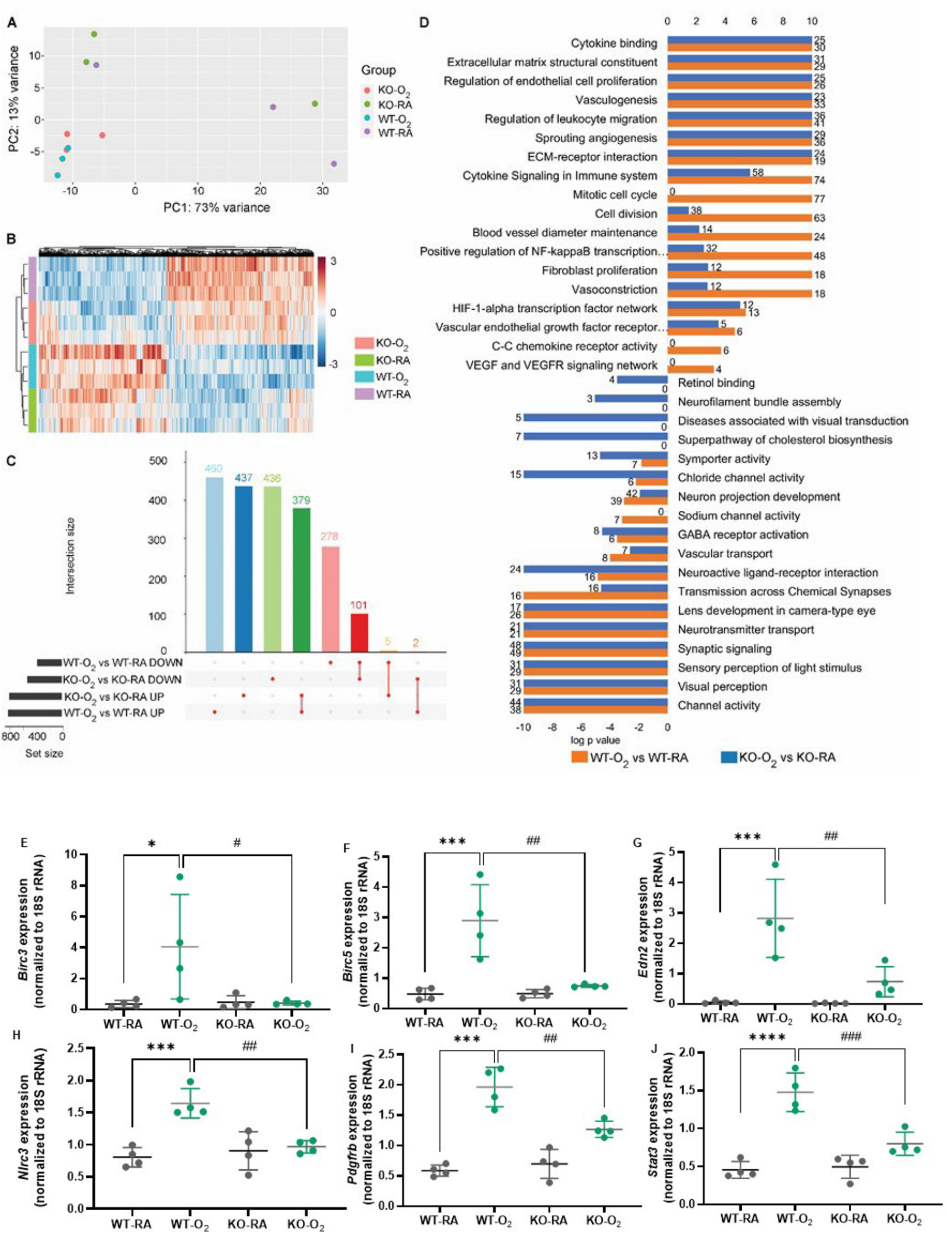
GSDMD-KO reduces the modulation of inflammatory, tissue remodeling, and angiogenic pathways by hyperoxia in the neonatal retina. (**A**) PCA plot showing separation of RA and O_2_ animals with overlap of WT and GSDMD-KO animals. (**B**) Heatmap of differentially expressed genes in WT-O_2_ vs WT-RA and KO-O_2_ vs KO-RA. (**C**) UpSet plot showing overlap of genes differentially regulated by hyperoxia in WT and GSDMD-KO retinas. In WT retinas, hyperoxia regulated the expression of 1224 genes, and in GSDMD-KO retinas hyperoxia regulated 1360 genes. (**D**) Overrepresentation analysis using Toppcluster to identify similarities and dissimilarities of biological processes modulated by hyperoxia in WT and GSDMD-KO retinas. Bars represent the log *P*-value, and the number of genes associated with each term is displayed at the end of the bar. In WT retinas, genes induced by hyperoxia were strongly associated with cellular division, blood vessel diameter maintenance, positive regulation of NF-κB transcription, fibroblast proliferation, vasoconstriction, and VEGF and VEGFR signaling network than in GSDMD-KO retinas. Suppressed genes were uniquely associated with retinol binding, neurofilament bundle assembly, diseases associated with visual transduction, and neuroactive ligand-receptor interaction in GSDMD-KO retinas. n = 3 animals/group. qRT-PCR validated six genes that were upregulated by hyperoxia in the WT retinas, but they were downregulated in KO-O_2_ retinas compared to WT-O_2_ retinas including *Birc3* (**E**), *Birc5* (**F**), *Edn2* (**G**), *Nlrc3* (**H**), *Pdgfrb* (**I**), and *Stat3* (**J**). n = 4/group. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, WT-O_2_ vs WT-RA. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, WT-O_2_ vs KO-O_2_.

We performed qRT-PCR to validate some of the differentially regulated genes by hyperoxia in the WT and GSDMD-KO retinas. Hyperoxia upregulated gene expression of baculoviral IAP Repeat Containing 3 (*Birc3*) (Fig. 10E), *Birc5* (Fig. 10F), *Edn2* (Fig. 10G), NLR family CARD-containing 3 (*Nlrc3*) (Fig. 10H), platelet-derived growth factor receptor beta (*Pdgfrb*) (Fig. 10I), and signal transducer and activator of transcription 3 (*Stat3*) (Fig. 10J) in the WT retinas. However, these genes were downregulated in hyperoxia-exposed GSDMD KO retinas compared to hyperoxic WT retinas.

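The 9 tested death receptors of the TNF receptor superfamily rose by a mean log2 fold change of 0.53 in WT and 0.27 in GSDMD-KO retinas with hyperoxia (adjusted p = 0.056 and 0.35, from limma's camera with Benjamini-Hochberg adjustment). The mean in WT ran from 0.34 without the WT-O2 mouse GSD347 to 0.92 without the WT-RA mouse GSD383. Its adjusted p ran from 0.0052 to 0.15 with single mice left out (limma's camera, Benjamini-Hochberg). With the lens mean as a covariate its adjusted p was 0.10 by the same test. The interaction was -0.26 (adjusted p = 0.47, from limma's camera with Benjamini-Hochberg adjustment). Tnfrsf12a (ENSMUSG00000023905) had a log2 fold change of 1.46 (standard error 0.28) and Tnfrsf1b (ENSMUSG00000028599) one of 1.55 (standard error 0.43) in WT retinas, against 0.94 (standard error 0.29) and 0.75 (standard error 0.43) in GSDMD-KO retinas. The chemokine receptor Ccr2 (ENSMUSG00000049103) rose by 1.87 (standard error 0.68) in WT retinas and changed by -0.80 (standard error 0.67) in GSDMD-KO retinas, with an interaction of -2.67 (standard error 0.96, adjusted p = 0.35) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.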

Cluster comparison of analysis using ClusterProfiler showed that genes induced by hyperoxia were associated with chemokine receptor activity, transforming growth factor beta (TGF-β) activated receptor activity, death receptor activity, complement receptor activity, and TNF receptor superfamily binding in WT animals but not in KO animals. Genes suppressed by hyperoxia were associated with glutamate binding, amino acid binding, gap junction channel activity, and cell adhesion mediator activity in WT but not in GSDMD-KO retinas (Supplemental Fig. 4). In GSDMD-KO retinas, hyperoxia upregulated gene pathways were associated with immunoglobulin binding, extracellular matrix structural constituent, growth factor activity, and mitogen-activated protein kinase binding. 

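The 29 tested genes of the extracellular matrix list rose by a mean log2 fold change of 0.65 in GSDMD-KO retinas (24 genes higher) and of 0.81 in WT retinas (25 genes higher), with adjusted p of 5.1e-07 and 2.7e-08 from limma's camera with Benjamini-Hochberg adjustment. The means were 0.37 in GSDMD-KO without GSD301 and 0.40 in WT without GSD379, and under fry the adjusted p was 0.069 and 0.051 (limma, Benjamini-Hochberg). The interaction was -0.16 (adjusted p = 0.74, from limma's camera with Benjamini-Hochberg adjustment).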

Hyperoxia downregulated gene pathways were associated with oxygen binding, dopamine receptor binding, and photoreceptor activity. 

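The 29 tested genes of the phototransduction list had a mean log2 fold change of -0.11 in GSDMD-KO and -0.05 in WT retinas with hyperoxia (adjusted p = 0.14 and 0.45, from limma's camera with Benjamini-Hochberg adjustment). In GSDMD-KO retinas 3 of these genes had an adjusted p under 0.1 over all genes and 10 when adjusted over the list alone. Guca1a (ENSMUSG00000023982) had a log2 fold change of -0.65 (standard error 0.17), Cngb3 (ENSMUSG00000056494) of -0.45 (standard error 0.14) and Gnb3 (ENSMUSG00000023439) of 0.43 (standard error 0.12) in GSDMD-KO retinas.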

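In the retina 56 genes were called between the libraries labelled KO-O2 and WT-O2, 16 higher and 40 lower in KO-O2, and 2412 genes had an unadjusted p under 0.05. The 3 mice of each group did not overlap for these 56 genes, and 19.9% of all tested genes did not overlap, where chance gives 10%. With DESeq2 in place of edgeR 164 genes were called, 59 higher and 105 lower, and with DESeq2 and a fold change of at least 1.5, chosen after seeing the data, the count was 411 genes. Without the KO-O2 mouse GSD310, whose Gsdmd counts go against its label, 6 genes were called. Etnppl (ENSMUSG00000019232) was at 4.6 ± 1.08 CPM in KO-O2 and 1.40 ± 0.0888 CPM in WT-O2 (SD, n = 3), a log2 fold change of 1.72 (standard error 0.26, adjusted p = 0.027, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dcdc2a (ENSMUSG00000035910) was at 13.4 ± 2.75 and 4.26 ± 1.54 CPM, a log2 fold change of 1.66 (standard error 0.24, adjusted p = 0.027), from the same edgeR test with Benjamini-Hochberg adjustment. Tent5b (ENSMUSG00000046694) was higher in KO-O2 with a log2 fold change of 1.91 (standard error 0.45). Among the genes lower in KO-O2, Pgf was at 2.01 ± 0.465 CPM in KO-O2 and 7.47 ± 0.455 CPM in WT-O2. Its log2 fold change was -1.89 (standard error 0.35, adjusted p = 0.056, from the same edgeR test with Benjamini-Hochberg adjustment). Hbb-bt (ENSMUSG00000073940), a globin of blood, had a log2 fold change of -1.75 (standard error 0.40, adjusted p = 0.096), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rpl26-ps6 (ENSMUSG00000111864), annotated as a pseudogene of a ribosomal protein gene, had a log2 fold change of -2.57 (standard error 0.50).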

Direct comparison of hyperoxia-exposed GSDMD-KO mice to hyperoxia-exposed WT mice revealed 1224 differentially regulated genes with 841 induced genes and 383 suppressed genes (Supplemental Fig. 5A). 

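The extracellular matrix list had a mean log2 fold change of -0.16 in the libraries labelled KO-O2 relative to those labelled WT-O2, with 8 of 29 genes higher (adjusted p = 0.14, from limma's camera with Benjamini-Hochberg adjustment). None of its genes had an adjusted p under 0.1, adjusted over the list alone or over all genes, while 2 had an unadjusted p under 0.05. Col6a2 (ENSMUSG00000020241) had a log2 fold change of 0.55 (standard error 0.19), Lama4 (ENSMUSG00000019846) of -0.61 (standard error 0.21) and Col3a1 (ENSMUSG00000026043) of -0.79 (standard error 0.39). For leukocytes, the 15 genes of the microglia list differed by a mean of -0.09 between the same libraries, after rises of 0.93 in WT and 1.02 in GSDMD-KO retinas with hyperoxia (adjusted p = 0.49, 8.9e-09 and 5.6e-09, from limma's camera with Benjamini-Hochberg adjustment). Nfkbia (ENSMUSG00000021025), the inhibitor of NF-κB, was higher with a log2 fold change of 0.42 (standard error 0.091, adjusted p = 0.090) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.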

Genes preferentially induced in hyperoxia-exposed GSDMD-KO animals compared to WT hyperoxic animals were associated with cytokine-mediated signaling pathway, leukocyte migration, cell chemotaxis, extracellular matrix organization, I-kappaB kinase/NF-κB signaling, tissue remodeling, and fibroblast proliferation (Supplemental Fig. 5B). 

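The 30 tested genes of the TNF and NF-kB signaling list were lower, with a mean log2 fold change of -0.43, in the libraries labelled KO-O2 relative to those labelled WT-O2, with 7 genes higher (adjusted p = 0.0016, from limma's camera with Benjamini-Hochberg adjustment). Without the WT-O2 mouse GSD347 the adjusted p was 0.15, and under fry it was 0.17 (limma, Benjamini-Hochberg). In this list 1 gene had an adjusted p under 0.1 over all genes and 5 when adjusted over the list alone. Tnfaip3 (ENSMUSG00000019850) had a log2 fold change of -0.39 (standard error 0.10) and Map3k8 (ENSMUSG00000024235) of -0.94 (standard error 0.30). The 30 genes of the cell death and p53 list, 6 of which the TNF list also holds, had a mean of -0.16, with 9 genes higher (adjusted p = 0.26, from limma's camera with Benjamini-Hochberg adjustment). No gene of it passed an adjusted p of 0.1 over all genes, 6 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. Fadd (ENSMUSG00000031077) had a log2 fold change of -0.56 (standard error 0.21), while Gadd45a (ENSMUSG00000036390) and Bbc3 (ENSMUSG00000002083), targets of p53, had 0.51 (standard error 0.13) and 0.58 (standard error 0.22). All 9 death receptors were lower in KO-O2, with a mean of -0.55 (adjusted p = 0.0058, from limma's camera with Benjamini-Hochberg adjustment).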

Genes preferentially suppressed by hyperoxia in GSDMD-KO retinas were associated with cytokine-cytokine receptor interaction, JAK-STAT signaling pathway, TNF signaling pathway, necroptosis, apoptosis, cellular senescence and p53 signaling pathway (Supplemental Fig. 5C).

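The interaction of genotype and hyperoxia had an adjusted p under 0.1 for 1 gene in the retina, and 2035 genes had an unadjusted p under 0.05. Rbm3 (ENSMUSG00000031167) was at 112 ± 3.58 CPM in WT-RA, 127 ± 4.96 in WT-O2, 114 ± 5.90 in KO-RA and 249 ± 11.3 in KO-O2 (SD, n = 3), an interaction of 0.95 (standard error 0.10, adjusted p = 0.025) on the log2 scale from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rbm3 no longer had an adjusted p under 0.1 in edgeR after Benjamini-Hochberg adjustment when GSD383, GSD345, GSD347, GSD350, GSD304 or GSD308 was left out, and without the KO-O2 mouse GSD306 there were 340 genes. DESeq2's likelihood ratio test that dropped the interaction term alone gave 521 genes. Its likelihood ratio test dropping both genotype terms, chosen after seeing the data, gave 1674. In simulated counts, with changes only in genes above a minimum mean count, edgeR found 85 of 100 genes with a 4-fold difference between the responses. It found 16 of 100 with a 2-fold difference. DESeq2 found 50 of the 100 with a 2-fold difference and called 55 unchanged genes.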

To further delineate the effect of GSDMD-KO on the retinal transcriptional response to hyperoxia, we performed interaction analysis using the likelihood ratio test on DESeq2, followed by gene set enrichment analysis of genes that met the significance threshold of FDR < 0.1 and fold change > 1, and identified 2818 genes that were modulated by GSDMD-KO. These genes were associated with the Gene Ontology terms of synapse organization, axonogenesis, leukocyte migration, regulation of angiogenesis, tissue remodeling, visual perception, endothelium development, and blood vessel development (Supplemental Fig. 6A). 

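Over the 30 genes of the synapse list the interaction was 0.01 on the log2 scale, and over the phototransduction list it was -0.06 (adjusted p = 0.72 and 0.60, from limma's camera with Benjamini-Hochberg adjustment). For angiogenesis and endothelium, the VEGF network list had an interaction of -0.35 and the 13 endothelial genes of -0.24 (adjusted p = 0.013 and 0.026, from limma's camera with Benjamini-Hochberg adjustment), in the direction of a smaller rise in the libraries labelled KO. Without the WT-O2 mouse GSD347 the adjusted p of the VEGF network list was 0.13 (limma's camera, Benjamini-Hochberg). Kdr (ENSMUSG00000062960), which both lists hold, had an interaction of -0.56 (standard error 0.14). Of the VEGF network list 3 genes had an adjusted p under 0.1 when adjusted over the list alone and 0 over all genes, with 3 at an unadjusted p under 0.05.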

The KEGG pathways were PI3K-Akt signaling pathway, cAMP signaling pathway, cellular senescence, TNF signaling pathway, NF-κB signaling pathway, FoxO signaling pathway, IL-17 signaling pathway, and HIF-1 signaling pathway (Supplemental Fig. 6B). 

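The TNF and NF-kB signaling list had an interaction of -0.28 on the log2 scale in the retina (10 of 30 genes above 0), the IL-17 list of 0.16, the PI3K-Akt list of -0.12 and the HIF-1 target list of -0.08. Their adjusted p were 0.28, 0.41, 0.37 and 0.17, from limma's camera with Benjamini-Hochberg adjustment. Adjusted over the list alone, 3 genes of the TNF list, 2 of the IL-17 list and 0 of the PI3K-Akt list had an adjusted p under 0.1, none did over all genes, and 5, 3 and 5 genes of these lists had an unadjusted p under 0.05. Pik3ca (ENSMUSG00000027665) had an interaction of -0.48 (standard error 0.14).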

Network plot of the top 5 biological processes enriched for among genes regulated by GSDMD-KO in hyperoxia were illustrated in Supplemental Fig. 6C. Overall, these findings suggest that GSDMD deficiency prevents hyperoxia-induced ROP not only by reducing cell death but also by modulating inflammatory response, tissue remodeling, and vascular and visual developmental pathways.

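Summed over the 500 genes with the largest mean response to hyperoxia, the response of the libraries labelled KO was 94.9% of that of those labelled WT, and 279 of the 500 genes responded less in KO (exact permutation test over 400 regroupings within exposures, two-sided, p = 0.63). Between KO-O2 and WT-O2 retinas the mitotic cell cycle list had a mean log2 fold change of -0.72, the VEGF network list of -0.32 and the HIF-1 target list of -0.30 (adjusted p = 2.7e-08, 0.0050 and 9.5e-05, from limma's camera with Benjamini-Hochberg adjustment). The synapse list was higher by 0.10 (adjusted p = 0.0080, from limma's camera with Benjamini-Hochberg adjustment), and it already differed by 0.09 in room air. The synapse value was 0.058 without GSD310, and its adjusted p under fry was 0.30 (limma, Benjamini-Hochberg). In camera the adjusted p of the synapse list reached 0.15 without GSD310 and that of the VEGF network list 0.15 without GSD347 (limma, Benjamini-Hochberg). From its findings in the retina, the paper proposes that GSDMD deficiency prevents retinopathy by reducing cell death and by modulating inflammation, tissue remodeling and the development of vessels and vision.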

## Discussion

BPD and ROP are among the most common complications affecting extremely premature infants, and currently, there are no therapies that are effective and safe for either condition. Many clinical studies indicate that BPD is associated with advanced ROP^6,9^. However, the mechanistic link between hyperoxia, BPD and ROP remains to be explored. In this study we focused our investigations on the mechanistic roles of GSDMD in hyperoxia-induced mouse models of BPD and ROP. We provide evidence, for the first time to the best of our knowledge, that GSDMD deficiency ameliorates hyperoxia-induced histopathological BPD and ROP. We also report the effects of GSDMD-KO on hyperoxia-modulated transcriptomes and distinctive enriched biological pathways in the lungs and retinas.

While various prenatal and perinatal factors can lead to lung injury and BPD development, the lung injury, regardless of the cause, is thought to be largely due to a hyperoxia-induced inflammatory response mediated by macrophages and neutrophils which invade the endothelium and alveolar spaces of premature lungs^22^. Our present study demonstrated that hyperoxia-exposed GSDMD-KO animals had significantly less alveolar macrophage and neutrophil infiltration and, therefore, less inflammation. The hyperoxia-exposed GSDMD-KO mice also had a decreased MLI and increased RAC compared to their WT counterparts, demonstrating an improvement in alveolarization and gas exchange surface area. Furthermore, we looked to see if GSDMD-KO had effects on poor vascular growth, another hallmark of BPD. We focused on measuring the vascular density and muscularization of the lung vasculature in our models. Our results demonstrated that GSDMD-KO mice had improved vascularization and less vascular remodeling/muscularization compared to the WT mice under hyperoxic condition. We sought to understand if GSDMD played a role in cell death and cell proliferation through its role in the inflammasome pathway. We found that GSDMD-KO mice were relatively resistant to the hyperoxia-induced lung cell death and depressed cell proliferation present in the WT mice. Overall, these results are consistent with improvements in hyperoxia-induced lung injury, and deranged alveolar and vascular development seen in BPD.

Our lung RNA-seq findings reveal that hyperoxia-induced lung structural damage is associated with the altered expression of many gene pathways that impact normal lung structure and development in the WT lungs that are not similarly altered in GSDMD-KO animals. In the WT lungs, hyperoxia-regulated genes were associated with important developmental pathways such as tubulin binding, EGFR binding, β-catenin binding, oxygen carrier activity and oxygen binding, and FGF binding. However, these gene pathways were not observed to be associated with genes regulated by hyperoxia in GSDMD-KO mice suggesting they are GSDMD dependent. EGF signaling is important for alveolar regeneration, as the administration of recombinant EGF restores alveologenesis and lung inspiratory volume and compliance function in pneumonectomized *Vegfr2*/*Fgfr1* deficient mice^23^. FGF signaling plays key roles not only in early lung development but also in alveolarization by controlling the formation of the elastin extracellular matrix that in turn, guides secondary septa formation leading to the multiplication of alveolar units^24^. Alteration of β-catenin signaling is associated with BPD and idiopathic pulmonary fibrosis in human lungs^25^. Thus, preventing hyperoxia dysregulation of EGF, FGF, and β-catenin signaling pathways may be an important mechanism by which GSDMD-KO improves alveolarization.

When analyzed by Gene Ontology terms, we found many genes were modulated by GSDMD-KO in the lungs exposed to hyperoxia that related to lung development such as homeostasis of cells, epithelial tube morphogenesis and endothelial cell proliferation, organ growth and cell migration, and inflammatory response such as regulation of macrophage activation. Modulation of these pathways by GSDMD-KO may be responsible for improved lung development and reduced lung inflammation. The results from overrepresentation analysis for KEGG pathways identified the most important pathways related to inflammation, tissue remodeling, and organ development that were modulated by GSDMD-KO under hyperoxic condition. The predominant inflammatory pathways identified were the IL-17, TNF, cAMP, and NF-κB signaling pathways. IL-17 plays an important role in instigating and/or exacerbating fetal inflammatory responses that increase neonatal morbidities and mortalities associated with sepsis and BPD^26^. In experimental BPD, IL-17 was shown to be secreted by type 3 innate lymphoid cells, and it can aggravate lung inflammation^27^. High TNF-α levels were detected in preterm infants with BPD^28^ and neonatal mice with experimental BPD^29^. Alveolar macrophage cAMP signaling acts as a key mechanism in tightly controlling TLR4 signaling, thereby dampening inflammatory injury and hence leading to the resolution of lung injury^30^. Activation of NF-κB signaling is associated with hyperoxia-induced BPD in neonatal mice, and its downregulation is associated with improved lung oxidative injury in responding to caffeine treatment^31^. The pathways we identified related to tissue remodeling included metallopeptidase activity and cell adhesion molecules, and imbalance between proteases and their inhibitors are implicated in the pathogenesis of arrested lung alveolarization associated with BPD^32^. Among identified organ development pathways, Wnt signaling plays critical regulatory roles in the function and behavior of the different lung stem cell populations and their niche cells. Especially after lung injury, activated canonical Wnt signaling is crucial for proliferation, survival, and differentiation of lung epithelial stem/progenitor cells^33,34^. Similarly, the PI3K/AKT signaling pathway plays an important role in lung development, as PI3K/AKT signaling in alveolar myofibroblasts regulates alveolarization^35^.

We report six selective genes that have a good correlation between qRT-PCR and RNA-seq results. The *Alas2* gene and *Scl4a1* gene, important in pulmonary vascular remodeling and pulmonary hypertension^36,37^ were only downregulated by hyperoxia in the WT lungs. 

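Alas2 (ENSMUSG00000025270), the erythroid enzyme of heme synthesis, was at 198 ± 16.0 CPM in WT-RA and 37.2 ± 1.52 CPM in WT-O2 lungs (SD, n = 3), a log2 fold change of -2.41 (standard error 0.52, adjusted p = 0.0058) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In GSDMD-KO lungs it was at 239 ± 62.2 CPM in room air and 258 ± 163 CPM in hyperoxia, where the 3 mice ranged from 71.7 to 376 CPM, a log2 fold change of 0.11 (standard error 0.49, adjusted p = 0.88) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc4a1 (ENSMUSG00000006574), the anion exchanger of red cells, was at 33.4 ± 8.94, 6.33 ± 1.2, 52.6 ± 7.66 and 30.6 ± 17.9 CPM in WT-RA, WT-O2, KO-RA and KO-O2. Its log2 fold changes were -2.40 (standard error 0.50, adjusted p = 0.0048) in WT and -0.78 (standard error 0.45, adjusted p = 0.21) in GSDMD-KO lungs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes were called in WT lungs and not in GSDMD-KO lungs, and the difference between the responses was 2.52 (standard error 0.71, adjusted p = 0.53) for Alas2 and 1.61 (standard error 0.67, adjusted p = 0.71) for Slc4a1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both belong to the erythroid list, and with that list's mean as a covariate their log2 fold changes in WT lungs were 0.46 and 0.25, the opposite direction. Between KO-O2 and WT-O2 lungs the log2 fold changes were 2.79 (standard error 0.53) and 2.27 (standard error 0.50), neither called by edgeR. DESeq2 called both (adjusted p = 3.2e-05 and 0.0024, Benjamini-Hochberg), and its adjusted p for the difference between the responses was 0.074 for Alas2 and 0.48 for Slc4a1 (DESeq2, Benjamini-Hochberg). Without the KO-O2 mouse GSD493, edgeR called both, with log2 fold changes of 3.23 and 2.68 (adjusted p = 1.1e-06 and 0.00010, Benjamini-Hochberg). The differences between the responses were then 2.95 and 2.03 (adjusted p = 8.2e-05 and 0.025 by edgeR, Benjamini-Hochberg).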

Genes that were upregulated by hyperoxia in the WT lungs compared to hyperoxia-exposed GSDMD-KO lungs including *Edn1*, *Mif*, *Pik3cg*, and *Trem2*. 

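In WT lungs Edn1 (ENSMUSG00000021367) rose from 31.2 ± 1.38 to 56.8 ± 6.06 CPM, Mif (ENSMUSG00000033307) from 41.5 ± 10.9 to 120.4 ± 22.3, Pik3cg (ENSMUSG00000020573) from 11.2 ± 1.29 to 12.9 ± 2.30 and Trem2 (ENSMUSG00000023992) from 4.63 ± 0.172 to 14.0 ± 1.96 (SD, n = 3). The log2 fold changes were 0.86 (standard error 0.23, adjusted p = 0.011) for Edn1, 1.54 (standard error 0.19, adjusted p = 5.1e-05) for Mif, 0.20 (standard error 0.14, adjusted p = 0.29) for Pik3cg and 1.59 (standard error 0.15, adjusted p = 1.4e-06) for Trem2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In GSDMD-KO lungs they were 0.41 (standard error 0.23, adjusted p = 0.18), 1.55 (standard error 0.19, adjusted p = 5.3e-05), 0.66 (standard error 0.15, adjusted p = 0.0025) and 1.71 (standard error 0.15, adjusted p = 1.0e-06), in the same order and from the same model of edgeR with Benjamini-Hochberg adjustment. Mif and Trem2 were called in both genotypes. In KO-O2 relative to WT-O2 lungs the log2 fold changes were -0.15 (standard error 0.22), -0.19 (standard error 0.18), -0.01 (standard error 0.14) and -0.21 (standard error 0.14), none of them called. The direction for Edn1 changed to 0.045 without the KO-O2 mouse GSD493, and that for Pik3cg to 0.14 without the WT-O2 mouse GSD403 and to 0.16 with Y-linked expression as a covariate. Mif ran from -0.32 without GSD403 to -0.053 without the WT-O2 mouse GSD405. Trem2 ran from -0.32 without GSD403 to -0.12 without the KO-O2 mouse GSD061.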

The *Edn1* gene encodes endothelin 1 which regulates airway smooth muscle remodeling and lung fibroblast proliferation and triggers cytokine storm in human monocytes, which is critical for several inflammatory diseases^38^. MIF is a pleiotropic cytokine produced by various cells, and it acts as a proinflammatory cytokine, which regulates both innate and adaptive immune systems^39^. The *Pik3cg* gene encoded protein p110γ mediates chemokine-induced migration of inflammatory cells, thus playing an important role in initiating inflammatory responses^40^. TREM2 is a receptor expressed on macrophages which drives a gene expression program involved in phagocytosis, lipid catabolism, and energy metabolism^41^. Taken together, modulation of these important genes and pathways regulating inflammatory, tissue remodeling, and organ developmental pathways by GSDMD-KO could contribute to the reduced inflammation, suppressed tissue remodeling, and improved alveolar and vascular development seen in the GSDMD-KO mice after hyperoxia exposure.

Premature neonates also have immature retinas with underdeveloped retinal vasculature. ROP occurs in two phases: hyperoxia and relative hypoxia. Initial exposure to hyperoxia can cause an arrest in retinal vasculature development, leading to phase two: retinal hypoxia in the setting of this initial vasoobliteration. In this phase, an over-production of VEGF occurs in the retinas and subsequently stimulates neovascularization and unrelenting tortuous retinal vascular growth^5,6^. Inflammatory factors, such as cytokines and chemokines, as well as several growth factors, such as neurotrophins, VEGF, and erythropoietin are thought to contribute in some way to increasing the premature infant’s risk for developing ROP^5^. Therapeutic strategies are also being studied and are currently utilized in clinical practice despite known risks. Intraocular VEGF antagonists have been recently used to treat severe ROP, but they have possible systemic anti-angiogenic side effects that are detrimental to the development of other organs, such as the lung and brain, and they do not correct retinal neuronal injury^8^. Using an oxygen-induced retinopathy mouse model^18,19^, we have demonstrated that GSDMD-KO largely prevents both phases of ROP as GSDMD-KO mice had decreased retinal vasoobliteration and improved retinal vascularization.

Since the pathology of ROP blindness extends beyond the retinal vasculature and into the retina, we sought to understand GSDMD’s role in the retinal layer development. We found that under hyperoxia exposure, GSDMD-KO mice had decreased retinal thinning compared to their WT littermates, with major differences observed in the outer plexiform, inner plexiform, and inner nuclear retinal layers. Although we did not measure the thickness of the ganglion cell layer due to the irregularity of the hyperoxia-exposed WT retina, it appeared that this layer was thin, disorganized, and had fewer ganglion cells, while the other three groups had well-organized ganglion cell layer. At the outer plexiform layer, rod and cone photoreceptors synapse onto bipolar cells, and here is the very first synapse of the retina in which coded visual information diverges into distinct parallel pathways^20^. In the inner plexiform layer, cone bipolar cells contact RGC and amacrine cells, and the RGC axons are the sole output neurons of the retina^20^. Thinning of these layers, particularly the outer plexiform layer and ganglion cell layer was associated with GSDMD expression in hyperoxia-exposed WT retinas. Given the critical role of GSDMD in cell death, it is plausible to suggest that increased cell death is responsible for the poor development of these retinal layers and possible visual function. Thus, our combined data illustrate that GSDMD-KO not only prevents retinal vascular derangement leading to ROP but also prevents damage to the retinal layers themselves which should result in better vision. Clinical studies have shown that children with a history of severe ROP also have reduced retinal nerve fiber layer even at 8 years of age^42^. It is plausible that reducing GSDMD activation would also improve retinal nerve layer development in infants with ROP.

Similar to BPD, we found that GSDMD-KO inhibits hyperoxia-induced retinal inflammation as assessed by reduced numbers of activated microglial macrophages in the retinas. Microglial cells play active roles in maintaining the normal structure and functioning of the retina. In a chronic pre-inflammatory environment, microglia become pathologically activated and release excessive inflammatory mediators that promote retina damage and disease progression^43–46^. Preventing chronic microglial activation by GSDMD-KO would certainly reduce retina injury and progression of ROP caused by chronic hyperoxia exposure.

Our retinal RNA-seq data provide a better characterization of how GSDMD deficiency affects hyperoxia-regulated transcriptomes and biological pathways related to ROP. We found hyperoxia upregulated and downregulated distinctive gene pathways in the WT retinas but not in the GSDMD-KO retinas. In the WT retinas, hyperoxia-induced gene pathways were associated with inflammation, such as cytokine signaling in the immune system, NF-κB transcription, cytokine binding, and TNF receptor superfamily binding; with tissue remodeling, such as C–C chemokine receptor activity and TGF-β-activated receptor activity; with cell death activity; and with vascular development such as blood vessel diameter maintenance, HIF-1α transcription factor network, and VEGF and VEGFR signaling network. 

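The retinas were collected on postnatal day 18, after hyperoxia to day 12 and recovery in room air. In WT retinas with hyperoxia, the 22 HIF-1 target genes rose by a mean log2 fold change of 0.71, and in GSDMD-KO retinas by 0.62 (adjusted p = 2.1e-07 and 0.0027, from limma's camera with Benjamini-Hochberg adjustment). Vegfa (ENSMUSG00000023951) rose from 245 ± 11.2 to 585 ± 33.8 CPM in WT (SD, n = 3) and from 221 ± 38.4 to 442 ± 40.6 CPM in GSDMD-KO retinas. The log2 fold changes were 1.25 (standard error 0.13, adjusted p = 0.0012) and 1.00 (standard error 0.13, adjusted p = 0.0038) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adm (ENSMUSG00000030790) rose by 3.72 (standard error 0.25) in WT retinas. The TNF and NF-kB list rose by means of 1.09 in WT and 0.81 in GSDMD-KO retinas, and the cell death and p53 list by 0.49 and 0.35. Their adjusted p were 1.4e-05, 0.0034, 0.0047 and 0.029, from limma's camera with Benjamini-Hochberg adjustment.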

TNF-α is known to be produced by retinal microglial cells under hypoxia, and it can induce RGC death and contribute to the breakdown of the blood-retinal barrier^47,48^. NF-κB has been shown to be significantly elevated in a rat model of oxygen-induced ROP^49^. The roles of VEGF in the pathogenesis of clinical ROP and experimental ROP are well documented, and intra-ocular injection of VEGF inhibitors is the most used therapy for preterm infants with ROP^50^. HIF-1α is a key transcription factor for VEGF expression under hypoxia, and suppression of HIF-1α protects against mouse models of ROP^51^. Dysregulation of these pathways would undoubtedly contribute to the pathogenesis of ROP seen in our model. In the WT mice, hyperoxia also suppressed genes associated with neuron projection development and transmission across chemical synapses. Downregulation of these genes could lead to poor visual development related to ROP.

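The synapse list had a mean log2 fold change of -0.20 in WT retinas with hyperoxia, with 6 of 30 genes higher, and the mean in GSDMD-KO retinas was -0.20 (adjusted p = 9.5e-05 and 0.00077, from limma's camera with Benjamini-Hochberg adjustment). Of its genes 4 had an adjusted p under 0.1 in WT retinas over all genes and 8 when adjusted over the list alone. Cplx1 (ENSMUSG00000033615) went from 112 ± 23.2 to 61.6 ± 2.33 CPM in WT retinas (SD, n = 3), a log2 fold change of -0.86 (standard error 0.16), Gria3 (ENSMUSG00000001986) changed by -0.43 (standard error 0.087) and Gria4 (ENSMUSG00000025892) by -0.33 (standard error 0.083).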

Gene set enrichment analysis demonstrated that hyperoxia-induced and suppressed additional gene pathways in the GSDMD-KO retinas, especially those related to vascular development and cell death. Those related to vascular development include angiogenesis, positive regulation of vascular development, and blood vessel diameter maintenance. Upregulation of these gene pathways by GSDMD-KO may contribute to better vascular development under hyperoxia. Hyperoxia downregulated gene pathways were largely related to cell death including necroptosis, apoptosis, cellular senescence, and p53 signaling. Given that GSDMD is a crucial regulator of inflammatory cell death, downregulating these cell death pathways by GSDMD-KO could lead to better development of retinal layers in our model.

Overrepresentation analysis of Gene Ontology terms for retinal genes modulated by GSDMD-KO in the setting of hyperoxia demonstrated many genes related to retinal vascular and neuronal development were modulated, such as synapse organization, axonogenesis, neurogenesis, angiogenesis, visual perception, and endothelium development. In addition, the genes identified by overrepresentation analysis for KEGG pathways in hyperoxia-exposed GSDMD-KO retinas were associated with developmental pathways such as PI3K/Akt, GAPAergic synapsis, Hippo signaling, and FoxO signaling. The GABAergic synapsis plays a role in visual processing^52^. Hippo signaling blocks mammalian retinal muller cell reprogramming, thus playing a role in vision development^53^. The FoxO family of transcription factors regulates apoptosis in RGC depending on their phosphorylation status by PI3K/Akt and cellular localization^54^. Since these pathways are mainly related to retinal vascular and neuronal development, again modulating their expression by GSDMD deficiency could prevent hyperoxia-induced ROP.

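In WT retinas with hyperoxia Birc3 (ENSMUSG00000032000) rose from 0.861 ± 0.0732 to 2.88 ± 0.877 CPM, Birc5 (ENSMUSG00000017716) from 1.14 ± 0.374 to 4.04 ± 1.5 and Edn2 (ENSMUSG00000028635) from 1.12 ± 1.57 to 36.7 ± 11.4 (SD, n = 3). Nlrc3 (ENSMUSG00000049871) went from 2.00 ± 0.545 to 3.13 ± 0.572 CPM, Pdgfrb (ENSMUSG00000024620) from 8.14 ± 0.483 to 12.4 ± 2.5 and Stat3 (ENSMUSG00000004040) from 40.3 ± 2.77 to 92.6 ± 38.6. The log2 fold changes in WT retinas were 1.74 (standard error 0.30, adjusted p = 0.014) for Birc3, 1.82 (standard error 0.41, adjusted p = 0.042) for Birc5 and 5.07 (standard error 1.11, adjusted p = 0.049) for Edn2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were 0.65 (standard error 0.25, adjusted p = 0.20) for Nlrc3, 0.61 (standard error 0.16, adjusted p = 0.068) for Pdgfrb and 1.2 (standard error 0.24, adjusted p = 0.028) for Stat3, from the same edgeR test with Benjamini-Hochberg adjustment. In GSDMD-KO retinas they were 0.18 (standard error 0.29, adjusted p = 0.78), 0.77 (standard error 0.40, adjusted p = 0.31), 5.51 (standard error 1.24, adjusted p = 0.044), 0.53 (standard error 0.25, adjusted p = 0.26), 0.68 (standard error 0.16, adjusted p = 0.039) and 0.92 (standard error 0.24, adjusted p = 0.059), in the same order and from the same edgeR test with Benjamini-Hochberg adjustment. Birc3, Birc5, Edn2 and Stat3 were called in WT retinas, and Edn2 also in GSDMD-KO retinas. Between the libraries labelled KO-O2 and WT-O2 the log2 fold changes were -0.70 (standard error 0.29), -0.76 (standard error 0.39), -1.43 (standard error 0.90), -0.04 (standard error 0.25), -0.05 (standard error 0.15) and -0.55 (standard error 0.24), none of them called. The direction for Nlrc3 changed to 0.087 and that for Pdgfrb to 0.097 without the WT-O2 mouse GSD347. With single mice left out, Stat3 ran from -0.74 to -0.15 in this comparison, the latter without GSD347. Birc3 ran from -0.95 to -0.54, Birc5 from -1.19 to -0.50 and Edn2 from -2.35 to -0.96. Without GSD347 the log2 fold change of Stat3 with hyperoxia in WT retinas was 0.80, under the 2-fold threshold. The interaction of Birc3 was -1.55 (standard error 0.42, adjusted p = 0.24), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.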

A selective six genes, including *Birc3, Birc5, End2, Nlrc3, Pdgfrb,* and *Stat3*, were shown to be upregulated by hyperoxia in the WT retinas but not in hyperoxia-exposed GSDMD-KO retinas by qRT-PCR that correlated with RNA-seq results. *Birc3* is a gene involved in cytokine signaling in the immune system and positive transcription of NF-κB transcription factor activity. It has been shown to be upregulated in a rat model of retinopathy^55^. *Birc5*, a marker for resident microglia of the retinas and is associated with C–C chemokine receptor activity, cytokine signaling in the immune system, mitotic cell cycle, and vasculogenesis^56^. *Edn2* promotes inflammation, injures the blood-retinal barrier and microglial muller cells, and plays a role in experimental retinopathy^57^. *Nlrc3* is a member of the NLR family and a component of the inflammasomes that play an important role in the pathogenesis of ocular diseases^58^. *Pdgfrb* is one of the receptors for PDGF that regulates vasculogenesis and fibroblast proliferation, and it is implicated in the pathogenesis of ROP^59^. *Stat3* regulates cytokine signaling in the immune system, NF-κB transcription factor activity, and endothelial cell proliferation, and its activation in microglia increases pericyte apoptosis^60^. These data further highlight the importance of GSDMD-KO in protecting against hyperoxia-induced inflammation, abnormal vasculogenesis, and tissue remodeling in the retinas.

We also did an interaction analysis of RNA-seq data in order to discover common pathways dysregulated by hyperoxia in both BPD and ROP models. Among the pathways found, the most striking ones are related to inflammation, such as TNF signaling, IL-17 signaling, cAMP signaling, and NF-κB signaling pathways, all of which are thought to play important roles in the pathogenesis of BPD and ROP. Moreover, GSDMD-KO attenuated these pathways in both BPD and ROP models, which is not surprising given that GSDMD is a key regulator of inflammation. 

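In both tissues the TNF and NF-kB list and the IL-17 list rose with hyperoxia in GSDMD-KO mice. In the retina the IL-17 list, with 20 tested genes, rose by a mean log2 fold change of 0.91 in WT and 1.08 in the libraries labelled KO (adjusted p = 0.14 and 0.024, from limma's camera with Benjamini-Hochberg adjustment). Between the libraries labelled KO-O2 and WT-O2 it differed by -0.21, with 10 genes higher (adjusted p = 0.58, from limma's camera with Benjamini-Hochberg adjustment). Of these genes 1 had an adjusted p under 0.1 over all genes and 3 when adjusted over the list alone, and Traf3ip2 (ENSMUSG00000019842) was higher with a log2 fold change of 0.87 (standard error 0.25). The cytokine genes Tnf, Il1b and Il17a had too few counts to be tested in the retina.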

The other pathways regulated by hyperoxia in GSDMD-KO in both lungs and retinas were associated with tissue remodeling, such as cell adhesion molecules and cell adhesion mediator activity, and developmental pathways, such as PI3K/Akt signaling pathway. Since the PI3K/Akt pathway is essential for retinal angiogenesis and alveolarization, positive modulation of this pathway would contribute to the better development of both retinal and alveolar structures.

To the best of our knowledge, this is the first study to demonstrate that GSDMD-KO lessens the injurious effects of hyperoxia on the lung and the retina. Our study has a few limitations. First, lung and retina injury in premature neonates is multifactorial, and in our study, we did not evaluate other contributing factors such as infection, steroid use, or intermittent hypoxia. Studies have shown that intrapartum and postnatal infection-associated inflammation are certain risk factors for developing BPD and ROP^61,62^. Likewise, dysregulated VEGF has been linked to the development of BPD^63,64^ and importantly plays a crucial role in the pathogenesis of ROP. In our study, we did not focus on the VEGF nor identify the role, if any, of GSDMD in the expression or action of VEGF in the lung or the retina of neonatal mice. However, we did present data showing global hyperoxia-induced changes in transcriptomes and biological pathways and how GSDMD-KO affects these changes in both organs, including vascular development. In future studies, it would be important to explore the role GSDMD-KO plays in infection, steroid exposure, and intermittent hypoxia-related BPD and ROP.

In conclusion, the results of this study demonstrate that deficiency of GSDMD largely attenuates the damaging effects of hyperoxia on lung and retina histopathology at structural and cellular levels and link these changes by transcriptome expression analysis. GSDMD-KO results in improved lung alveolarization and vascularization, decreased lung inflammation, and reduced cell death under hyperoxia exposure. These structural changes are associated with biological pathways that better regulate inflammatory responses by modulating oxidative stress and limiting tissue remodeling via inhibition of metallopeptidase activity and cell death. GSDMD-KO also improves retinal vascularization and layer development and decreases retinal inflammation. These histological changes are coupled with biological pathways that prevent cell death and avoid activation of inflammatory pathways, cellular senescence, and developmental pathways. These findings suggest that targeting GSDMD may be beneficial in preventing and treating BPD and ROP in premature infants.

## Methods

### Materials

The following antibodies were used for immunostaining: anti-AIF1 (1:500 dilution) from ThermoFisher (Waltham, MA), anti-GSDMD (1:500 dilution) from Santa Cruz (Dallas, TX), anti-MAC-3 (1:20 dilution) from BD Biosciences (San Jose, CA), anti-vWF (1:50 dilution) from Dako (Carpinteria, CA), anti-α-SMA (1:100 dilution) from Sigma (Saint Louis, MO), anti-Ki67 (1:100 dilution), anti-neutrophil elastase (1:4000 dilution) and anti-RBPMS (1:500 dilution) from Abcam (Cambridge, MA). AlexaFluor-594 labeled isolectin IB4, TUNEL assay, and all qRT-PCR primers were purchased from ThermoFisher.

### Animals and study approval

The Animal Care and Use Committee of the University of Miami Miller School of Medicine approved the experimental protocol. All animals were cared for according to the National Institutes of Health guidelines for the use and care of animals. The study is reported in accordance with ARRIVE. GSDMD-KO mice (C57/B6)^13^ were obtained from Jackson Laboratory (Bar Harbor, ME). Heterozygote female and male mice were mated to produce newborn mice. Tail biopsy was done on newborn mice at postnatal day 7 for DNA extraction and PCR with primers to identify WT mice and homozygous KO mice which carry CRISPR/Cas9-derived knockout alleles that incorporates a 38 bp deletion in exon 5 of the GSDMD gene. Experiments were done with homozygous KO mice and their WT littermates.

### Hyperoxia-induced BPD model

Newborn GSDMD-KO mice and their WT littermates were exposed to RA (21% O_2_) or hyperoxia (85% O_2_) from P1 to P14 as previously described^15^. On P15, the pups were anesthetized by 0.1% isoflurane and their lungs were collected.

### Lung tissue section

Lungs were infused with 4% paraformaldehyde via a tracheal catheter at 20 cmH_2_O pressure for 5 min, fixed overnight, embedded in paraffin wax, and then sectioned.

### Assessment of GSDMD expression in lung tissues

Lung tissue sections were immunostained with an anti-GSDMD antibody to determine GSDMD protein expression.

### Assessment of lung inflammation

Macrophage infiltration was determined by immunostaining with an anti-MAC3 antibody, and neutrophil infiltration was assessed by immunostaining with an antibody for neutrophil elastase. The number of MAC-3-stained cells and neutrophil elastase-stained cells in the alveolar airspaces of lung tissue sections were counted from 5 random high power fields (HPF) taken from the 20 × objective on each slide^15^.

### Lung histology and morphometry

Lung tissue sections were stained by standard hematoxylin and eosin (H&E) method for histology and morphometry. The lung morphometric analysis was performed by a staff unaware of the experimental condition. For MLI assessment, five random images were taken with the 20 × objective on each HE-stained lung tissue section. The images were viewed under a field of equally spaced horizontal lines, and the MLI was calculated as the average of the total length of lines divided by the total intercepts of alveolar septa from each lung. For RAC measurement, five random terminal respiratory bronchioles were identified under the 20 × objective on each HE-stained lung tissue section. The number of distal air sacs transected by a line drawn from a terminal respiratory bronchiole to the nearest pleural surface was counted, and the RAC was calculated as the average number of distal air sacs from each lung section.

### Measurement of pulmonary vascularization and vascular remodeling

Double immunofluorescent staining for vWF, an endothelial marker, and α-SMA, a vascular smooth cell marker, was performed. Pulmonary vascular density was quantified by the number of vWF positive vessels (< 50 μm in diameter) per HPF in 5 randomly selected, non-overlapping, parenchymal fields on lung sections from each animal. Pulmonary vascular remodeling was assessed by the extent of muscularization of the peripheral pulmonary vessels. Muscularized vessels were defined by the presence of smooth muscle cells positively stained with α-SMA antibody in 50% or more of the vessel circumference. Five random, non-overlapping images on each lung section were viewed, and the percentage of muscularized peripheral pulmonary vessels was determined.

### Assessment of lung cell proliferation and death

Cell proliferation was assessed by immunofluorescent staining for Ki67, and the proliferating index was calculated as the average percentage of Ki67-positive nuclei in total nuclei in 5 random HPF on lung sections from each animal. Cell death was studied using a TUNEL assay and the cell death index was calculated as the average percentage of TUNEL-positive nuclei in total nuclei in 5 random HPF on lung sections from each animal^15,65^.

### Hyperoxia-induced ROP model

WT and GSDMD-KO newborn mice were exposed to RA from P1 to P17. To generate the ROP model, subsets of WT and GSDMD-KO mice were exposed to 75% oxygen from P7 to P12 and then placed on RA recovery^18,19^. Mice were anesthetized as described above, and the eyes and retinas were collected on P18.

### Assessment of GSDMD expression in retinas

Double fluorescent immunostaining for GSDMD and RBPMS was performed on retinal sections to colocalize GSDMD and RBPMS expression.

### Assessment of vasoobliteration and neonvascularization of retina

Whole-mount retinas were stained for endothelial cells with AlexaFluor-594 labeled isolectin IB4 and the degree of vasoobliteration and neovascularization was assessed as previously described^18^. Briefly, using Carl Zeiss ZEN Software, total avascular and total retinal areas were measured. Total avascular area in proportion to the total retinal area was used to calculate the total area of vasoobliteration in 6 retinas per group. Total neovascular areas were measured by the intensity of staining, and total neovascular area in proportion to the total retinal area was used to calculate the total area of neovascularization in 6 retinas per group.

### Assessment of retinal thickness

Eye sections were prepared, stained by H&E, and photographed under Zeiss ZEN Software. The thickness of each retinal layer was measured from three sections of each eye of 9–15 eyes/group using ImageJ software.

### Microglial assessment

Immunofluorescence with an antibody for AIF, a marker for microglia, was performed to detect active microglia and staining with AlexaFluor-594 labeled isolectin IB4 was performed to detect vasculatures on retinas.

### RNA isolation and real-time qRNA-PCR

Total RNA was extracted from frozen lung tissues and retinal tissues using the RNeasy Universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA quality and integrity were verified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples had RNA integrity numbers > 7. The Real-time qRT-PCR was performed on an ABI Fast 7500 System (Applied Biosystems, Foster City, CA) as previously described^65^. The expression levels of target genes were normalized to 18S rRNA.

### RNA sequencing

RNA-seq was performed by BGI Genomics (Hong Kong). A detailed description of the procedures was provided in the Supplemental Methods.

### Data management and statistical analysis

Data were expressed as mean ± SD and comparisons between groups were performed using one-way ANOVA and Tukey’s multiple comparison analysis. A *P*-value of 0.05 was considered significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the current study are available in  under record GSE206087.

# Supplementary material for: GSDMD deficiency ameliorates hyperoxia-induced BPD and ROP in neonatal mice
**Source:** Sci Rep. 2023 Jan 4;13:143. doi: 10.1038/s41598-022-27201-y
**Supplement:** Supplementary file 1 — Supplementary Information.

## ONLINE SUPPLEMENTS

### Supplemental Methods

**RNA Isolation and Sequencing:** Total RNA was extracted from frozen lung and retinal tissues using the RNeasy Universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer's instructions. RNA quality and integrity were verified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples had RNA integrity number > 7. RNA sequencing was performed by BGI Genomics (Hong Kong) with a read depth of 30 million reads per sample for 150 bp paired-end reads. The raw sequence read in FASTQ format were aligned to the mouse (*Mus musculus*) genome build mm\_GRCm39\_104 using kallisto (1) followed by gene summarization with tximport (2). After checking data quality, differential expression analyses comparing treatment groups to control and to each other were performed using DESeq2 with false discovery adjustment (3). Genes were considered differentially expressed based on their fold-change relative to control ( $\geq 2$  or  $\leq 0.5$ ), p-value ( $<0.05$ ), and q-value ( $<0.1$ ). Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology and pathway terms using the clusterProfiler package in R (4, 5). Only unique terms associated with either induced or suppressed genes and at least 2 genes were reported. Upset plots of differentially expressed genes across different experimental conditions were generated using the UpsetR package (6).

1. Bray NL, et al. Near-optimal probabilistic RNA-seq quantification. *Nat Biotechnol.* 2016;34:525-527.
2. Soneson C, et al. Differential analyses for RNA-seq: transcript-level estimates improve

gene-level inferences. *F1000Res*. 2015;4:1521.

3. Love MI, et al. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
4. Wu T, et al. ClusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (N Y)*. 2021;2:100141.
5. Yu G, Wang LG, Han Y, He QY. ClusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*. 2012;16(5):284-7.
6. Gehlenborg N. UpSetR: A more scalable alternative to venn and euler diagrams for visualizing intersecting sets. <http://github.com/hms-dbmi/UpSetR>.

## Supplemental Figures

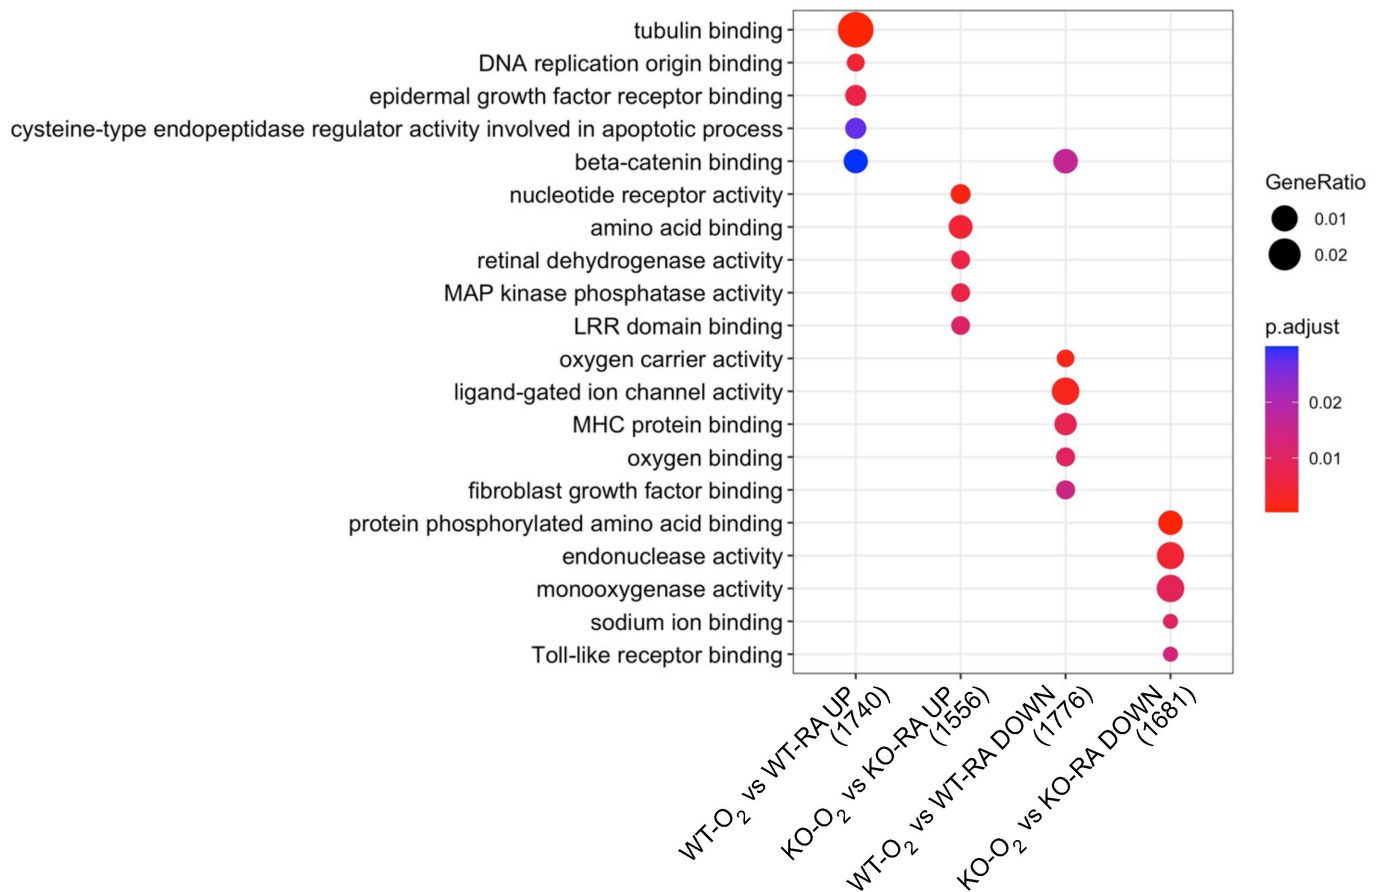

**Supplemental Figure 1.** Overrepresentation analysis and comparison of biological themes on ClusterProfile showing unique biological terms regulated by hyperoxia in WT and GSDMD-KO lungs. n = 3 animals/group.

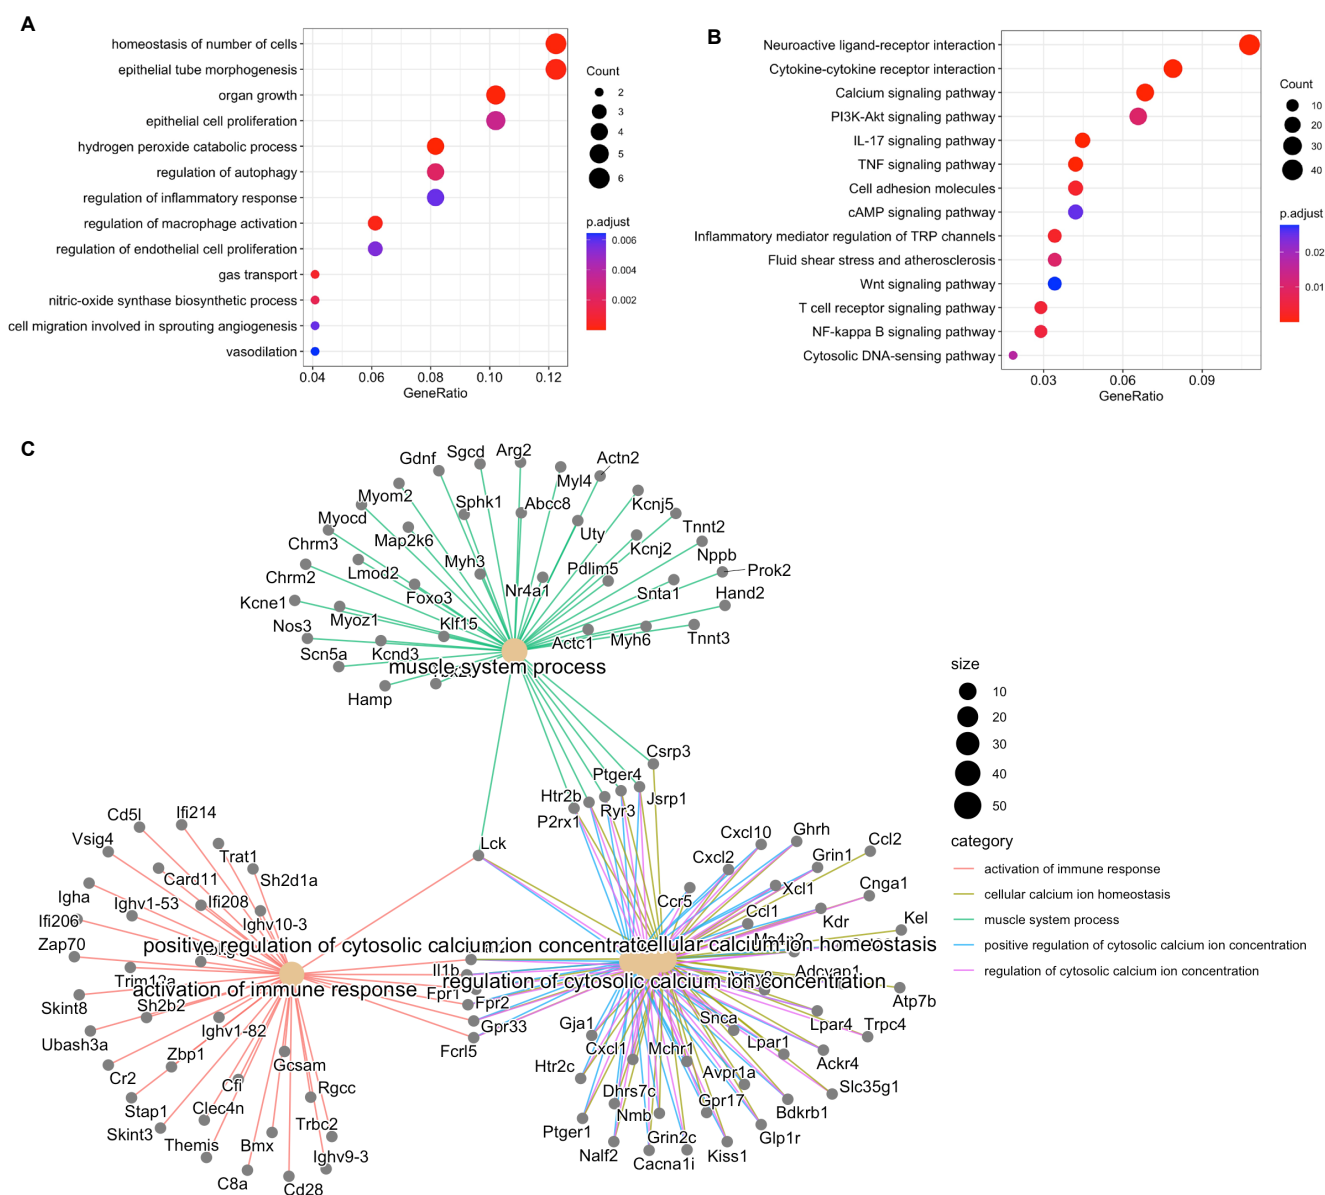

**Supplemental Figure 3. A.** Overrepresentation analysis for Gene Ontology term of genes identified to be modulated by GSDMD-KO in the lungs under hyperoxia exposure. **B.** Overrepresentation analysis for KEGG pathways of genes identified to be modulated by GSDMD-KO in the lungs exposed to hyperoxia. **C.** Network plot of the 5 top biological processes enriched for among genes regulated by GSDMD-KO in hyperoxia-exposed lungs. n = 3 animals/group.

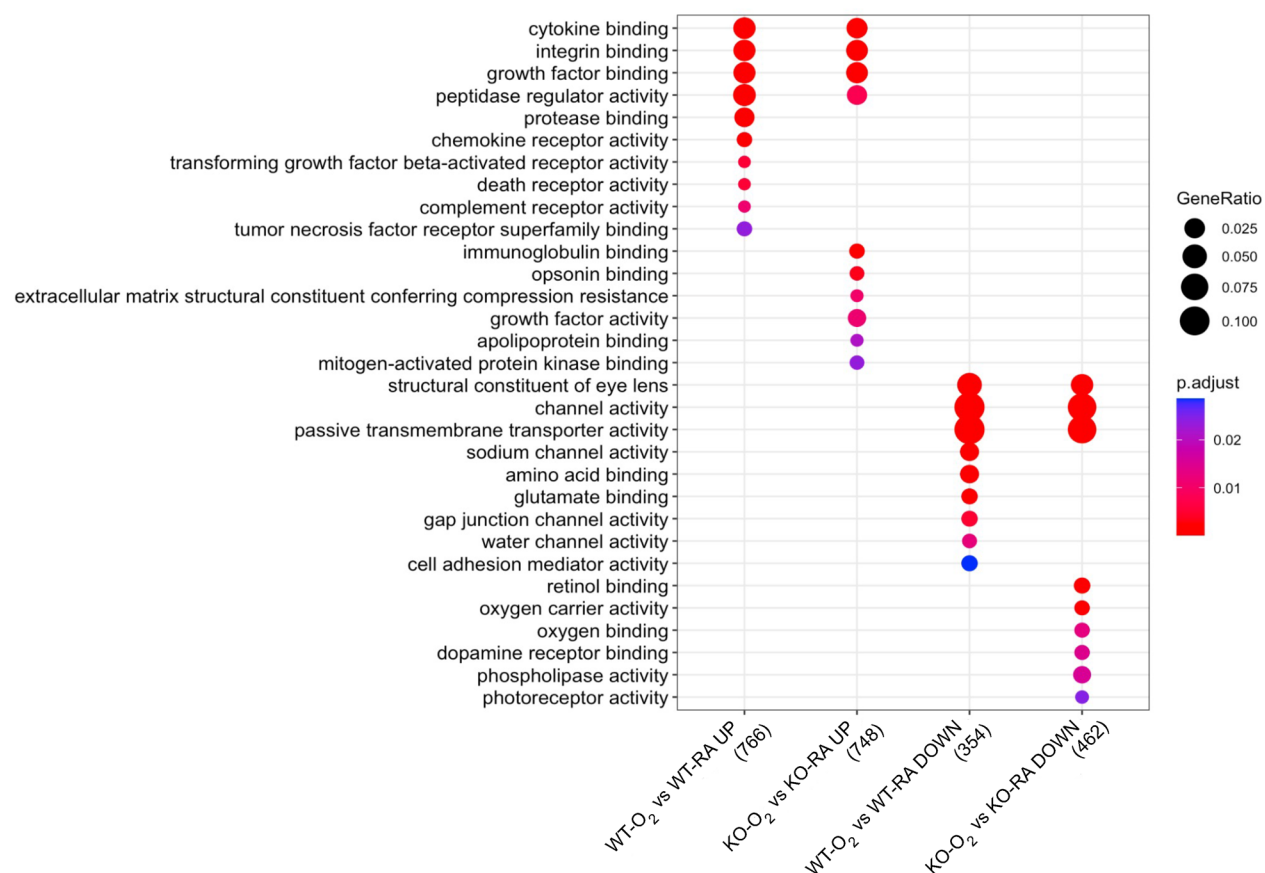

**Supplemental Figure 4.** Overrepresentation analysis and comparison of biological themes on ClusterProfile showing unique biological terms regulated by hyperoxia in WT and GSDMD-KO retinas. n = 3 animals/group.

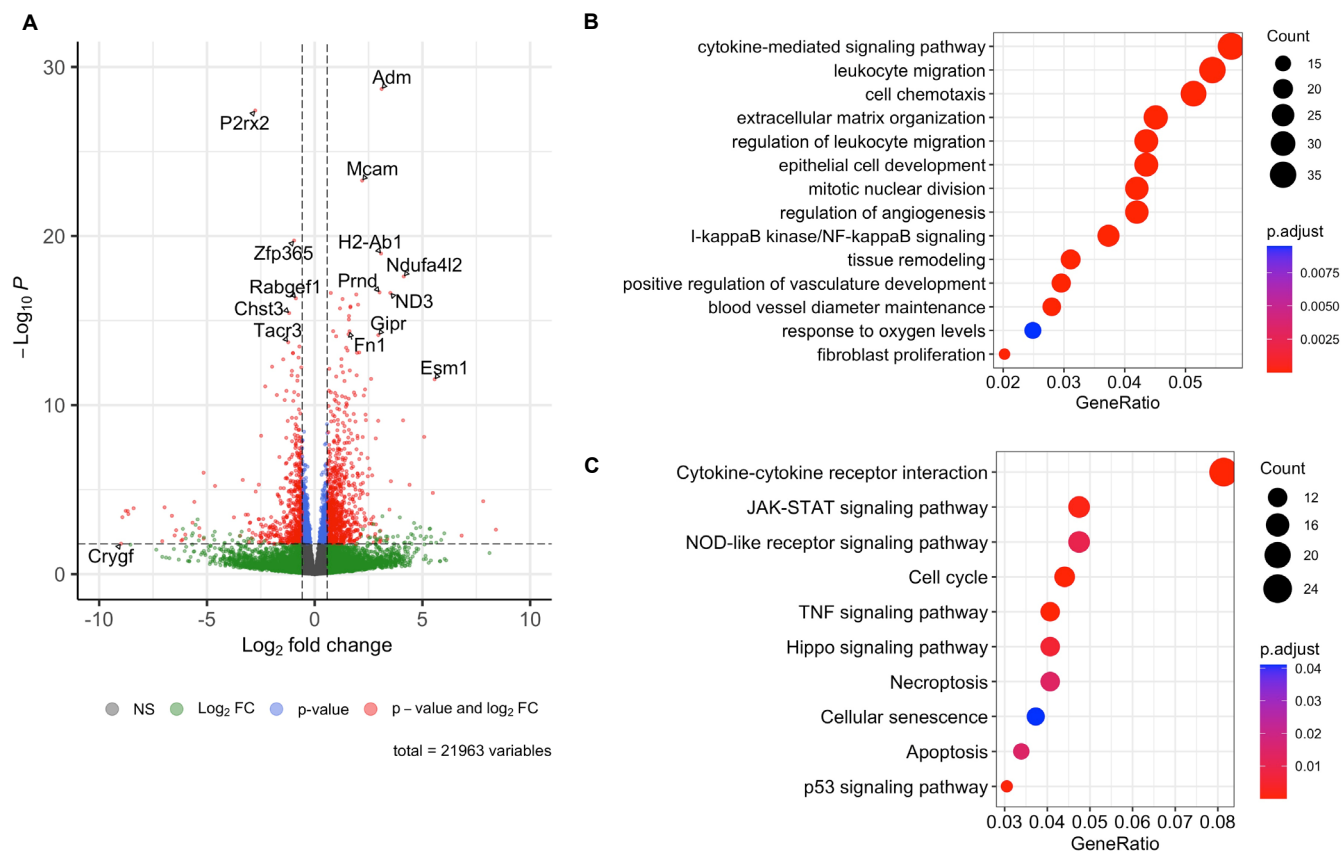

**Supplemental Figure 5. A.** Volcano plot of genes differentially expressed in the retinas of hyperoxia-exposed GSDMD-KO mice compared to hyperoxia-exposed WT mice. **B.** Gene set enrichment analysis of genes induced in hyperoxia-exposed GSDMD-KO retinas. **C.** Gene set enrichment analysis of genes suppressed in hyperoxia-exposed GSDMD-KO retinas. n = 3 animals/group.

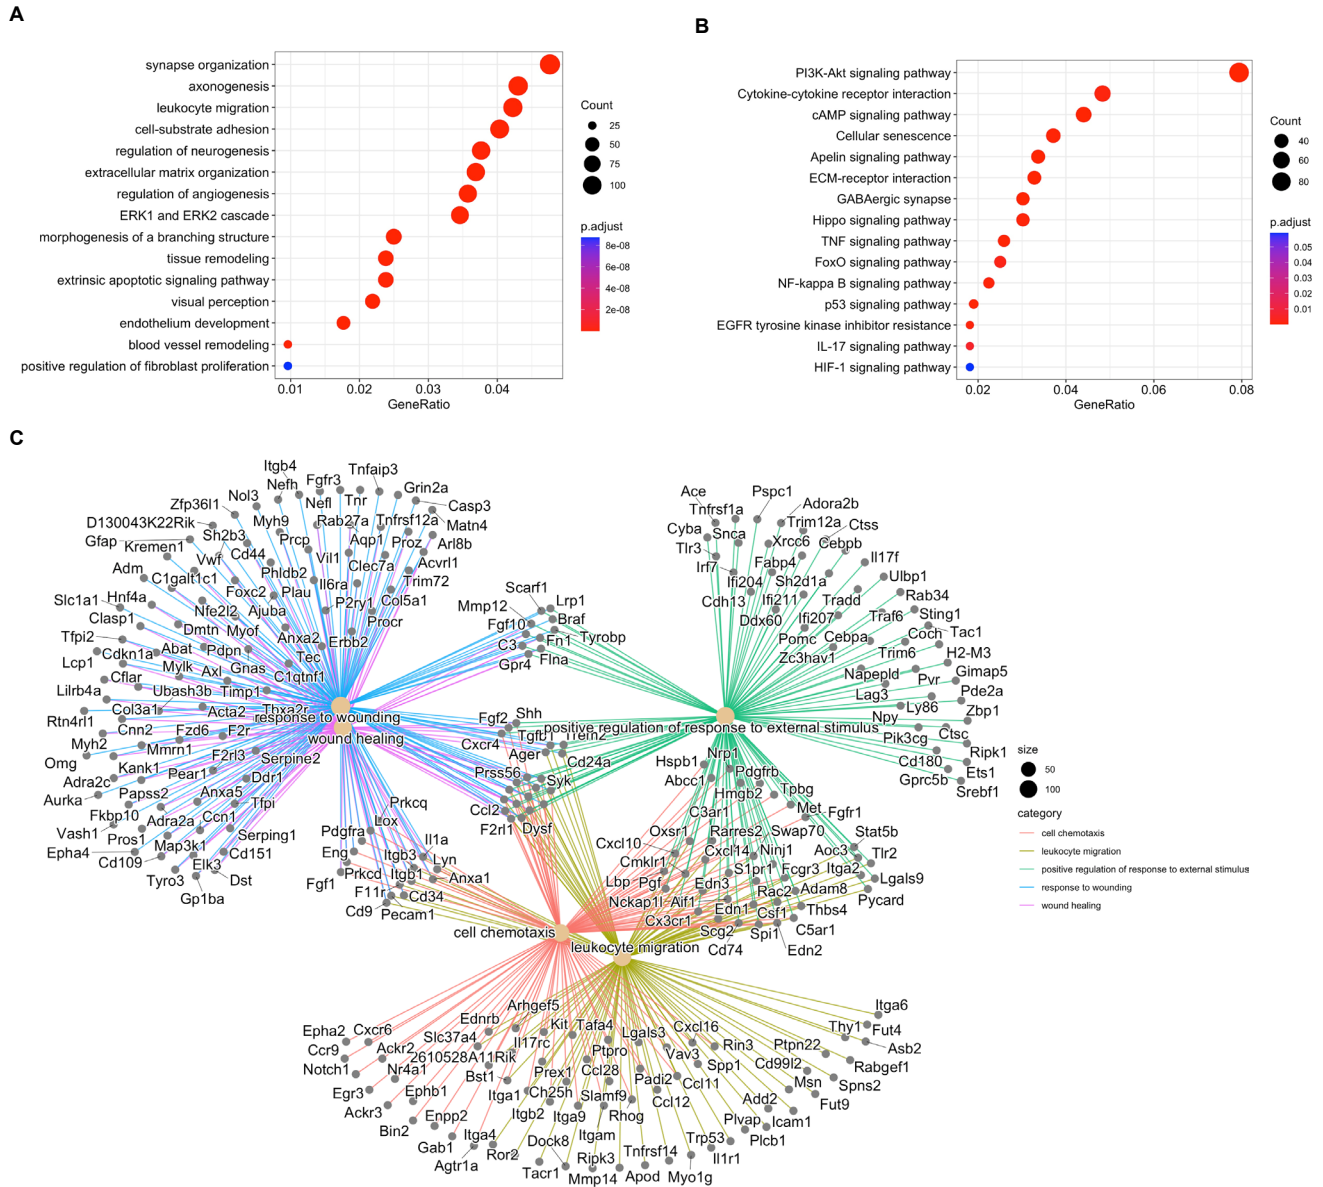

**Supplemental Figure 6. A.** Overrepresentation analysis for Gene Ontology term of genes identified to be modulated by GSDMD-KO in the setting of hyperoxia in the retinas. **B.** Overrepresentation analysis for KEGG pathways of genes identified to be modulated by GSDMD-KO in the setting of hyperoxia in the retinas. **C.** Network plot of the top 5 biological processes enriched for among genes regulated by GSDMD-KO in hyperoxia-exposed retinas. n = 3 animals/group.

How the deposited data were processed for this re-analysis (not part of the article)

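RNA sequencing of 24 samples was used, 12 lungs and 12 retinas, each from its own mouse. Each tissue had 4 groups of 3 mice: WT in room air (WT-RA), WT in hyperoxia (WT-O2), GSDMD-KO in room air (KO-RA) and GSDMD-KO in hyperoxia (KO-O2). Lungs came from mice kept in 85% or 21% oxygen from postnatal day 1 to 14 and were collected on day 15. Retinas came from mice kept in 75% oxygen from postnatal day 7 to 12 or in room air. The mice given oxygen then recovered in room air, and retinas were collected on day 18. For the retina, hyperoxia names the exposure together with this recovery. Samples were grouped by the genotype and exposure on their labels, and no group was defined by a measured value.

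The authors assigned the reads to mouse transcripts with kallisto and summed them per gene with tximport, and the authors deposited 1 table of expected counts (estimated counts) per tissue, not divided by library size. The paper's text does not name the settings of tximport. Of the nonzero values 57.8% in the lung and 4.19% in the retina were whole or nearly whole numbers, so the retina counts may have been scaled within each library. Tests were therefore made within a tissue only. The authors tested genes with DESeq2 at a fold change of at least 2, p under 0.05 and an adjusted p under 0.1, and the paper's text does not name the reduced model of its interaction test or which samples shared a fit.

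The lung table lists 36109 genes and the retina table 36595, of which 35816 and 35968 were given symbols from a GRCm38 annotation by gene identifier. Genes left without a symbol held 0.0751% to 0.0904% of the counts of a lung library and 0.635% to 0.788% of a retina library, and stayed in the tests. The totals per library were 28763661 to 29604254 in the lung (median 29226529) and 24863257 to 29093035 in the retina (median 27827879), and the 10 most abundant genes held 7.12% to 8.93% and 15.3% to 19.9% of them. Genes of a few CPM carry a clear counting error, and with 3 mice per group the spread between mice limits most other genes.

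Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. All 12 samples of a tissue were fitted in 1 model with a term per group, after TMM normalization and filterByExpr by group, which left 16819 genes in the lung and 19173 in the retina. Dispersions were estimated with estimateDisp and glmQLFit with robust=TRUE, and tested by the quasi-likelihood F-test with Benjamini-Hochberg adjustment. The 5 contrasts were hyperoxia in WT, hyperoxia in GSDMD-KO, KO-O2 against WT-O2, KO-RA against WT-RA, and the interaction of genotype and hyperoxia. A gene was called at an adjusted p under 0.1, p under 0.05 and a fold change of at least 2 in either direction, and for the interaction at an adjusted p under 0.1 without a fold threshold. Standard errors are the absolute log2 fold change over the square root of F. Where a group had 3 counts or fewer, the fold was given as a bound. Levels are CPM with TMM factors, except those of Gsdmd per library, Y-linked expression and liver genes, which are CPM of the library's total. Principal components were computed from counts transformed by vst in DESeq2 1.42.0 without regard to group, on the 500 genes of highest variance, centred and not scaled.

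The paper's enrichment used annotation that is not used here. In its place 42 short gene lists were written by hand from general knowledge of gene function, 20 tested in the lung and 28 in the retina, and tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and contrasts of a tissue. For the lung these were neutrophil chemotaxis, interferon-gamma response, lung morphogenesis, vascular permeability, DNA replication origin, erythroid, metallopeptidase, oxidative stress and Wnt signaling, and the cell types macrophage, neutrophil, proliferation, heart and thymus. For the retina they were mitotic cell cycle, VEGF network, HIF-1 targets, C-C chemokine receptors, vasoconstriction, death receptors, visual cycle and retinol binding, neurofilament, phototransduction, synapse, cell death and p53, and extracellular matrix, and the cell types microglia, lens, retinal pigment epithelium, ciliary and cornea epithelium, skeletal muscle, erythroid blood, photoreceptor, retinal ganglion cell, amacrine and bipolar, and Mueller glia. For both they were TNF and NF-kB signaling, IL-17 signaling, PI3K-Akt signaling, endothelium, male and female, and the female list had too few tested genes to be tested. Lists of platelet, liver, clock, glucocorticoid and heat shock genes were added for single questions, each before its test was run.

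The genes named are, by a rule fixed at the start, every gene the paper names that the tables list, for each comparison the 3 largest rises and 3 largest falls among called genes with a mean of at least 1 CPM over the 6 samples and no overlap between the groups, and at most 3 members of each list with the smallest p. Not every gene that this rule picks is reported here. Y-linked expression was counted as present above 20 CPM summed over the male list, and read only as a label of sex.

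The alternatives tried were RLE size factors, DESeq2, no filter on low counts, at least 10 counts in every sample, only the 6 samples compared, the erythroid or lens mean as a covariate, an adjusted p under 0.05, a null model dropping both genotype terms, an interaction of at least 1 on the log2 scale, each mouse left out in turn, principal components of log2 CPM with a prior count of 2, of all tested genes, or without the erythroid or lens list, fry in place of camera, and an estimated inter-gene correlation. A further 6 were chosen after seeing the data, and the closing section names them. Groups were also redrawn within the samples compared, keeping 3 mice per group. For the gene lists the redraws exchanged exposure together with genotype.

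The scripts were tested on simulated data with the means, totals and spread of these samples. Of 100 genes simulated with a 4-fold interaction, edgeR recovered 96 in the lung and 85 in the retina, and of 100 with a 2-fold interaction 78 and 16. For a 2-fold effect of hyperoxia in WT it recovered 91 and 67 of 100. Among unchanged genes edgeR called up to 20 and DESeq2 up to 103 in a comparison. All these counts were taken at an adjusted p under 0.1 without the threshold on the fold change. They therefore do not measure the rule for calls that includes it. Changes were simulated only in genes above a minimum mean count, so recovery at low counts was not tested. With camera 10 of 10 changed lists were recovered in each run of 100 lists, and at most 2 unchanged lists were called. Simulated genes varied independently of each other, and every gene of a changed list was changed. These runs therefore do not show how often camera calls unchanged lists whose genes vary together.

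Read alignment was not repeated, since reads are not analysed here, and the paper's histology, imaging, protein and cell measurements are not analysed here.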

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

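In this part, the tests on lens transcripts, on mt-Nd3 and its copy, on GC content, on blood among the KO-O2 lungs and on sex among the genes of room air lungs were chosen only after the result was seen. The results below were singled out for a difference between WT and GSDMD-KO mice in their response to hyperoxia, tested by the interaction term, or for a signal in the comparison of KO-RA with WT-RA, which the paper does not report.

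Between KO-RA and WT-RA lungs 23 genes were called, 7 higher and 16 lower in KO-RA, and 1762 genes had an unadjusted p under 0.05. The 3 mice of each group did not overlap for these 23 genes, and they did not overlap for 15.2% of all tested genes, where chance gives 10%. Fbp1 (ENSMUSG00000069805) had a log2 fold change of -3.38 (standard error 0.42, adjusted p = 0.014), Lrmda (ENSMUSG00000063458) of -1.80 (standard error 0.33, adjusted p = 0.046) and Pirt (ENSMUSG00000048070) of 2.61 (standard error 0.49, adjusted p = 0.069) in edgeR with Benjamini-Hochberg adjustment. Of the 10 splits of these 6 lungs into groups of 3, only the real one gave as many genes (1 of 10, the smallest share that 10 splits allow), and the largest other count was 1. The count rested on single mice: without the WT-RA mouse GSD400 it was 109, and without the KO-RA mouse GSD497 it was 1.

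A different time of day for GSD400 would move the genes of the circadian clock. The mean log2 CPM of 10 clock genes with an evening peak minus that of 5 with a morning peak was 1.2 in this mouse, inside the range of 0.799 to 1.44 of the other room air lungs, but a single library excludes nothing, so a different time of day cannot be told apart from chance either way. A different glucocorticoid state cannot be told apart from chance for this single mouse. The mean log2 CPM of 15 glucocorticoid-responsive genes, 1 of them also among the evening clock genes and 2 in the IL-17 list, was 5.86 against 5.90 to 6.92 in the other room air lungs, and a single library decides nothing. Zbtb16 (ENSMUSG00000066687) was at 5.09 CPM in GSD400 against 64.7 and 72.0 CPM in the other WT-RA lungs, and Fkbp5 (ENSMUSG00000024222) at 8.74 against 27.2 and 19.1 CPM, both chosen after their values were seen. For the 23 genes as a set, a difference in the sex of the mice could not be separated from genotype, since Y-linked transcripts were expressed in 0 of 3 WT-RA and 2 of 3 KO-RA lungs. With Y-linked expression as a covariate 0 genes were called and 1249 had an unadjusted p under 0.05, but the covariate also takes up part of the genotype difference, and 0 of the 23 genes are Y-linked. Sex was tested here without a decision and stays open. The paper describes WT littermates from matings of heterozygotes, so parents and litters need not follow genotype. The animal numbers do separate by genotype, with WT lungs from GSD398 to GSD406 and the GSDMD-KO lungs outside that range. What the numbers stand for is not known here, the litter of each mouse was not used, and litters stay open as untested.

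In the retina 1 gene was called between the libraries labelled KO-RA and WT-RA, and 2427 had an unadjusted p under 0.05. Of the 10 splits of these 6 retinas 4 gave as many genes or more, up to 44. The gene was mt-Nd3 (ENSMUSG00000064360), which was also called in the lung. Its CPM was 461 ± 263 in KO-RA and 6521 ± 251 in WT-RA retinas, and 23.2 ± 14.6 in KO-RA and 360 ± 32.7 in WT-RA lungs (SD, n = 3 mice). Fewer mitochondrial transcripts are argued against in the lung, where the other 12 mitochondrial protein genes had a median log2 fold change of -0.182, from -0.53 to 0.10. The Gsdmd genotype as the whole cause is argued against in the retina, where the ratio of mt-Nd3 in KO-O2 to WT-O2 was 1.08. Reads shared with the near-identical copy Gm28438 (ENSMUSG00000101939) are a candidate explanation in the lung: the ratio of KO-RA to WT-RA was 0.0645 for mt-Nd3 alone and 0.845 for the summed CPM of both genes. In the retina the ratio rose from 0.0706 to 0.631 with the sum, so reads shared with the copy cannot be told apart from a remaining difference between 3 mice and 3 mice.

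In the lung the interaction of genotype and hyperoxia had an adjusted p under 0.1 for Fbp1 alone, with a log2 interaction of 4.45 (standard error 0.60, adjusted p = 0.043 by edgeR with Benjamini-Hochberg adjustment). Its CPM fell from 3.83 to 0.579 in WT and rose from 0.364 to 1.22 in GSDMD-KO lungs. Of 100 regroupings of the 12 lungs that kept the size of the groups, the real one included, 19 gave 1 gene or more, and the largest gave 1885 genes. Chance alone is therefore consistent with a count of 1. The adjusted p of Fbp1 was above 0.1 without GSD405, GSD496, GSD497 or GSD061, and with at least 10 counts required in every sample, the erythroid mean, Y-linked expression or the GC slope as an alternative 0 genes were left, with 1010, 908, 1102 and 1786 genes at an unadjusted p under 0.05. The regrouping with 1885 genes was examined as the split of the libraries by the sign of their slope of expression on GC content. Across genes, which are not independent replicates, the Spearman correlation between its log2 difference and GC content was -0.511. The genes on its opposite sides had median GC contents of 56.6% and 42.2%. Groups formed by that slope lead to such values, so they are not separate evidence for GC content. The slope of expression on GC content was above 0 in 1 of 3 WT-RA, 2 of 3 WT-O2, 2 of 3 KO-RA and 1 of 3 KO-O2 lungs, which is the pattern an interaction contrasts. For the real interaction the correlation was -0.207, and GC content as a part of its values stays open.

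In the retina Rbm3 (ENSMUSG00000031167) alone had an interaction with an adjusted p under 0.1, 0.95 on the log2 scale (standard error 0.10, adjusted p = 0.025 by edgeR with Benjamini-Hochberg adjustment). Of 100 regroupings of the 12 retinas 35 gave 1 gene or more, up to 213. Without GSD383, GSD345, GSD347, GSD350, GSD304 or GSD308, and with the lens mean as a covariate, 0 genes were left, with 1612 to 2315 at an unadjusted p under 0.05 without single mice and 2064 under the covariate. Between KO-O2 and WT-O2 retinas Rbm3 had a log2 fold change of 0.97 (standard error 0.073, adjusted p = 0.00056 by the same edgeR test with Benjamini-Hochberg adjustment). Rbm3 is induced by cold, and a lower temperature of the tissue before collection cannot be told apart from a difference by genotype: the other cold-induced gene, Cirbp (ENSMUSG00000045193), had a log2 fold change of 0.17 (standard error 0.11, adjusted p = 0.59 by the same test of edgeR with Benjamini-Hochberg adjustment), and the mean log2 CPM of 8 heat shock genes differed by -0.199, and neither decides between them. The genotype labels of the retina libraries are themselves open.

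Over the gene lists 56 of 95 tests in the lung had an adjusted p under 0.1 in camera after Benjamini-Hochberg adjustment. Of 100 regroupings of the lungs 1, the real one, gave as many, while the largest other gave 54 and the median was 31. In the retina 52 of 135 tests passed, 39 of 100 regroupings gave as many and the median of the others was 44, so a count of this size is what regroupings of the retinas give as well. In both tissues these regroupings exchanged exposure together with genotype over all 12 samples. The counts therefore do not test genotype apart from hyperoxia. With a correlation between genes estimated for each list 0 tests passed in either tissue, and 19 in the lung and 14 in the retina had an unadjusted p under 0.05.

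The erythroid list had the largest interaction among the lung lists, a mean of 1.11 on the log2 scale with 21 of 23 genes above 0. It ran from 0.82 to 1.47 with single mice left out. Its adjusted p was 9.6e-10 by camera and 0.15 by fry, each with Benjamini-Hochberg adjustment in limma. Blood left in the tissue would bring all its cells. More blood in the KO-O2 mice GSD061 and GSD097 as the whole difference from WT-O2 is argued against, since 10 platelet genes were higher by a mean of 0.157 on the log2 scale than in WT-O2 lungs where the erythroid genes were higher by 1.89 and 12 neutrophil genes by 0.0407. Less blood in WT-O2 than in WT-RA lungs is argued against as the whole difference as well, since the platelet genes differed by -0.219 where the erythroid genes differed by -1.73. Within groups these genes moved together: GSD061 and GSD097 were above the KO-O2 mouse GSD493 by 0.714 for the platelet, 0.419 for the neutrophil and 1.29 for the erythroid genes, and the KO-RA mouse GSD490 was above the other KO-RA lungs by 0.396, 1.11 and 0.480. Blood as a part of such differences between mice of a group cannot be told apart from other causes, since each rests on a single mouse. Of the platelet genes, 2 are also in the neutrophil chemotaxis list. A change in red cells or their precursors themselves stays open, as does the sex of the mice.

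The other lung lists with an interaction at an adjusted p under 0.1 (limma's camera, Benjamini-Hochberg) had smaller values. The mean log2 interaction was 0.49 for neutrophil chemotaxis, with 16 of 23 genes above 0, and this list also passed under fry at an adjusted p of 0.053 in limma after Benjamini-Hochberg adjustment, while with the erythroid mean as a covariate its adjusted p was 0.20. It shares 10 genes with the IL-17 list and 4 with the list of neutrophil genes, whose own interaction was -0.09 over 12 genes (adjusted p = 0.64, limma's camera with Benjamini-Hochberg adjustment), so more neutrophils did not show in their own genes. The interferon-gamma response had 0.36 with 19 of 24 genes above 0, and from 0.28 to 0.47 with single mice left out. Its genes were lower in KO-RA than in WT-RA lungs, so the larger rise in GSDMD-KO started from a lower level. The TNF and NF-kB list had 0.29, and its adjusted p rose to at most 0.25 without GSD398.

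Some lung values rested on a single mouse. Vascular permeability had a mean log2 interaction of 0.17, which was 0.099 without GSD398 and 0.064 without GSD405. DNA replication origin had -0.17, and -0.096 without GSD398, -0.095 without GSD490 and -0.28 without GSD400. Metallopeptidase had -0.13 and an adjusted p of 0.25 without GSD403 (limma's camera, Benjamini-Hochberg). Wnt signaling had 0.11, which was 0.061 without GSD400, 0.038 without GSD097, 0.17 without GSD398 and -0.02 with the erythroid mean as a covariate. The endothelium list, which shares 4 genes with the vascular permeability list, had 0.15, and 0.090 without GSD097. A list of 18 proliferation genes had -0.29 with 1 gene above 0, and -0.15 without GSD398 and -0.54 without GSD400, and these genes were all higher in KO-RA than in WT-RA lungs, by a mean of 0.38. Of 11 heart genes 10 were above 0 with a mean of 0.39, which was 0.16 without GSD399 and 0.69 without GSD400. A list of 11 thymus genes, 1 of them also in the Wnt list, had 0.46, with 0.18 without GSD097, 0.70 without GSD400, 0.72 without GSD403, 0.73 without GSD061 and 0.85 without GSD493. None of the 10 lists other than erythroid and neutrophil chemotaxis had an adjusted p under 0.1 by fry after Benjamini-Hochberg adjustment in limma. Heart and thymus tissue carried along at dissection may add to these values, but this was not tested beyond the lists. For comparison, liver tissue was tested for: 9 of 12 liver genes were over 10 times the highest other lung in a single KO-O2 mouse, GSD061.

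In the retina the lens list had an interaction of 5.39 on the log2 scale with 28 of 28 genes above 0 (adjusted p = 0.078 by camera and 0.82 by fry in limma, Benjamini-Hochberg), and 3 of its genes had a group at or under 3 counts. The fitted median was 3.92, and 3.39 with those genes at their bound. Lens transcripts held 12.8% and 4.78% of the counts of the WT-RA mice GSD383 and GSD382 and 8.13% of those of the KO-RA mouse GSD304. In these 3 libraries 10 of the 12 lens genes other than crystallins were over 10 times the highest of the other 9 retinas, and Cryaa was at 21286, 6242 and 8315 CPM against at most 116.8. This is consistent with lens tissue carried into these samples at dissection. The interaction then follows from which room air mice carried it: it was 8.23 without GSD379, 8.47 without GSD304, 3.61 without GSD383 and 3.17 without GSD302. Lens tissue as the whole cause of the genes called in WT retinas is argued against, since 153 genes were called both without and with the lens mean as a covariate. For the authors' retina files, no batch, sequencing date or dissection record was used here.

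The other retinal lists with an interaction at an adjusted p under 0.1 in camera (limma, Benjamini-Hochberg) were below 1 in size. Over all lists 39 of 100 regroupings gave as many passing tests, and single lists were not counted over the regroupings. The mitotic cell cycle list had -0.68 with 6 of 29 genes above 0, and -0.44 without GSD379. The VEGF network had -0.35 with 3 of 10 genes above 0. The erythroid blood list, with 9 tested genes and 16 genes in common with the lung's erythroid list as written, had -0.55, and -0.22 without GSD304. Between the libraries labelled KO-O2 and WT-O2 it had -0.71 (adjusted p = 0.0015 by camera and 0.016 by fry in limma, Benjamini-Hochberg), the opposite direction to the lung. The amacrine and bipolar list, which shares 4 genes with the synapse list, had 0.31 with 13 of 14 genes above 0. Endothelium, which shares 2 genes with the VEGF network, had -0.24 with 3 of 13 above 0, and -0.16 without GSD382. Under fry the erythroid blood list alone had an adjusted p under 0.1, 0.0996, with Benjamini-Hochberg adjustment in limma. No biological explanation was tested for these values beyond the genotype itself, and sex, litters and the labels of GSD382 and GSD310 stay open.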

How the results depend on the processing

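The settings named here were fixed before the data were examined, except 6 that were chosen after seeing the data: Y-linked expression as a covariate, the GC slope of each library as a covariate, DESeq2 on the 6 samples compared, a fold change of at least 1.5, DESeq2 with that fold change, and the likelihood ratio test of DESeq2 that drops both genotype terms. Apart from the values below, the main results stayed within 1.5 times their value (85 of the values under other settings and 89 of those with a mouse left out). Single genes and lists kept their direction and their side of the threshold in 779 values under other settings and 794 with a mouse left out, while 10 and 24 were reversed, 14 and 4 stronger, and the rest weaker. No paired analysis was possible because each mouse has its own number and no labels link a WT to a GSDMD-KO mouse or a lung to a retina. Unless a reason is given, the cause of a change was not tested.

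In the lung, a fold change of at least 1.5 called 3923 genes in place of 1952 in WT and 3595 in place of 1783 in GSDMD-KO, and 2688 in place of 1318 in the same direction in both, since a lower threshold admits more genes. With DESeq2 at that fold change the counts were 3949, 3589 and 2613. The 632 and 463 genes called in WT alone and in GSDMD-KO alone became 389 and 278 with at least 10 counts in every sample, 557 and 711 with the erythroid mean, 1232 and 904 at a fold change of at least 1.5 and 1334 and 974 with DESeq2 at that fold change. The count of 4 for KO-O2 against WT-O2 lungs became 32 with DESeq2, 8 on the 6 samples compared, 39 with DESeq2 on these 6 samples, 57 with DESeq2 at a fold change of at least 1.5, 2 with the Y-linked covariate and 0 with the erythroid mean as a covariate (962 genes at an unadjusted p under 0.05). The count of 23 between KO-RA and WT-RA became 70 with DESeq2, 10 on the 6 samples, 57 with DESeq2 on them, 11 at an adjusted p under 0.05, 50 at a fold change of at least 1.5, 179 with DESeq2 at that fold change, 46 with the GC slope and 0 with the Y-linked covariate (1249 genes at an unadjusted p under 0.05). The 1 gene with an interaction in the lung became 2 without a filter on low counts, 112 with DESeq2, 47 when the null model of edgeR dropped both genotype terms and 474 when that of DESeq2 did, which also count a genotype difference in room air. It became 0 with at least 10 counts in every sample, where Fbp1 was not tested, with the erythroid mean, with the Y-linked covariate and with the GC slope (1010, 908, 1102 and 1786 genes at an unadjusted p under 0.05). PC1 of the lung, 78.3% of the variance, was 60.4% on log2 CPM, 67.5% over all tested genes and 79.2% without the erythroid list. Of the 95 list tests 56 passed with camera, 28 under fry and 0 with an estimated correlation (19 at an unadjusted p under 0.05).

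With single lungs left out, the calls ran from 1865 to 2069 in WT, from 1692 to 1855 in GSDMD-KO and from 1241 to 1303 in the same direction in both. Those between KO-O2 and WT-O2 ran from 1 to 23: 1 without GSD061 or GSD097, 2 without GSD403, 9 without GSD405 and 23 without GSD493. Those between KO-RA and WT-RA ran from 1 to 109: 1 without GSD497, 2 without GSD496, 6 without GSD399 and 109 without GSD400. The interaction ran from 0 to 45 genes: 0 without GSD496, GSD497 or GSD061 (851, 1076 and 914 genes at an unadjusted p under 0.05), 2 without GSD399, GSD403 or GSD097, 3 without GSD406, 15 without GSD493 and 45 without GSD400. PC1 ran from 77.1% without GSD405 to 79.0% without GSD399, and the list tests that passed from 46 to 58.

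In the lung these log2 values took the opposite sign with the erythroid mean as a covariate: in WT, Alas2 became 0.46, Slc4a1 0.25 and mt-Nd3 -0.37; between KO-O2 and WT-O2, Slc4a1 became -0.19 and Mki67 -0.22; and in the interaction, Slc4a1 became -0.25, Mif -0.054 and the Wnt list -0.022. Alas2 and Slc4a1 are members of the list whose mean was the covariate. Pik3cg between KO-O2 and WT-O2 became 0.16 with the Y-linked covariate, 0.14 without GSD403 and 0.0055 without GSD493, and there Mki67 ran from -0.0081 without GSD405 to 0.37 without GSD403 and Edn1 from -0.29 without GSD097 to 0.045 without GSD493. The interaction of Mif became -0.23 without GSD400, -0.11 without GSD403, -0.13 without GSD497 and -0.03 without GSD493, and that of Trem2 ran from -0.0088 without GSD497 to 0.21 without GSD061.

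In the retina, DESeq2 called 635 genes in place of 391 in WT and 658 in place of 420 in GSDMD-KO, a fold change of at least 1.5 called 707 and 879, and DESeq2 at that fold change 1076 and 1244. DESeq2 on the 6 samples compared called 610 in WT. With the lens mean as a covariate 204 genes were called in WT, and at an adjusted p under 0.05 there were 261 in GSDMD-KO. The 155 genes called in the same direction in both became 92 with the lens mean, 296 at a fold change of at least 1.5 and 412 with DESeq2 at that fold change. The 235 and 264 genes called in WT alone and in GSDMD-KO alone both rose with DESeq2, in GSDMD-KO alone to 421, and became 112 and 303 with the lens mean, 131 and 227 with the Y-linked covariate, 153 and 153 at an adjusted p under 0.05, 410 and 582 at a fold change of at least 1.5 and 651 and 819 with DESeq2 at that fold change. On the 6 samples compared DESeq2 called 431 in WT alone. The 56 genes between the libraries labelled KO-O2 and WT-O2 became 164 with DESeq2, 217 with DESeq2 on the 6 samples, 37 with the lens mean, 85 with the GC slope, 24 at an adjusted p under 0.05, 156 at a fold change of at least 1.5 and 411 with DESeq2 at that fold change. The 1 gene between those labelled KO-RA and WT-RA became 63 with DESeq2, 19 with DESeq2 on the 6 samples, 176 with DESeq2 at a fold change of at least 1.5, 4 with the lens mean, and 0 on the 6 samples and with the GC slope (1875 and 1917 genes at an unadjusted p under 0.05). The 1 gene with an interaction became 521 with DESeq2, 22 with at least 10 counts in every sample, 118 when edgeR dropped both genotype terms, 1674 when DESeq2 did, 0 with the lens mean (2064 at an unadjusted p under 0.05), and 0 when a difference of at least 1 was required, since Rbm3 lies under it. PC1 of the retina, 63.3%, was 24.94% on log2 CPM, 39.2% over all tested genes and 34.0% without the lens list. Of the 135 list tests 52 passed with camera, 27 under fry and 0 with an estimated correlation (14 at an unadjusted p under 0.05).

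With single retinas left out, the calls in WT ran from 196 without GSD382 to 504 without GSD383, with 225 without GSD379, 237 without GSD345 and 219 without GSD347. In GSDMD-KO they ran from 151 without GSD308 to 439 without the WT-RA mouse GSD379. They were 224 without GSD301, 269 without GSD304 and 409 without GSD306. Those in the same direction in both ran from 83 without GSD308 to 183 without GSD383, with 97 without GSD382, 101 without GSD347 or GSD301 and 102 without GSD350. For KO-O2 against WT-O2 they ran from 6 without GSD310 to 83 without GSD306, with 19 without GSD345, 16 without GSD347, 13 without GSD350 and 14 without GSD308. Between KO-RA and WT-RA they ran from 0 without GSD379, GSD382, GSD383 or GSD304 (2063, 2142, 2606 and 2076 genes at an unadjusted p under 0.05) to 1. The interaction ran from 0 without GSD383, GSD345, GSD347, GSD350, GSD304 or GSD308 to 340 without GSD306, with 2 without GSD301 and 5 without GSD302. PC1 ran from 56.5% without GSD383 to 67.6% without GSD301, and the list tests that passed from 47 to 58.

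In the retina these log2 values took the opposite sign. The interaction of Nlrc3 became 0.051 without GSD379, 0.013 without GSD347 and 0.025 without GSD302, and was lowest without GSD382, -0.34. That of Gsdmd became -0.22 without GSD379 and -0.12 without GSD310 (highest 0.91, without GSD382), that of Edn2 -1.87 without GSD383 and -0.47 without GSD308 (highest 1.11, without GSD302), and that of Stat3 0.12 without GSD347. The interaction of Pdgfrb became -0.10 with the GC slope, -0.086 without GSD350 and -0.044 without GSD308 (highest 0.22, without GSD347). For KO-O2 against WT-O2, Nlrc3 became 0.087 without GSD347 and 0.012 without GSD308, and Pdgfrb 0.097 without GSD347, 0.0097 without GSD306 and 0.0062 without GSD310 (lowest -0.21, without GSD350).

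Depth limits Gsdmd in the retina, which had 10.5 to 147.8 counts per library, and genes with a group at or under 3 counts, for which a fold is given as a lower bound. In simulated retina counts edgeR found 16 of 100 genes with a 2-fold interaction and 85 of 100 with a 4-fold interaction, so a small count there does not exclude interactions of 2-fold size. DESeq2 found 50 of the 100 with a 2-fold interaction and called 55 unchanged genes.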

Differences from the paper's values

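In the lung, 1952 genes were called between hyperoxia and room air in WT against the paper's 3926, 1783 in GSDMD-KO against the paper's 3567, and 1318 in both in the same direction against the paper's 2528. Genes called in WT only numbered 632 against the paper's 1392. For these 4 values none of the 19 alternatives set before the data were examined closed the gap, while a fold change of at least 1.5 (3923, 3595, 2688 and 1232 genes) and DESeq2 with that fold change (3949, 3589, 2613 and 1334 genes) did, both chosen after seeing the values. Genes called in GSDMD-KO only numbered 463 against the paper's 1033. With the erythroid mean as a covariate, set before the data were examined, there were 711, within 1.5 times the paper's value, and the other 18 alternatives set before the data were examined did not close the gap. A fold change of at least 1.5 (904) and DESeq2 with that fold change (974) also closed it and were chosen after seeing the values.

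Between KO-O2 and WT-O2 lungs 4 genes were called against the paper's 53, 0 of them higher (1045 genes in either direction had an unadjusted p under 0.05) against the paper's 27 and 4 lower against the paper's 26. For the total, none of the 13 alternatives set before the data were examined closed the gap, DESeq2 among them with 32 genes. DESeq2 with a fold change of at least 1.5 (57 genes) and DESeq2 on the 6 samples compared (39 genes) did, and were chosen after seeing the values. For the genes higher in KO-O2, leaving out the KO-O2 mouse GSD493 closed the gap with 18 genes and the other alternatives set before the data were examined did not. DESeq2 with a fold change of at least 1.5 (28 genes) did as well and was chosen after seeing the values. For the genes lower in KO-O2, no alternative set before the data were examined closed the gap, and DESeq2 with a fold change of at least 1.5 (29 genes) and DESeq2 on the 6 samples (24 genes), both chosen after seeing the values, did. The interaction was found for 1 gene in the lung against the paper's 1108. None of the 20 alternatives set before the data were examined closed this gap, and neither did those chosen after seeing the values, the likelihood ratio test of DESeq2 that drops both genotype terms among them with 474 genes.

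In the retina, 391 genes were called in WT against the paper's 1224, 420 in GSDMD-KO against the paper's 1360, 155 in both in the same direction against the paper's 480, and 235 in WT only against the paper's 738. None of the 19 alternatives set before the data were examined closed these gaps, and DESeq2 with a fold change of at least 1.5 (1076, 1244, 412 and 651 genes), chosen after seeing the values, did. Genes called in GSDMD-KO only numbered 264 against the paper's 873. No alternative set before the data were examined closed this gap, and a fold change of at least 1.5 (582) and DESeq2 with that fold change (819), both chosen after seeing the values, did.

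Between the libraries labelled KO-O2 and WT-O2, 56 retinal genes were called against the paper's 1224, 16 of them higher against the paper's 841 and 40 lower against the paper's 383. The paper's text gives 1224 both for this comparison and for hyperoxia in WT retinas. Why the number repeats is not known here. For the total and for the genes higher in KO-O2, none of the 13 alternatives set before the data were examined and none chosen after seeing the values closed the gap. For the genes lower in KO-O2, none of those set before the data were examined closed it, and DESeq2 with a fold change of at least 1.5 (259 genes), chosen after seeing the values, did. The interaction was found for 1 gene in the retina against the paper's 2818, and none of the 20 alternatives set before the data were examined or of those chosen after seeing the values closed the gap, the largest being 1674 genes with the likelihood ratio test of DESeq2 that drops both genotype terms.

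The paper's text reports more genes higher than lower between KO-O2 and WT-O2 retinas, and here 16 were higher and 40 lower. The paper's PC1 of the retina, about 73% in Fig. 10A, read by eye, was 63.3% here, which is within 1.5 times it. The paper's legend of Fig. 5 assigns genotype to PC1 and exposure to PC2 in the lung, while its text assigns exposure to PC1, and here exposure accounted for 99.7% of the spread along PC1. By qRT-PCR the paper reports Gsdmd as raised by hyperoxia in WT lungs and barely detectable in GSDMD-KO lungs. Here, by sequencing, its log2 fold change with hyperoxia in WT lungs was -0.27 (standard error 0.10). It was at 24.3 CPM of the library total in KO-RA and 13.5 in KO-O2, against 41.6 in WT-RA and 34.4 in WT-O2. The paper describes the knockout allele as a small deletion in an exon of Gsdmd. Counts summed over the gene do not tell transcripts of that allele from WT ones. They may therefore not be a like measure to the qRT-PCR assay or the protein stain. The paper's text lists Edn1, Mif, Pik3cg and Trem2 as higher in WT-O2 than in KO-O2 lungs, and here their log2 fold changes in KO-O2 relative to WT-O2 were -0.15, -0.19, -0.01 and -0.21, none called, with Mif and Trem2 called in the response of both genotypes. The paper associates genes higher in KO-O2 lungs with oxidative stress, and here the oxidative stress list had a mean log2 fold change of -0.14 in that comparison, with 5 of 24 genes higher. The paper lists IL-17 and PI3K-Akt signaling among the pathways of the lung's interaction, and here these lists had interactions of 0.35 and -0.05 with adjusted p of 0.16 and 0.63 (limma's camera, Benjamini-Hochberg). The paper describes 6 genes as raised by hyperoxia in WT and not in GSDMD-KO retinas. Here Nlrc3 was not called in WT, with a log2 fold change of 0.65, and its adjusted p was 0.17 to 0.47 over the other settings run and with each mouse left out (edgeR and DESeq2, Benjamini-Hochberg). Pdgfrb had a log2 fold change of 0.61 in WT with an adjusted p of 0.068 in edgeR after Benjamini-Hochberg adjustment, so it was not called at a fold change of at least 2 but was at one of at least 1.5, which was chosen after seeing the values. Edn2 was called in both genotypes. The paper associates genes higher in KO-O2 retinas with the extracellular matrix, and here that list had a mean log2 fold change of -0.16 with 8 of 29 genes higher.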

Other observations

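The tests in this part were chosen before the result they measure was seen, while Y-linked expression as a covariate is a setting that was added after seeing the data.

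Of the 10 splits of the 6 samples compared into groups of 3, 1 of 10, the real one, gave as many called genes for hyperoxia in WT and in GSDMD-KO lungs, for KO-O2 against WT-O2 lungs, and for the same 3 comparisons of the retina. For hyperoxia in the lung the other splits gave at most 1 gene in WT and 0 in GSDMD-KO. For the genes called in the same direction in both genotypes, 1 of 100 regroupings, the real one, gave as many in the lung and 1 of 100 in the retina.

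The size of the response was compared over the 500 genes with the largest mean response to hyperoxia, chosen without regard to genotype. In the lung the response of GSDMD-KO mice was 95.8% of that of WT mice, and the regroupings that exchange genotypes within an exposure gave 93.7% to 106.7% in their middle 95% (exact permutation test, two-sided, p = 0.23). In the retina it was 94.9%, with 82.1% to 121.8% in the middle 95% of the regroupings (exact permutation test, two-sided, p = 0.63). A weaker response in GSDMD-KO could therefore not be told from chance with 3 mice per group in either tissue.

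Genotype was also tested over both exposures together, with 6 GSDMD-KO against 6 WT mice and exposure as a term. In the lung 61 genes had an adjusted p under 0.1 in edgeR after Benjamini-Hochberg adjustment, 28 of them higher in GSDMD-KO, with a median absolute log2 fold change of 0.51, and 10 reached a 2-fold difference. Of 100 regroupings within the exposures 1, the real one, gave as many, and the largest other gave 27. In the retina 213 genes passed, 106 higher in GSDMD-KO and 15 at 2-fold, with a median of 0.41, and again 1 of 100 regroupings gave as many, the largest other 34. Sex may account for part of this. With Y-linked expression as a covariate 12 genes passed in the lung, 7 of them among the 61, where Y-linked transcripts were expressed in 1 of 6 WT and 5 of 6 GSDMD-KO mice. In the retina, with 4 of 6 in each, 78 passed and 75 were among the 213. In the lung sex and genotype cannot be told apart for the genes that were lost, because the covariate overlaps with genotype. In the retina the covariate overlaps with exposure instead. The paper describes WT littermates from matings of heterozygotes, so parents and litters need not follow genotype. The animal numbers do separate by genotype, in the lung as given above. In the retina GSDMD-KO mice ran from GSD301 to GSD310 and WT mice from GSD345 to GSD383. What the numbers stand for is not known here, the litter of each mouse was not used, and litters stay open as untested. Gsdmd had a log2 fold change of -1.06 over both exposures in the lung (adjusted p = 1.4e-05) and of -1.38 in the retina (adjusted p = 0.20), by edgeR with Benjamini-Hochberg adjustment.

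All 6 GSDMD-KO libraries lay on one side of all 6 WT libraries for 49 genes in the lung and 197 in the retina, where chance gives 0.216% of the genes, 36.4 and 41.5. In both tissues 2 genes did so in the same direction: Wdfy1 (ENSMUSG00000073643), higher in GSDMD-KO, and Gm16867 (ENSMUSG00000093954), lower. Variants carried along with the targeted gene would gather such genes near Gsdmd. None of its 200 nearest tested neighbours in the lung was among them, against 48 of the 16582 other genes with a position (Fisher's exact test, one-sided, p = 1), which argues against it as the source of the 49.

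The Gsdmd counts of the WT-RA retina GSD382 and the KO-O2 retina GSD310 were nearer to the other genotype. Gsdmd was also counted in GSDMD-KO lungs, so its counts alone do not give the genotype of a library. A wrong genotype label would also move other genes that separate the genotypes. In the lung and, in the same direction, in the other 10 retinas 3 genes did, which gives 6 values in these mice, and 4 of the 6 were nearer to the genotype on the label. Wdfy1, at 21.1 CPM in GSD382 and 30.9 in GSD310, and Gm16867, at 10.4 and 4.31 CPM, went with the label, and Ube2f (ENSMUSG00000034343), at 29.58 and 38.1 CPM, against it in both. Wrong labels and right ones cannot be told apart from 6 values that go both ways, and no genotype of these mice was read from sequence here.

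Liver transcripts stood out in the KO-O2 lung GSD061: 9 of 12 liver genes were over 10 times the highest of the other 11 lungs. Alb (ENSMUSG00000029368) was at 76.2 CPM and Ahsg (ENSMUSG00000022868) at 46.3 CPM there, against at most 2.26 and 0.844 CPM elsewhere. Of the 12 genes, Ttr is also in the list of the retinal pigment epithelium. This is consistent with a trace of liver tissue in that sample. Without this mouse the log2 fold change of Ahsg with hyperoxia in GSDMD-KO lungs fell from 6.97 to 2.20.

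Values of the remaining lists follow. In the lung the neutrophil list had mean log2 fold changes of -0.05 in WT and -0.14 in GSDMD-KO with hyperoxia (adjusted p = 0.91 and 0.81), proliferation 0.46 and 0.16 (0.0045 and 0.19), heart 0.15 and 0.53 (0.16 and 0.97) and thymus -1.25 and -0.78 (0.00064 and 0.0079), by limma's camera with Benjamini-Hochberg adjustment. The 4 male genes were higher in KO-O2 than in WT-O2 lungs by 4.6 (adjusted p = 0.00027 by camera and 0.20 by fry in limma, Benjamini-Hochberg). In the retina, photoreceptor genes had -0.16 in WT and -0.11 in GSDMD-KO with hyperoxia (adjusted p = 0.025 and 0.14), retinal ganglion cell genes -0.23 and -0.36 (0.014 and 0.0034), amacrine and bipolar genes -0.38 and -0.07 (2.3e-06 and 0.37), Mueller glia 0.10 and 0.02 (0.21 and 0.29), ciliary and cornea epithelium -0.55 and 0.33 (0.49 and 0.60), skeletal muscle 0.26 and -0.98 (0.96 and 0.33), erythroid blood 0.23 and -0.33 (0.26 and 0.17) and the 4 male genes -3.84 and -4.35 (0.0012 and 0.0027), by limma's camera with Benjamini-Hochberg adjustment. The photoreceptor list shares 11 genes with the phototransduction list, and the microglia list 6 with the macrophage list.

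The paper names further genes as targets of antibodies or drugs or in its discussion. In the lung Vwf (ENSMUSG00000001930) had log2 fold changes of -1.03 in WT and -0.76 in GSDMD-KO with hyperoxia, Acta2 (ENSMUSG00000035783) of 1.16 and 1.21, Hif1a (ENSMUSG00000021109) of 1.12 and 1.11, Lamp2 (ENSMUSG00000016534) of 0.48 and 0.40 and Il18 (ENSMUSG00000039217) of -0.85 and -0.07. None of these was called between KO-O2 and WT-O2, where the largest was Acta2 with -0.36. The interaction of Il18 was 0.78 (standard error 0.29, adjusted p = 0.62 by edgeR with Benjamini-Hochberg adjustment). Il1b (ENSMUSG00000027398) had log2 fold changes of -0.27 in WT and 0.92 in GSDMD-KO lungs. Its interaction was 1.19 (standard error 0.43, adjusted p = 0.62 by edgeR with Benjamini-Hochberg adjustment). Tnf (ENSMUSG00000024401) had 1.17 in WT, where it was called, and 0.48 in GSDMD-KO lungs, with an interaction of -0.69 (standard error 0.70). Neither was called between KO-O2 and WT-O2 lungs.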
